# Arid3b suppresses CD8 + T cell infiltration and function in microsatellite-stable colorectal cancer via Runx3

**DOI:** 10.1038/s41467-026-73241-7

**Published:** 2026-05-15

**Authors:** Shuo Wang, Sen Hou, Ce Luo, Haorui Zhang, Yiteng Jin, Rui Zhang, Yanping Zhao, Xiaoyu Xiong, Rui Guo, Chao Wang, Yudi Bao, Liang Wen, Deng Pan, Yingjiang Ye, Zexian Zeng, Zhidong Gao

**Keywords:** Immunoediting, Colorectal cancer, Cytotoxic T cells, Gene regulation in immune cells

## Abstract

Microsatellite-stable/proficient mismatch repair (MSS/pMMR) colorectal cancer (CRC) is characterized by a cold tumor microenvironment, with limited CD8⁺ T cell infiltration and poor responsiveness to immune checkpoint inhibitors (ICIs). Here, using an in vivo CRISPR/Cas9 screen in a CMT93 cell-derived murine tumor model, we identify *Arid3b* as a key negative regulator of CD8⁺ T cell infiltration and antitumor activity. Genetic ablation of *Arid3b* in CD8⁺ T cells significantly enhances their intratumoral accumulation and promotes robust tumor control. Mechanistically, *Arid3b* deficiency upregulates *Runx3*, driving a tissue-resident memory-like phenotype and effector function. Notably, the benefits conferred by *Arid3b* deficiency are abrogated upon *Runx3* deletion, indicating a RUNX3-dependent mechanism. Together, targeting ARID3B could offer a promising strategy to reshape the tumor microenvironment and sensitize MSS CRC to immunotherapy.

## Abstract (web summary)

Microsatellite-stable/proficient mismatch repair colorectal cancers are resistant to immune checkpoint blockade immunotherapy due to their immune suppressive tumour microenvironment. Here the authors show in mouse models that the transcription factor Arid3b contributes to the suppression of CD8 + T cell infiltration and activity in these tumours via suppressing Runx3, a known regulator of tissue resident memory phenotype in CD8 + T cells.

## Introduction

Colorectal cancer (CRC) accounts for ~1.9 million new cases and 930,000 deaths annually, ranking third in incidence and second in cancer-related mortality worldwide^1^. Although immune checkpoint inhibitors (ICIs) targeting the PD-1/PD-L1 axis have transformed the therapeutic landscape for the subset of CRC patients with microsatellite instability-high (MSI-H) or deficient mismatch repair (dMMR) tumors, these benefits are largely restricted to this minority group, which constitutes only about 15% of CRC cases^2–4^. In contrast, the majority of CRCs, characterized by microsatellite stability (MSS) and proficient mismatch repair (pMMR), exhibit limited responsiveness to ICIs, highlighting a critical therapeutic gap and underscoring the need to elucidate the mechanisms driving immune evasion in these cold tumors.

The response to ICIs in CRC is closely related to the immunological landscape of the tumor microenvironment (TME)^5,6^. MSI-H/dMMR tumors typically harbor a high tumor mutational burden (TMB), abundant neoantigens, and robust infiltration of tumor-infiltrating lymphocytes (TILs), features that collectively contribute to their favorable response to PD-1/PD-L1 blockade^7–9^. Conversely, MSS/pMMR tumors are generally devoid of these immunogenic features and are instead characterized by low TMB, poor CD8⁺ T cell infiltration, and a suppressive immune milieu^10,11^. Notably, CD8⁺ T cell density within tumors has been consistently associated with improved clinical outcomes in CRC^12,13^, underscoring the importance of identifying strategies to enhance CD8⁺ T cell infiltration in MSS tumors as a pathway toward overcoming ICI resistance.

*ARID3B*, a member of the AT-rich interaction domain (ARID) family, is a chromatin-associated protein that regulates gene transcription through binding to AT-rich DNA regions^14–16^. During embryonic development, ARID3B is essential for neural tube closure and placental vascularization, with knockout mice exhibiting embryonic lethality due to profound developmental abnormalities^17^. Beyond its developmental roles, ARID3B has emerged as a context-dependent modulator of tumorigenesis. It functions as an oncogene in several malignancies, including neuroblastoma, breast, ovarian, and colorectal cancers, where it promotes tumor growth, angiogenesis, and metastasis^18–21^. Intriguingly, in gastric cancer, ARID3B has been reported to exert tumor-suppressive functions^22^. Despite these insights into its roles in cancer biology, the function of ARID3B in T cell-mediated immunity remains unknown.

The advent of CRISPR/Cas9-based genetic screening has enabled systematic dissection of gene function across diverse biological contexts^23^. In particular, in vivo CRISPR screens have proven instrumental in uncovering regulators of immune cell behavior within the TME, offering insights into tumor–immune interactions and revealing novel therapeutic targets^24^. While recent studies have leveraged this platform to enhance antitumor immunity, its application in identifying intrinsic regulators of CD8⁺ T cells in immune-excluded tumors remains limited^25,26^.

In this study, we perform an in vivo CRISPR/Cas9 screen targeting genes in CD8⁺ T cells within a CMT93-derived MSS colorectal tumor model to identify regulators that limit T cell infiltration. We identify *Arid3b* as a key suppressor of CD8⁺ T cell tumor infiltration and antitumor function. Genetic ablation of *Arid3b* in CD8⁺ T cells leads to enhanced intratumoral accumulation and improved tumor control. Mechanistically, *Arid3b* deficiency results in upregulation of *Runx3*, a transcription factor essential for tissue residency and effector differentiation of CD8⁺ T cells. Our findings reveal the *Arid3b–Runx3* axis as a critical checkpoint regulating T cell exclusion in MSS CRC and offer a potential strategy to reprogram the cold tumor microenvironment to restore immunotherapeutic sensitivity.

## Results

### In vivo CRISPR screening identifies *Arid3b* as a negative regulator of CD8⁺ T cell infiltration

To systematically identify genes that restrict CD8⁺ T cell infiltration into the tumor microenvironment of immune-cold colorectal cancers, we conducted an in vivo CRISPR/Cas9 screening using a syngeneic mouse model. CMT93-OVA, a microsatellite-stable (MSS) murine colorectal cancer cell line, was subcutaneously implanted into female *Rag1−/−* mice to establish tumors. In parallel, CD8⁺ T cells were isolated from the spleens and lymph nodes of female OT-I; Cas9 mice, activated ex vivo with anti-CD3/CD28 antibodies, transduced with a pooled sgRNA library targeting immune-regulatory genes, and cultured with recombinant murine IL-2. A total of 2236 genes (9444 sgRNAs) representing membrane proteins, transcription factors, and enzymes were evaluated using a gRNA pool comprising 4 gRNAs per gene and 500 negative control gRNAs. Edited T cells were adoptively transferred into tumor-bearing mice via tail vein injection on day 7 post-tumor implantation (Fig. 1a).

**Fig. 1:**
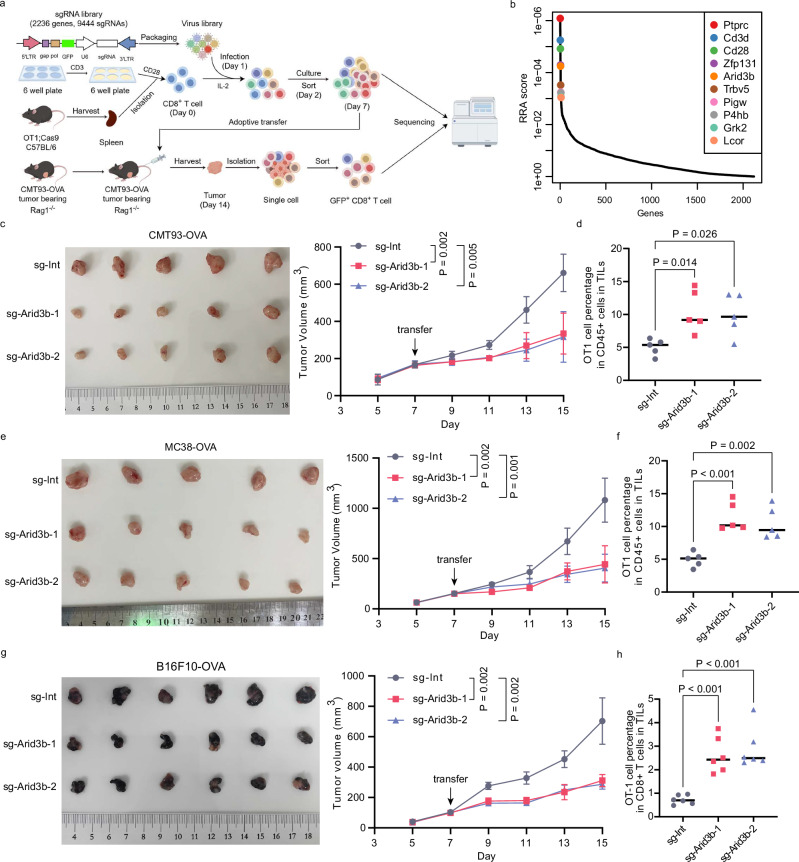
In vivo CRISPR screening identifies *Arid3b* as a key negative regulator of CD8⁺ T cell infiltration in MSS colorectal cancer. **a** Schematic overview of the in vivo CRISPR/Cas9 screening strategy targeting CD8⁺ T cells in a CMT93 tumor model to identify regulators of T cell infiltration. Created by Figdraw (ID: OURWUc8e8a). **b** Top candidate genes ranked by robust rank aggregation (RRA) score from MAGeCK analysis result, highlighting genes whose deletion in CD8⁺ T cell associated with enhanced CD8⁺ T cell tumor infiltration. **c**, **e** Representative tumor images and growth curves of CMT93-OVA (**c**) and MC38-OVA (**e**) tumors in *Rag1−/−* mice following adoptive transfer of OT-I; Cas9 CD8⁺ T cells transduced with control sgRNA (sg-Int) or *Arid3b*-targeting sgRNAs (sg-*Arid3b*-1/sg-*Arid3b*-2) (*n* = 5 mice). **d**, **f** Quantification of transferred OT-I; Cas9 CD8⁺ T cells within the tumor-infiltrating lymphocyte population (CD45⁺) from CMT93-OVA (**d**) and MC38-OVA (**f**) tumors (*n* = 5 mice). **g** Representative tumor image and growth curve of B16F10-OVA tumor in wild-type C57BL/6 mice following adoptive transfer of sg-Int or sg-*Arid3b* OT-I; Cas9 CD8⁺ T cells (*n* = 6 mice). **h** Frequency of adoptively transferred CD8⁺ OT-I; Cas9 T cells within tumor-infiltrating CD8⁺ T cells from B16F10–OVA-bearing mice (*n* = 6 mice). Data are shown as means ± SEM. P value was determined by one-tailed two-way ANOVA with correction using Geisser–Greenhouse method (**c**, **e**, **g**) or one-way ANOVA with Dunnett’s multiple comparisons (**d**, **f**, **h**). Source data are provided in Source Data file.

Targeting key negative regulators enhanced T-cell infiltration, proliferation, and survival within tumors, leading to enrichment of the corresponding gRNAs. Seven days after adoptive transfer, tumors were harvested and processed into single-cell suspensions. Transferred CD8⁺ T cells were identified by GFP expression and sorted for downstream analysis. sgRNA abundance in these tumor-infiltrating CD8⁺ T cells was compared with pre-injection input cells using high-throughput sequencing (Fig. 1a). Interestingly, the Model-based Analysis of Genome-wide CRISPR/Cas9 Knockout (MAGeCK)^27^ revealed *Arid3b* as one of the top candidates enriched in intratumoral CD8⁺ T cells, indicating its potential role as a negative regulator of T cell infiltration (Fig. 1b).

To validate the functional role of *Arid3b*, we selected two sgRNAs with the highest enrichment scores to knock out the gene in CD8⁺ T cells. Western blot analysis confirmed efficient depletion of ARID3B protein (Supplementary Fig. 1a). These edited T cells were then transferred into female *Rag1−/−* mice bearing CMT93-OVA. Compared with control sgRNA (sg-Int)–treated cells, both sg-*Arid3b*−1 and sg-*Arid3b*−2 T cells significantly suppressed tumor growth in the CMT93 tumor (Fig. 1c and Supplementary Fig. 1b). This phenotype remains consistent when extended to the male *Rag1−/−* mice bearing colorectal MC38-OVA (Fig. 1e and Supplementary Fig. 1c). Flow cytometric analysis revealed a notable increase in the frequency of *Arid3b*-knockout CD8⁺ T cells among TILs (Fig. 1d, f). To assess whether these findings extend to an immunocompetent setting, we performed similar experiments using wild-type female C57BL/6 mice bearing B16F10-OVA tumors. Adoptive transfer of *Arid3b*-deficient CD8⁺ T cells again resulted in enhanced tumor control and a higher proportion of infiltrating CD8⁺ T cells compared to control T cells (Fig. 1g, h and Supplementary Fig. 1d). Together, these results identify *Arid3b* as a key suppressor of CD8⁺ T cell infiltration and demonstrate that its genetic ablation enhances T cell accumulation within tumors.

### Arid3b suppresses CD8⁺ T cell effector function, migration, and tumor infiltration

To further characterize the role of *Arid3b* in CD8⁺ T cell biology, we investigated its effects on T cell activation, exhaustion, effector function, cytotoxicity, and migratory capacity. We first assessed early activation and exhaustion status by examining the expression of the activation marker CD69 and the exhaustion marker TIM-3. Neither knockout nor overexpression of *Arid3b* altered CD69 expression in CD8⁺ T cells, indicating no significant effect on initial activation (Supplementary Fig. 2a, b). In contrast, *Arid3b* knockout led to a modest but consistent reduction in the proportion of TIM-3⁺ cells, while *Arid3b* overexpression significantly increased TIM-3 expression (Supplementary Fig. 2c, d), suggesting a role in promoting T cell exhaustion.

Next, we evaluated the impact of *Arid3b* on effector cytokine production. *Arid3b* deletion in CD8⁺ T cells markedly increased IFN-γ and granzyme B (GZMB) expression following antigen stimulation, whereas *Arid3b* overexpression suppressed their production (Fig. 2a–d). These findings suggest that *Arid3b* restricts CD8⁺ T cell effector function. We then examined whether *Arid3b* modulates the cytotoxic capacity of CD8⁺ T cells. Arid3b-knockout or overexpressing CD8⁺ T cells were co-cultured with OVA-expressing tumor targets (CMT93-OVA, MC38-OVA, or B16F10-OVA). *Arid3b* deficiency significantly enhanced tumor cell killing across all lines, while its overexpression diminished cytotoxic activity (Fig. 2e, f and Supplementary Fig. 2e, f), indicating a cell-intrinsic role of *Arid3b* in cytotoxicity.

**Fig. 2:**
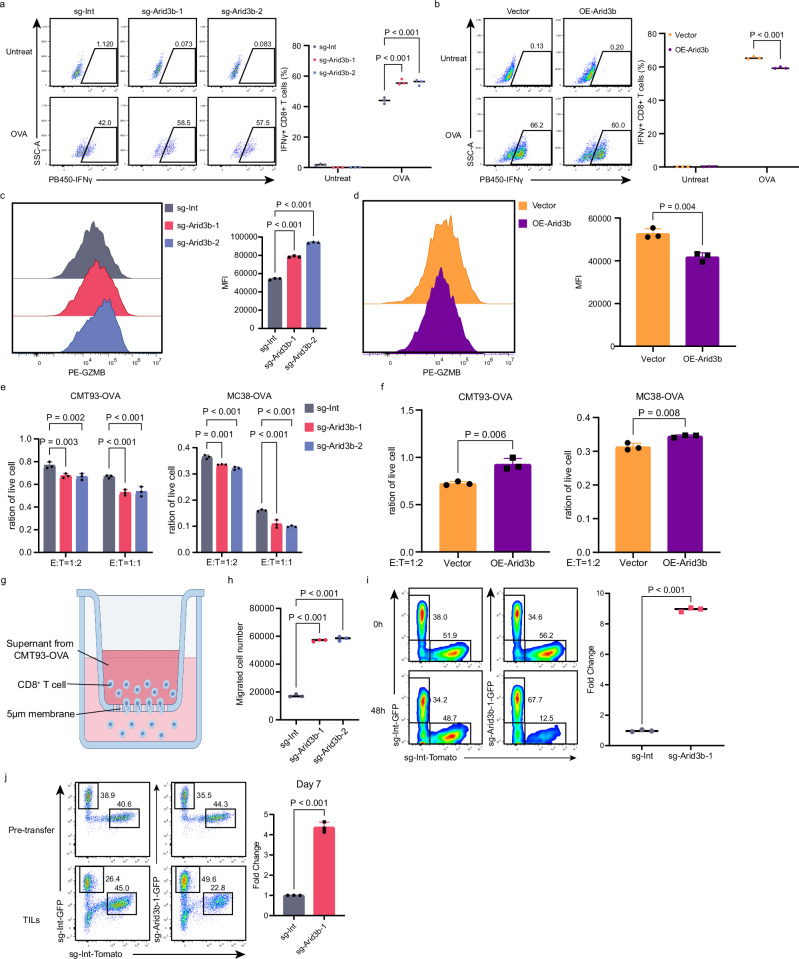
*Arid3b* suppresses mouse CD8⁺ T cell effector function and migration. **a**, **b** Flow cytometric analysis of IFN-γ production in CD8⁺ T cells following *Arid3b* knockout (**a**) or overexpression (**b**), with or without OVA peptide stimulation (*n* = 3 biologically independent samples). **c**, **d** Expression of granzyme B (GZMB) in CD8⁺ T cells following *Arid3b* knockout (**c**) or overexpression (**d**), assessed by flow cytometry (*n* = 3 biologically independent samples). **e**, **f** T cell-mediated cytotoxicity assay evaluating the killing capacity of CD8⁺ T cells against CMT93-OVA and MC38-OVA target cells following *Arid3b* knockout (**e**) or overexpression (**f**) (*n* = 3 biologically independent samples). E: T denotes the effector-to-target cell ratio. **g** Schematic representation of the CD8⁺ T cell transwell migration assay. Created by Figdraw (ID: IYRYUa12d3). **h** Quantification of migrated CD8⁺ T cells following *Arid3b* knockout, determined by flow cytometry (*n* = 3 biologically independent samples). **i** Competitive migration assay: Tomato⁺ sg-Int CD8⁺ T cells were mixed 1:1 with GFP⁺ sg-Int or sg-*Arid3b* CD8⁺ T cells and added to the upper chamber of a transwell system. The GFP⁺/Tomato⁺ ratio in the lower chamber was quantified by flow cytometry after 24 h (*n* = 3 biologically independent samples). **j** In vivo competition assay: Tomato⁺ sg-Int CD8⁺ T cells were mixed 1:1 with GFP⁺ sg-Int or sg-*Arid3b* CD8⁺ T cells and transferred into mice bearing subcutaneous CMT93-OVA tumors. Seven days post-transfer, the GFP⁺/Tomato⁺ ratio among tumor-infiltrating lymphocytes (TILs) was analyzed and normalized to the sg-Int control group (*n* = 3 mice). Data are shown as means ± SEM. *P* value was determined by two-way ANOVA with Sidak’s multiple comparisons (**a**, **b**, **e**), one-way ANOVA with Dunnett’s multiple comparisons (**c**, **h**) or unpaired two-tailed Student *t* test (**d**, **f**, **i**, **j**). Source data are provided in Source Data file.

To determine whether *Arid3b* influences T cell migration, we performed a transwell assay using CMT93-OVA–conditioned medium as a chemoattractant (Fig. 2g). *Arid3b*-deficient CD8⁺ T cells exhibited significantly enhanced migration compared to control cells (Fig. 2h). To reduce batch variability, competitive migration assays were conducted. Specifically, control tdTomato⁺ sg-Int CD8⁺ T cells were mixed at a 1:1 ratio with either GFP⁺ sg-Int or GFP⁺ sg-*Arid3b*−1 CD8⁺ T cells and loaded into the upper chamber of the transwell. In the sg-Int–GFP/control group, the GFP:Tomato ratio in the lower chamber remained approximately 1, whereas in the sg-*Arid3b*−1–GFP/control group, the GFP:Tomato ratio was significantly elevated, indicating enhanced migratory capacity of *Arid3b*-deficient cells (Fig. 2i). To validate these findings in vivo, we adoptively transferred 1:1 mixed populations of GFP⁺ and tdTomato⁺ CD8⁺ T cells into CMT93-OVA tumor-bearing male mice. Flow cytometric analysis of tumor-infiltrating lymphocytes seven days post-transfer revealed that *Arid3b*-knockout CD8⁺ T cells preferentially accumulated in tumors compared to control cells (Fig. 2j).

Of note, we selected another top-enriched gene from the original screen, *Znf131(Zfp131)*, for preliminary functional validation. First, we confirmed the knockout efficiency of the ZNF131 protein in CD8⁺ T cells by Western blot analysis (Supplementary Fig. 2g). Upon antigen-specific stimulation, *Znf131*-knockout CD8⁺ T cells exhibited significantly elevated levels of IFN-γ and GZMB compared to controls (Supplementary Fig. 2h, i). Furthermore, in co-culture assays with OVA-expressing tumor cell lines (CMT93-OVA, or MC38-OVA), *Znf131* deficiency markedly enhanced the tumor-killing capacity of CD8⁺ T cells across all tested models (Supplementary Fig. 2j, k). These results reinforce the validity of our screening approach and indicate that *Znf131*, like *Arid3b*, functions as a negative regulator of CD8⁺ T cell effector function.

### Integrative analysis of RNA-seq, ATAC-seq, and ChIP-seq reveals Arid3b-dependent regulation of CD8⁺ T cell activation and effector programs

To gain a comprehensive view of the transcriptional program regulated by Arid3b and to identify potential downstream effectors that could explain the phenotypic changes, we performed RNA sequencing (RNA-seq), assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq), and chromatin immunoprecipitation sequencing (ChIP-seq) analyses. CD8⁺ T cells transduced with sg-*Arid3b* or sg-Int sgRNAs were co-cultured with or without CMT93-OVA tumor cells for 4 h, and total RNA was extracted for transcriptomic profiling (*n* = 3 per group). 

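OT-I CD8⁺ T cells carry a T cell receptor for a peptide of ovalbumin, and CMT93-OVA is a mouse rectal carcinoma line made to express ovalbumin, so that the tumor cells present the receptor's antigen. The T cells also carried Cas9 and a guide RNA, either sg-*Arid3b* or sg-Int, which is directed at an intergenic sequence. They were kept alone or mixed 1:1 with CMT93-OVA cells for 4 h and were then sorted by flow cytometry. This gave 4 groups of 3 libraries. *Arid3b*, which encodes an AT-rich interaction domain transcription factor, lies on chromosome 9 from 57790353 to 57836793 of GRCm38, on the minus strand. Of the guides the paper gives for it, sg-*Arid3b*-1 matches from 57798199 to 57798218, in coding sequence of exon 4 of 8 of transcript ENSMUST00000004780.15. The other guide, sg-*Arid3b*-2, matches from 57810445 to 57810464, in coding sequence of exon 2. The sg-Int guide has no match in the *Arid3b* transcripts. The sample labels do not name the guide used for these libraries, whereas Figs. 4f and 5a name sg-*Arid3b*-1. The mRNA of *Arid3b* was measured in all groups as CPM, which are counts scaled to a common library total with TMM factors. The means were 15.0 ± 0.969 in sg-Int cells alone, 18.7 ± 2.94 in sg-Int cells after co-culture, 18.1 ± 0.379 in sg-*Arid3b* cells alone and 18.7 ± 1.20 in sg-*Arid3b* cells after co-culture (SD, n = 3 each). Its change with co-culture in sg-Int cells passed the test, with a log2 fold change of 0.32 (standard error 0.10, adjusted p = 0.00317), but not without sg-Int co-cultured replicate 3 (adjusted p = 0.0771). Its difference between genotypes did not, with a log2 fold change of 0.27 (standard error 0.10, adjusted p = 0.0714) for cells alone and of 0.00 (standard error 0.09, adjusted p = 0.997) after co-culture. Small insertions and deletions made by Cas9 need not lower an mRNA, so these levels do not check the sample labels, and the paper reports the loss of the protein by Western blot (Supplementary Fig. 1a). The libraries were made with a stranded mRNA kit and sequenced in read pairs, and the authors assigned the reads to genes with STAR and Salmon and deposited expected counts per gene. These were rounded to whole counts for the present tests, at totals of 15147589 to 16814017 counts per library. Of 55291 genes, 13709 passed edgeR's filter on low counts and were tested with its quasi-likelihood model over all 12 libraries, and a gene is called here when its adjusted p is under 0.05. The first axis of a multidimensional scaling plot held 83.0% of the variation and separated every library of cells alone from every co-cultured one, and the second held 2.84%.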

RNA-seq identified substantial gene expression changes upon tumor antigen engagement. 

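Co-culture with CMT93-OVA cells was followed by more mRNA of secreted factors, of early transcription factors, of NF-κB targets and of heat shock proteins, while mRNA of the cell cycle and of cholesterol synthesis went down. *Ifng* encodes interferon-γ, the cytokine through which CD8⁺ T cells raise antigen presentation, and *Ccl1* encodes a chemokine of activated T cells. *Nr4a1* and *Fos* are early genes that follow T cell receptor signals within the first hours, and *Rgs2* encodes a brake on G protein signals and *Tagap* a GTPase-activating protein. *Tnfaip3* and *Tnip3* belong to the feedback that NF-κB induces against itself, *Ccl4* encodes a chemokine and *Cd83* an activation marker. *Ccr7* encodes the chemokine receptor that guides T cells to lymph nodes, and *Rasgrp2* an exchange factor needed for integrin adhesion. For sg-Int cells, co-culture was compared with cells alone over gene lists written from general knowledge before the data were examined. Of 25 cytokines and chemokines made by activated CD8⁺ T cells, 21 rose and 3 fell (21 and 3 adjusted over the list alone), and the list differed from the other genes by camera (adjusted p = 2.6e-26). *Ifng* went from a mean CPM of 8.48 ± 1.54 to 14704 ± 852 (SD, n = 3 each), a log2 fold change of 10.76 (standard error 0.12, adjusted p = 3.0e-13), and *Ccl1* had a log2 fold change of 10.34 (adjusted p = 2.9e-48). The 3 that fell were *Lta* (-2.53), *Ltb* (-3.48) and *Osm* (-1.39), given as log2 fold changes (adjusted p from 8.1e-36 to 3.1e-22). Among 42 early genes of T cell receptor signals, 35 rose and 4 fell (35 and 4 adjusted over the list alone, adjusted p = 3.1e-39). The log2 fold changes were 6.70 for *Nr4a1*, 6.65 for *Fos*, 6.58 for *Rgs2* and 6.32 for *Tagap* (adjusted p from 4.0e-42 to 1.8e-17). The falls were in *Dusp1* (-1.77), *Dusp6* (-1.66), *Ier5* (-0.30) and *Jun* (-0.89). NF-κB targets went the same way, 29 higher and 3 lower (29 and 3 adjusted over the list alone) of 32 (adjusted p = 2.4e-19). Among them were *Ccl4* (8.60), *Tnip3* (6.32), *Cd83* (5.26) and *Tnfaip3* (4.04), while *Birc3* (-1.27), *Lta* and *Ltb* fell. All 14 heat shock genes measured rose by edgeR, DESeq2 and limma-voom (the same count adjusted over the list alone, adjusted p = 2.9e-09), with the largest changes in *Hspb1* (5.16), *Hspa1b* (4.67), *Hspa1a* (3.45) and *Hsph1* (2.33), of which *Hspa1a* and *Hspa1b* are near-identical and share reads. Proliferation genes fell, 34 of 36 with 1 rise (35 and 1 adjusted over the list alone). Examples were *E2f2* (-2.57), *Ccnb2* (-2.56), *Kif11* (-2.06) and *Mki67* (-1.90), the rise was *Ccne2* (0.38), and the list test gave adjusted p = 1.6e-15 but adjusted p = 0.0794 with an estimated correlation. Cholesterol genes fell in 22 of 24 cases, as in *Mvd* (-2.45), *Fdps* (-2.33) and *Lss* (-2.20), and rose in 2, among them *Idi1* (0.19) (the same counts adjusted over the list alone, adjusted p = 4.8e-15). Genes of circulating T cells fell in 28 of 38 cases and rose in 6 (28 and 6 adjusted over the list alone, adjusted p = 2.0e-06). Of these, *Cmah* (-4.99), *Rasgrp2* (-3.79) and *Arhgef18* (-3.30) were lower and *Ccr7* (3.52) was higher. Epithelial genes rose in 13 of 19 cases and fell for *Cdh1* (-3.06), *Epcam* (-1.32), *Jup* (-1.59), *Lgals4* (-1.48) and *Tjp1* (-1.03) (the same counts adjusted over the list alone, adjusted p = 0.0944). Matrix genes rose in 11 of 14 with no fall by edgeR (the same counts adjusted over the list alone, adjusted p = 2.5e-07, but adjusted p = 0.185 over genes with at least 10 counts in every library). Other counts of falls among these were 0 lower by DESeq2 and by limma-voom, and 0 by edgeR at an unadjusted p under 0.05. Of the 33 epithelial and matrix genes measured, 18 were under 1 CPM in every library of cells alone, and all 18 rose with co-culture in both genotypes.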

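Some of the genes that rose after contact with CMT93-OVA cells had no count at all in the sg-Int cells kept alone, such as *Il3*, *Ccl2*, *Cxcl9* and *Vcam1*. *Il3* encodes interleukin-3, a growth factor for myeloid cells, *Ccl2* encodes a chemokine for monocytes, and *Cxcl9* encodes a ligand of the receptor CXCR3. *Vcam1* encodes an adhesion protein of stromal and vascular cells, and *Krt8* a keratin of epithelial cells. *Sparc* and *Serpinh1* encode a protein and a chaperone of the collagen matrix, and *Ramp3* a partner of the calcitonin receptor family. Among the genes that went down, *Trgc1* encodes a constant region of the γ chain of the γδ T cell receptor, *Cmah* an enzyme of sialic acid synthesis, *Slc14a1* a urea transporter and *Eya2* a phosphatase that acts as a transcriptional co-activator. In sg-Int cells, 3928 genes passed an adjusted p under 0.05 with an absolute log2 fold change above 1, 1806 of them higher and 2122 lower after co-culture. In sg-*Arid3b* cells 4646 did, 2163 higher and 2483 lower. Without the limit on the fold change, edgeR called 10356 genes in sg-Int cells (5256 higher and 5100 lower) and 10852 in sg-*Arid3b* cells (5462 higher and 5390 lower). The balance depends on the scaling. Upper-quartile factors gave 4833 higher and 5552 lower in sg-Int cells, and 4830 and 5997 in sg-*Arid3b* cells. With library totals alone the counts were 4978 and 5385, and 4604 and 6322. With RLE factors they were 5364 and 5007, and 5616 and 5236. Changes are ranked here by log2 fold change among called genes with a name of their own, a mean of at least 5 CPM and no overlap between the 2 groups. The 8 top rises so ranked in sg-Int cells had 0 counts in all 3 libraries of cells alone, so their order rests on the prior count and only lower bounds against a floor of 3 counts over the group can be given. They were at least 4877-fold for *Il3*, at least 1469.8-fold for *Ccl2*, at least 1440.0-fold for *Ramp3*, at least 1004-fold for *Serpinh1*, at least 769-fold for *Cxcl9*, at least 709.6-fold for *Vcam1*, at least 493-fold for *Krt8* and at least 479.8-fold for *Sparc* (adjusted p from 2.7e-37 to 1.0e-05). For sg-*Arid3b* cells the bounds were at least 7799-fold for *Il3*, at least 2936-fold for *Areg*, at least 1758-fold for *Ccl2*, at least 789-fold for *Vcam1* and at least 629.6-fold for *Krt8*, where *Areg* encodes the growth factor amphiregulin. *Il2* and *Ramp3* had a few counts in sg-*Arid3b* cells alone and were 6939-fold higher (95% counting interval 1920.4 to 57301, 12078 against 2 counts) and 5728-fold higher (95% counting interval 1028 to 226272, 4985 against 1 count). *Ccl1* had a log2 fold change of 12.56 there (standard error 0.09, adjusted p = 3.4e-51). In sg-Int cells *Il2* was 1926-fold higher (95% counting interval 533 to 15908, 3709 against 2 counts) and *Areg* 4825-fold higher (95% counting interval 866 to 190611, 4646 against 1 count). The 8 top falls in sg-Int cells were *Pld4* (-5.82), *Trgc1* (-5.78), *Slc14a1* (-5.34), *Eya2* (-5.33), *Klhl30* (-5.16), *Baiap3* (-5.15), *Slc4a10* (-5.12) and *Cmah*, given as log2 fold changes (adjusted p from 3.1e-36 to 5.9e-22). Those in sg-*Arid3b* cells were *Trgc1* (-5.54), *Klhl30* (-4.92), *Pid1* (-4.91), *Slc14a1* (-4.86), *Adgrg5* (-4.77), *Cmah* (-4.70), *Eya2* (-4.56) and *Podnl1* (-4.38) (adjusted p from 9.7e-38 to 6.8e-20). Every co-cultured library lay beyond every library of cells alone for each of these genes, which was a condition of their choice and happens by chance for 10% of genes with 3 libraries against 3. *Krt8* and *Sparc* belong to the 18 epithelial and matrix genes that were under 1 CPM in all cells alone, and 862 of the 1806 genes higher in sg-Int cells and 899 of the 2163 higher in sg-*Arid3b* cells were under that level too.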

Using a threshold of *P* < 0.05 and absolute log_2_FC larger than 1, co-culture with CMT93-OVA induced 3954 differentially expressed genes (DEGs) in sg-Int cells (1940 upregulated, 2014 downregulated) and 4,729 DEGs in sg-*Arid3b* cells (2348 upregulated, 2381 downregulated). Of these, 3291 DEGs overlapped between the two groups, representing 83.2% and 69.6% of the respective DEG sets, suggesting shared core responses to tumor antigen exposure (Fig. 3a). 

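The interleukin-3 gene *Il3*, the chemokine gene *Ccl2*, the adhesion gene *Vcam1*, the keratin gene *Krt8* and *Ramp3* were among the 8 top rises in both genotypes, ranked as above. In the same way, *Trgc1*, *Slc14a1*, *Eya2*, *Klhl30* and *Cmah* were among the 8 top falls in both. At these thresholds 3470 genes passed in both genotypes, which is 88.3% of the sg-Int set and 74.7% of the sg-*Arid3b* set. Of these, 1637 were higher in both, against 285 by chance among the 13709 genes tested, and 1830 were lower in both, against 384 by chance. The log2 fold changes of all tested genes in the 2 genotypes had a Pearson correlation of 0.943 and a Spearman correlation of 0.923 across genes, which are not independent replicates. Only 3 genes passed in both with opposite directions. They were *Gipr*, which encodes the receptor of a gut hormone, *Itga7*, which encodes a laminin-binding integrin chain, and the unnamed gene *Gm45745*. *Gipr* rose in sg-Int cells (2.30, adjusted p = 0.00139) and fell in sg-*Arid3b* cells (-1.28, adjusted p = 0.0104). For *Itga7* the log2 fold changes were 1.64 (adjusted p = 0.00266) and -1.89 (adjusted p = 4.9e-06). For *Gm45745* they were 1.12 (adjusted p = 0.0435) and -1.70 (adjusted p = 0.0131). The difference between the genotypes was tested as an interaction of genotype and co-culture and passed for *Gipr* (-3.58, adjusted p = 4.7e-04), *Itga7* (-3.53, adjusted p = 1.2e-05) and *Gm45745* (-2.82, adjusted p = 0.00675), while DESeq2 gave no adjusted p for these 3 terms. The rise of *Gm45745* in sg-Int cells ended with any 1 of the 6 libraries left out (adjusted p = 0.0533 to 0.110), with DESeq2 (0.0888) and with upper-quartile factors (0.0576). Its fall in sg-*Arid3b* cells ended without untreated replicate 1 (adjusted p = 0.0509) or 2 (0.0670) or co-cultured replicate 1 (0.0661), and that of *Gipr* without untreated replicate 2 (0.0884) or co-cultured replicate 3 (0.0720). A further 458 genes passed in sg-Int cells only and 1176 in sg-*Arid3b* cells only. The interaction was called for 145 of the 458 and for 648 of the 1176, so that for the others a difference between the genotypes was not shown.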

Notably, direct comparison between sg-*Arid3b* and sg-Int groups revealed a more modest transcriptional shift in the absence of tumor co-culture (381 DEGs), but an amplified differential profile under co-culture conditions (1691 DEGs), highlighting the regulatory role of *Arid3b* during tumor-specific activation.

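Without tumor cells, sg-*Arid3b* cells differed from sg-Int cells in genes such as *Itgae*, *Tcf7* and *Gzmf*, and after co-culture they differed in more genes, among them *Il10*, *Il2*, *Fosb* and *Nos2*. Among the genes higher in sg-*Arid3b* cells alone, *Itgae* encodes the αE integrin chain of tissue-resident T cells, *Tcf7* the transcription factor TCF-1 of memory cells, *H2-Ab1* a chain of MHC class II, and *Ncf1* a subunit of the NADPH oxidase. Among those lower, *Ctsg* and *Gzmf* encode granule proteases, *Alox5* an enzyme of leukotriene synthesis, and *Fcer1g* an adaptor of activating receptors. After co-culture, *Il10* encodes a cytokine that restrains inflammation, *Fosb* an AP-1 transcription factor, *Adgre5* the adhesion receptor CD97, *Il4i1* an amino acid oxidase that restrains T cells, and *Wnt11* a secreted WNT protein. On the lower side, *Ifi205* is an interferon-inducible gene, *Nos2* encodes the inducible nitric oxide synthase, *Dna2* a nuclease of DNA replication, and *Cep97* a protein of the centriole. The paper does not state the thresholds behind these counts, and an adjusted p under 0.05 with an absolute log2 fold change above 0.4, the fold change of its volcano plot and pathway analysis, was used. In cells alone, 274 genes differed between sg-*Arid3b* and sg-Int, 173 higher and 101 lower, and after co-culture 1817 did, 1001 higher and 816 lower. The balance after co-culture depends on the scaling, with 842 higher and 1011 lower under upper-quartile factors and 667 and 1414 with library totals alone in place of TMM factors. Above an absolute log2 fold change of 1, the counts were 58 and 287, and with no limit on the fold change 1183 and 4948. Leaving out 1 untreated library moved the 1183 to between 698 and 1154, and by over 1.5 times without sg-Int replicate 1 (751) or 2 (746) or sg-*Arid3b* replicate 1 (783) or 2 (698). Genes were ranked among those called, with a name of their own, a mean of at least 5 CPM in the libraries compared and no overlap between the genotypes, and some genes at lower levels changed more. The 8 top rises so ranked in cells alone were *P4ha2* (1.48), *Itgae* (1.38), *H2-Ab1* (1.15), *Pygl* (0.95), *Ncf1* (0.95), *Trib2* (0.92), *Tcf7* (0.90) and *Abca3* (0.89), given as log2 fold changes (adjusted p from 1.4e-08 to 1.1e-04). The 8 top falls there were *Ctsg* (-1.37), *Chn2* (-1.09), *Alox5* (-1.04), *Avil* (-1.01), *Man1c1* (-0.97), *Fcer1g* (-0.96), *Esm1* (-0.90) and *Gzmf* (-0.86) (adjusted p from 1.8e-10 to 0.00488). The counts of *Gzmf* share reads with other granzyme genes, and exons of *Avil* and *Ncf1* overlap other genes. After co-culture the rises so ranked were led by *Il10*, with a mean CPM of 79.7 ± 7.72 against 12.4 ± 1.24 (SD, n = 3 each) and a log2 fold change of 2.69 (standard error 0.09, adjusted p = 3.5e-23). *Gpr3* (2.29), *Wnt11* (1.88), *Fosb* (1.87), *Odaph* (1.83), *Adgre5* (1.82) and *Il4i1* (1.81) came next (adjusted p from 3.2e-17 to 5.1e-04), with *Il2* as the eighth, and exons of *Il4i1* and *Adgre5* overlap other genes. The 8 top falls so ranked after co-culture were *Ifi205* (-1.87), *Cxcl9* (-1.45), *Nos2* (-1.32), *Dna2* (-1.20), *Cep97* (-1.15), *Pcca* (-1.10), *Bcl7a* (-1.10) and *Abhd18* (-1.09) (adjusted p from 3.0e-13 to 5.4e-06). Of these falls, *Ifi205* and *Cxcl9* had 0 counts in cells alone of both genotypes. *Nos2* had 0 counts in sg-Int and 4 in sg-*Arid3b* cells alone. Among the rises, *Wnt11* had 1 count in sg-Int and 0 in sg-*Arid3b* cells alone. Whether the RNA of these genes came from the T cells or from the tumor cells was not tested. *Fosb* lost its call after co-culture with DESeq2 (adjusted p = 0.0891). A direct test of whether co-culture acted differently in the 2 genotypes called 3744 genes, and 2781 of them (74.3%) changed more in sg-*Arid3b* cells. Among genes with a name of their own and a mean of at least 5 CPM over all libraries, the 5 top positive interactions included *Mest* (2.40, adjusted p = 2.8e-05), an imprinted gene whose exons overlap another gene, and *Ccl1* (2.22, adjusted p = 0.00392). *Dlc1*, *Rbpms2* and *Insm1* were the other 3, but were near 0 counts in cells alone. With co-culture in sg-*Arid3b* cells, *Dlc1* was at least 267-fold higher and *Rbpms2* at least 303-fold higher. For *Insm1*, which had a few counts, the ratio was 217-fold higher (95% counting interval 73.9 to 1056, 567 against 3 counts). The 5 top negative interactions within the same limit were *Fscn1* (-1.62), *Abhd18* (-1.48), *Tmem241* (-1.37), *Cep97* (-1.29) and *Pafah2* (-1.29) (adjusted p from 6.7e-11 to 0.0165). *Fscn1* was no longer called with limma-voom (adjusted p = 0.117) and without sg-Int untreated replicates 1 (0.0909) and 3 (0.0600) and sg-*Arid3b* untreated replicates 1 (0.0609) and 2 (0.0820). *Dlc1* did not keep its call with DESeq2 (adjusted p = 0.0678), with limma-voom (0.0824) and without sg-Int untreated replicates 1 (0.121) and 2 (0.1251) and sg-*Arid3b* untreated replicates 1 (0.0924), 2 (0.0948) and 3 (0.0887). *Rbpms2* missed the threshold with DESeq2 (adjusted p = 0.0860), with limma-voom (0.0722), with upper-quartile factors (0.0516) and without sg-Int untreated replicates 1 (0.0897) and 2 (0.0933), sg-Int co-cultured replicates 2 (0.0556) and 3 (0.0541), sg-*Arid3b* untreated replicates 1 (0.110), 2 (0.112) and 3 (0.106) and sg-*Arid3b* co-cultured replicates 2 (0.0575) and 3 (0.0538). *Insm1* lost its call with limma-voom (adjusted p = 0.101) and without sg-Int untreated replicates 1 (0.0883) and 3 (0.153) and sg-*Arid3b* untreated replicates 2 (0.119) and 3 (0.0590). The 18 epithelial and matrix genes under 1 CPM in cells alone had a median log2 fold change of 0.31 between the co-cultured genotypes. In sg-*Arid3b* cells, 7 were called higher and 0 lower by edgeR, 7 and 0 by limma-voom, and 4 and 0 by DESeq2. At an unadjusted p under 0.05, edgeR had 9 higher and 0 lower. From the larger number of genes that differed after co-culture, the paper concludes that *Arid3b* has a regulatory role when tumor antigen activates the cells.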

**Fig. 3:**
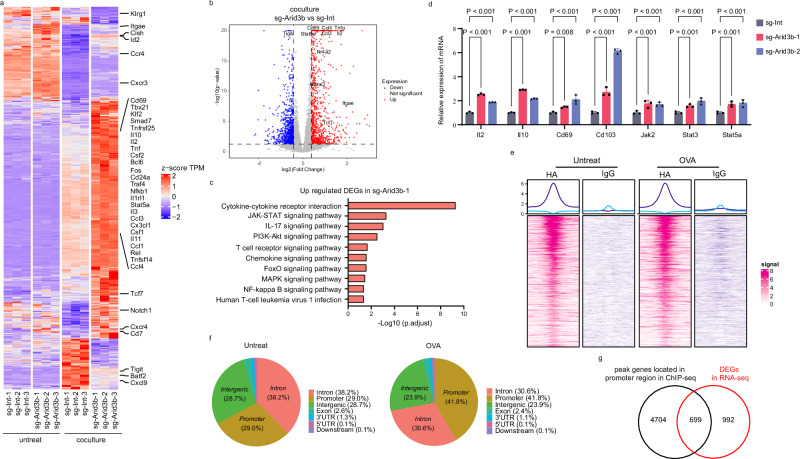
Transcriptomic and epigenomic profiling reveal activation and effector signatures in *Arid3b*-deficient CD8⁺ T cells. **a** Heatmap of differentially expressed genes (DEGs) in sg-*Arid3b* and sg-Int CD8⁺ T cells co-cultured with or without CMT93-OVA cells for 4 h (*n* = 3 biologically independent samples). **b** Volcano plot depicting DEGs between sg-*Arid3b* and sg-Int CD8⁺ T cells after 4-h co-culture with CMT93-OVA cells. The −log_10_ (adjusted *P* value) is plotted against the log_2_ (fold change). **c** KEGG pathway enrichment analysis of genes significantly upregulated in sg-*Arid3b* CD8⁺ T cells following CMT93-OVA co-culture. **d** RT-qPCR analysis of *Il2*, *Il10*, *Cd69*, *Cd103*, *Jak2*, *Stat3*, and *Stat5a* mRNA expression in sg-*Arid3b*-1/2 and sg-Int CD8⁺ T cells after 4-h co-culture with CMT93-OVA cells (*n* = 3 biologically independent samples). **e** Heatmap of ChIP-seq signal intensity showing genome-wide binding profiles in sg-*Arid3b* and sg-Int CD8⁺ T cells (*n* = 3 biologically independent samples). **f** Pie chart illustrating the genomic distribution of *Arid3b* ChIP-seq peaks, categorized by genomic features (e.g., promoter, intron, exon, intergenic regions). **g** Venn diagram showing the overlap between genes with Arid3b ChIP-seq peaks in promoter regions and DEGs identified by RNA-seq. Data are shown as means ± SEM. *P* value was determined by one-way ANOVA with Dunnett’s multiple comparisons (**d**). Source data are provided in Source Data file.

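After co-culture, sg-*Arid3b* cells held more mRNA of a chemokine receptor, of an activation marker, of a growth factor, of transcription factors of memory cells and of an integrin than sg-Int cells. *Cxcr3* encodes a receptor that leads T cells to inflamed tissue, *Cd69* a receptor that holds T cells in tissue by blocking S1PR1, and *Il2* the T cell growth factor interleukin-2. *Tcf7* and *Bcl6* encode transcription factors that keep the capacity for memory, and *Itgae* encodes the αE chain (CD103), which with the β7 chain, encoded by *Itgb7*, binds E-cadherin of epithelial cells. *Klf2* encodes a transcription factor of quiescent and circulating T cells, *Igfbp4* a binding protein for insulin-like growth factors, and *Ccr4* a chemokine receptor of skin-homing cells. *Cxcr3* lies on chromosome X from 101731535 to 101734269, *Cd69* on chromosome 6 from 129267325 to 129275436, *Il2* on chromosome 3 from 37120523 to 37125959, *Tcf7* on chromosome 11 from 52252371 to 52283014, *Bcl6* on chromosome 16 from 23965052 to 23988852 and *Itgae* on chromosome 11 from 73090583 to 73147446 of GRCm38. *Cxcr3* fell with co-culture in both genotypes and stood after it at a mean CPM of 3.83 ± 0.691 in sg-*Arid3b* cells against 1.62 ± 0.247 in sg-Int cells (SD, n = 3 each), a log2 fold change of 1.23 (standard error 0.20, adjusted p = 3.0e-06). *Cd69* was not called as changed by co-culture in sg-Int cells (log2 fold change 0.04, adjusted p = 0.410) and was at 233 ± 5.33 against 157 ± 8.75, a log2 fold change of 0.57 (standard error 0.04, adjusted p = 1.5e-13). *Il2* reached 267 ± 30.8 against 78.1 ± 7.56 after co-culture, a log2 fold change of 1.77 (standard error 0.09, adjusted p = 9.8e-08). For *Tcf7* the levels were 29.9 ± 3.49 and 17.6 ± 3.34, a log2 fold change of 0.76 (standard error 0.11, adjusted p = 2.0e-06). For *Bcl6* they were 14.5 ± 1.12 and 7.22 ± 0.339, a log2 fold change of 1.00 (standard error 0.14, adjusted p = 3.2e-07). *Itgae* also fell with co-culture in both genotypes and ended at 5.12 ± 0.495 against 1.30 ± 0.274, a log2 fold change of 1.97 (standard error 0.21, adjusted p = 4.5e-10). For each of the 6 genes, all 3 sg-*Arid3b* libraries lay above all 3 sg-Int libraries after co-culture, and chance parts the 2 groups in 1 direction or the other for 10% of genes. In cells alone, sg-*Arid3b* was already higher for *Cxcr3* (0.36, adjusted p = 0.0311) and *Cd69* (0.17, adjusted p = 0.00943), as it was for *Tcf7* and *Itgae*, and it was not called for *Bcl6* (0.16, adjusted p = 0.693). Of 23 trafficking and adhesion genes, 14 were higher and 5 lower (14 and 6 adjusted over the list alone) in sg-*Arid3b* cells after co-culture (adjusted p = 3.6e-05 from camera). *Itgb7* was at 1.09 (adjusted p = 3.3e-21) and *Ccr4* at 1.06 (adjusted p = 2.6e-04), and those lower included *Ccr2* (-0.61), *Itgb1* (-0.08) and *Selplg* (-0.14). Of 28 genes of naive and memory cells, 16 were higher and 4 lower (16 and 5 adjusted over the list alone, adjusted p = 3.9e-05). They were led by *Klf2* (3.50, adjusted p = 1.5e-12) and with *Igfbp4* at 0.85 (adjusted p = 5.0e-10), and those lower included *Bcl2* (-0.44), *Cd28* (-0.12) and *Lef1* (-0.21). *Itgb1* was no longer called after co-culture with RLE factors (adjusted p = 0.0687) and without sg-Int co-cultured replicate 3 (0.178) and sg-*Arid3b* co-cultured replicates 2 (0.0549) and 3 (0.179). *Selplg* did not keep its call after co-culture without sg-Int co-cultured replicate 3 (adjusted p = 0.0820) and sg-*Arid3b* co-cultured replicates 2 (0.0772) and 3 (0.0507). *Cd28* missed the threshold after co-culture without sg-*Arid3b* co-cultured replicate 3 (adjusted p = 0.207). *Lef1* lost its call after co-culture with DESeq2 (adjusted p = 0.0508), with limma-voom (0.0698) and without sg-Int co-cultured replicates 1 (0.0852) and 3 (0.0675) and sg-*Arid3b* co-cultured replicates 1 (0.139) and 2 (0.134). *Cxcr3* was no longer called in cells alone with DESeq2 (adjusted p = 0.0630) and without sg-Int untreated replicates 1 (0.0761), 2 (0.0706) and 3 (0.164) and sg-*Arid3b* untreated replicates 2 (0.0664) and 3 (0.221). *Cd69* did not keep its call in cells alone without sg-Int untreated replicate 3 (adjusted p = 0.0894) and sg-*Arid3b* untreated replicates 2 (0.0749) and 3 (0.0678).

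**Figure D1:**
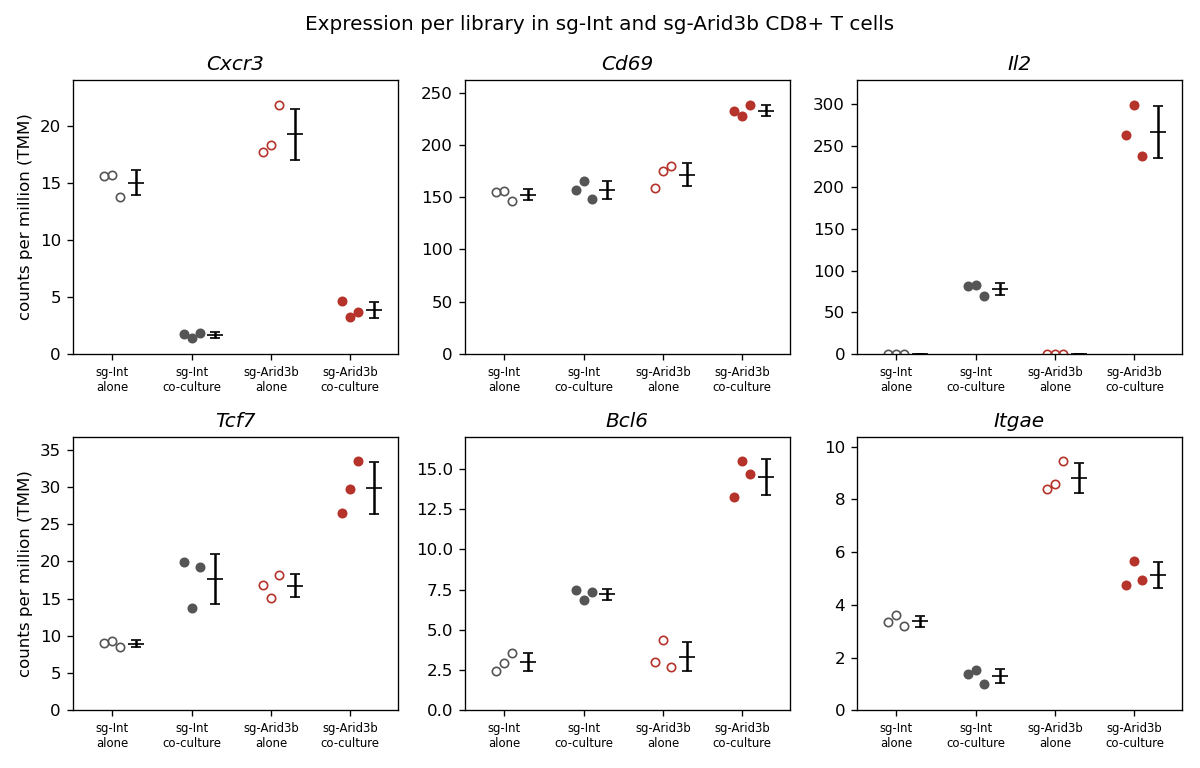
Each panel plots CPM (TMM) of 1 gene, with 1 point per library, open for cells alone and filled after co-culture, in grey for sg-Int and in red for sg-*Arid3b*, and a dash with bars for the mean and SD of 3 libraries. After co-culture, the 3 sg-*Arid3b* points lie above the 3 sg-Int points in all 6 panels.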

Key upregulated genes in *Arid3b*-deficient CD8⁺ T cells under tumor co-culture included *Cxcr3* (a chemokine receptor mediating T cell trafficking), *Cd69* (an early activation marker), *Il2* (a central regulator of T cell proliferation and effector differentiation), and memory-related genes such as *Tcf7*, *Bcl6*, and *Itgae* (*Cd103*). In addition, *Jak2*, *Stat3*, and *Stat5a* were elevated, suggesting enhanced signaling downstream of cytokine receptors. Conversely, downregulated genes included *Klrg1* (a marker of terminal differentiation) and *Tigit*, which is associated with T cell dysfunction (Fig. 3b). 

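*Jak2* encodes a kinase bound to cytokine receptors, and *Stat3* and *Stat5a* encode transcription factors that such kinases phosphorylate, STAT5A downstream of interleukin-2 and STAT3 downstream of interleukins 6, 10 and 21. *Il13* encodes a type 2 cytokine and *Csf2* the growth factor GM-CSF, both of which signal through these kinases. *Jak2* lies on chromosome 19 from 29251828 to 29313080, and *Stat5a* and *Stat3* lie next to each other on chromosome 11, from 100859351 to 100885169 and from 100885098 to 100939540, where their ends overlap. *Jak2* reached a mean CPM of 496 ± 5.76 in sg-*Arid3b* cells against 250.0 ± 4.56 in sg-Int cells after co-culture (SD, n = 3 each), a log2 fold change of 0.99 (standard error 0.03, adjusted p = 5.9e-25). *Stat5a* was at 428 ± 13.3 against 269 ± 13.5, a log2 fold change of 0.67 (standard error 0.04, adjusted p = 2.1e-17). The difference in *Stat3* was smaller, 1369 ± 44.7 against 1089 ± 28.8, a log2 fold change of 0.33 (standard error 0.03, adjusted p = 5.7e-11). In every case the 3 sg-*Arid3b* libraries lay above the 3 sg-Int libraries. In cells alone, no difference between the genotypes was called for *Jak2* (0.06, adjusted p = 0.396), *Stat5a* (-0.08, adjusted p = 0.412) or *Stat3* (-0.01, adjusted p = 0.973). The interaction was called for all 3 genes, at 0.93, 0.76 and 0.34 (adjusted p from 3.5e-18 to 6.0e-07). Of 68 JAK-STAT genes measured, 39 were higher and 7 lower (40 and 8 adjusted over the list alone) in sg-*Arid3b* cells after co-culture (adjusted p = 2.4e-13 from camera). The largest changes among them, besides *Il10* and *Il2*, were in *Il13* (2.87, adjusted p = 1.1e-05, from 79 against 11 counts over 3 libraries each) and *Csf2* (1.48, adjusted p = 1.6e-07).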

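*Klrg1* encodes an inhibitory lectin receptor that marks short-lived effector cells and binds E-cadherin, and *Tigit* encodes an inhibitory receptor of activated and exhausted T cells. *Cd160*, *Ctla4* and *Vsir* encode other inhibitory receptors, and *Tbx21*, *Id2* and *Itga4* encode, in order, the effector transcription factor T-bet, an inhibitor of E proteins and the α4 integrin chain. *Klrg1* lies on chromosome 6 from 122270596 to 122282882 and *Tigit* on chromosome 16 from 43648867 to 43664146. After co-culture *Klrg1* was at a mean CPM of 1.15 ± 0.121 in sg-*Arid3b* cells against 2.75 ± 0.467 in sg-Int cells (SD, n = 3 each), a log2 fold change of -1.26 (standard error 0.23, adjusted p = 2.2e-05). It was lower in sg-*Arid3b* cells alone as well (-0.83, adjusted p = 4.2e-05), and the interaction was not called (-0.43, adjusted p = 0.258). *Tigit* rose with co-culture in both genotypes, by 3.38 in sg-Int and 2.69 in sg-*Arid3b* cells, and was then at 126 ± 7.70 against 191 ± 1.66, a log2 fold change of -0.60 (standard error 0.05, adjusted p = 9.7e-10). The 3 sg-*Arid3b* libraries lay below the 3 sg-Int libraries for both genes. *Havcr2*, which encodes the inhibitory receptor TIM-3, was not called after co-culture (-0.01, adjusted p = 0.933). Its interaction was called, at 0.42, so its log2 fold change between genotypes was lower in cells alone than after co-culture. Of 21 inhibitory receptor genes, 8 were higher and 4 lower (8 and 4 adjusted over the list alone) in sg-*Arid3b* cells after co-culture (adjusted p = 0.00744, and adjusted p = 0.112 with an estimated correlation). The higher ones included *Cd160* (1.24), *Ctla4* (0.69) and *Vsir* (0.57) (adjusted p from 3.0e-21 to 7.5e-04), and besides *Tigit* those lower were *Cd244a* (-0.24), *Entpd1* (-0.28) and *Lair1* (-0.55). Of 23 genes of effector and terminally differentiated cells, 11 were higher and 4 lower (11 and 5 adjusted over the list alone, adjusted p = 0.0176, and adjusted p = 0.1299 with an estimated correlation, and adjusted p = 0.0601 without sg-Int co-cultured replicate 1). *Tbx21* (1.18), *Itga4* (0.85), whose exons overlap another gene, and *Id2* (0.64) were higher (adjusted p from 3.5e-18 to 5.8e-07), and *Klrg1*, *Fasl* (-0.20) and *Itgb1* were among the lower ones. *Cd244a* missed the threshold after co-culture without sg-Int co-cultured replicate 2 (adjusted p = 0.0646) and sg-*Arid3b* co-cultured replicate 2 (0.0769). *Lair1* lost its call after co-culture with limma-voom (adjusted p = 0.0555) and without sg-Int co-cultured replicate 1 (0.0798). Of the 40 genes the study labels in Fig. 3a or 3b that were measured, 36 were higher and 4 lower (the same counts adjusted over the list alone, adjusted p = 3.5e-42). The lower ones were *Klrg1*, *Tigit*, *Cxcl9* and *Batf2* (-1.66, adjusted p = 9.3e-07). The 11 genes named in the study's text were 9 higher and 2 lower, with the same counts adjusted over the list alone (adjusted p = 1.4e-11). As the study chose both lists on these libraries, their counts are not independent evidence.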

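Among the genes higher after co-culture in sg-*Arid3b* than in sg-Int cells were ones for cytokines and their receptors, for NF-κB signals and for the early response to T cell receptor signals. *Tnf* encodes an inflammatory cytokine, *Ltb* a lymphotoxin chain, *Il24* a cytokine of the interleukin-10 family, and *Tnfrsf25* a co-stimulatory receptor. *Nfkbid* encodes an atypical inhibitor of NF-κB, *Dusp1* a phosphatase of MAP kinases, and *Crtam* an adhesion receptor of activated CD8⁺ T cells. *Sgk1* encodes a kinase downstream of PI3K, *Kit* a growth factor receptor and *Pdgfb* a growth factor, and *Mmp13* a collagenase listed with interleukin-17 signals. *Il17f* encodes a cytokine of the interleukin-17 family. The lists were written from general knowledge before the data were examined and are not the KEGG sets. Counts are of genes called by edgeR between co-cultured sg-*Arid3b* and sg-Int cells. The paper reports the cytokine-receptor, JAK-STAT, interleukin-17, PI3K-AKT and T cell receptor pathways as enriched in these same libraries. The lists on these pathways hold some genes it names, so their tests are not independent evidence. Of 130 genes of cytokines, chemokines and their receptors, 67 were higher and 11 lower (71 and 12 adjusted over the list alone, adjusted p = 7.1e-14 from camera). Examples were *Tnfrsf25* (1.91, adjusted p = 9.3e-06), and *Il17f* (2.27, adjusted p = 2.3e-05, from 98 against 21 counts). Of 55 interleukin-17 pathway genes, 29 were higher and 4 lower (29 and 5 adjusted over the list alone, adjusted p = 4.6e-09). *Mmp13* was at 1.54 (adjusted p = 5.2e-06), and the lower ones were *Casp8* (-0.31), *Cxcl10* (-0.32), *Fadd* (-0.37) and *Mapk14* (-0.25). Of 98 PI3K-AKT pathway genes, 43 were higher and 11 lower (43 and 13 adjusted over the list alone, adjusted p = 1.5e-09). Their log2 fold changes included 1.28 for *Sgk1*, 1.24 for *Pdgfb* and 1.15 for *Kit* (adjusted p from 6.4e-17 to 1.3e-13). T cell receptor pathway genes numbered 78, and 41 were higher and 11 lower (42 and 13 adjusted over the list alone, adjusted p = 5.6e-08), among them *Tnf* (1.19, adjusted p = 8.7e-07). In the list of cytokines that activated CD8⁺ T cells make, 22 of 25 were higher, as for *Il24* (1.76), and only *Fasl*, which encodes the ligand of a death receptor, was lower (the same counts adjusted over the list alone, adjusted p = 5.1e-43). *Ifng* was among them, with a log2 fold change of 0.32 (standard error 0.07, adjusted p = 0.00739). NF-κB targets were higher in 29 of 32 cases, with *Nfkbid* (1.36), *Ccl4* (1.07) and *Ltb* (1.06) (adjusted p from 3.5e-26 to 4.7e-07), and *Tnip3* (-0.33) was the only one lower (the same counts adjusted over the list alone, adjusted p = 1.5e-25). Early genes of T cell receptor signals were higher in 39 of 42 cases, as were *Dusp1* (1.25), *Nr4a1* (0.91) and *Crtam* (0.87) (adjusted p from 1.7e-21 to 1.6e-08), and *Nab2* (-0.17) was lower (the same counts adjusted over the list alone, adjusted p = 1.5e-33). *Fadd* was no longer called with DESeq2 (adjusted p = 0.0677), with limma-voom (0.0712), with only the 2 groups compared (0.0642) and without sg-Int co-cultured replicates 2 (0.0932) and 3 (0.102) and sg-*Arid3b* co-cultured replicates 2 (0.193) and 3 (0.122). *Nab2* did not keep its call without sg-Int co-cultured replicate 3 (adjusted p = 0.0859) and sg-*Arid3b* co-cultured replicate 2 (0.0694). DESeq2 gave no adjusted p for *Il13* and *Il17f*, which had few counts.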

KEGG pathway enrichment of upregulated genes in sg-*Arid3b* CD8⁺ T cells revealed significant enrichment in pathways related to cytokine–cytokine receptor interactions, JAK–STAT signaling, IL-17 signaling, PI3K–AKT signaling, T cell receptor signaling, and general cytokine-mediated communication (Fig. 3c). These transcriptional findings were validated by RT-qPCR, which confirmed increased expression of *Il2*, *Il10*, *Cd69*, *Cd103*, *Jak2*, *Stat3*, and *Stat5a* in sg-*Arid3b*−1 and sg-*Arid3b*−2 CD8⁺ T cells following tumor antigen exposure (Fig. 3d). Consistent with RNA-seq findings, flow cytometry further confirmed that *Arid3b* knockout decreased TIGIT expression, whereas overexpression of *Arid3b* upregulated TIGIT levels (Supplementary Fig. 3a, b).

Next, to assess whether ARID3B regulates gene expression by remodeling chromatin accessibility, we performed ATAC-seq on *Arid3b*‑knockout and control CD8⁺ T cells under both untreated and OVA peptide‑stimulated conditions (Supplementary Fig. 3c). Strikingly, genome‑wide chromatin accessibility profiles remained largely unchanged upon loss of *Arid3b*, with no broad or drastic shifts in either condition. This result suggests that ARID3B does not function as a global remodeler of chromatin architecture, but rather may repress transcription through more precise mechanisms. For instance, it could recruit modifying enzymes such as KDM4C to locally alter histone modification states (e.g., H3K9me3 and H3K27me3) without substantially altering DNA accessibility^15^.

To investigate the direct transcriptional targets of ARID3B, we performed ChIP-seq in CD8⁺ T cells overexpressing HA-tagged *Arid3b*, using anti-HA or IgG control antibodies, in the presence or absence of OVA peptide stimulation. Heatmap visualization revealed differential binding patterns (Fig. 3e). Genomic annotation of ARID3B binding sites showed dynamic redistribution upon OVA stimulation, with a shift toward promoter regions (41.8%) compared to unstimulated cells, where binding was more evenly distributed among intronic (38.2%), promoter (29.0%), and intergenic (28.7%) regions (Fig. 3f). To link DNA binding with gene regulation, we identified 699 genes with ARID3B-bound promoter regions under antigen-stimulated conditions that also overlapped with DEGs identified by RNA-seq (Fig. 3g). These target genes were further subjected to protein–protein interaction network analysis using the STRING database, providing a molecular framework through which Arid3b modulates transcriptional programs associated with activation, effector function, and memory potential.

### Arid3b represses *Runx3* transcription via direct promoter binding through the ARID domain

Given the central role of *Runx3* in regulating CD8⁺ T cell differentiation and tissue residency, we next investigated whether *Arid3b* modulates *Runx3* expression. ChIP-seq analysis revealed that HA-tagged ARID3B binds directly to the promoter region of *Runx3* under both unstimulated and OVA-stimulated conditions in CD8⁺ T cells compared with IgG controls (Fig. 4a). To address the potential issue of non-specific antibody binding, we performed ChIP-qPCR under both unstimulated and OVA-stimulated conditions, targeting a housekeeping gene not regulated by Arid3b as a negative control. Consistent with the ChIP-seq data, no significant enrichment of ARID3B was detected at the promoter region of this housekeeping gene (Supplementary Fig. 4a, b). This rules out the possibility of non-specific antibody binding in the ChIP assays.

**Fig. 4:**
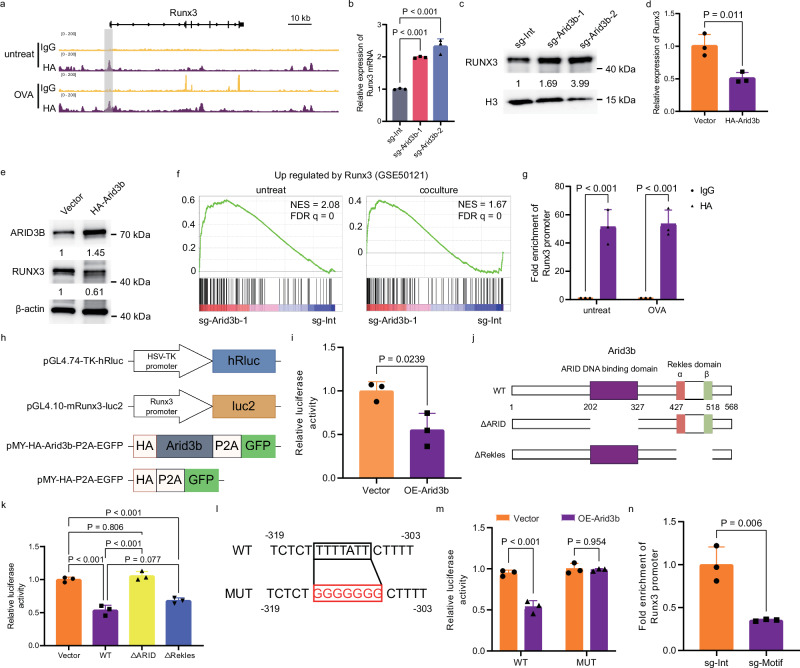
ARID3B directly represses *Runx3* transcription through promoter binding. **a** ChIP-seq tracks showing ARID3B binding at the *Runx3* locus in OT-I; Cas9 CD8⁺ T cells with or without OVA peptide stimulation. **b**, **c** Quantification of *Runx3* mRNA (**b**) and protein (**c**) levels in sg-*Arid3b*-1/2 and sg-Int OT-I; Cas9 CD8⁺ T cells following 4-h OVA stimulation (*n* = 3 biologically independent samples). **d**, **e** Quantification of *Runx3* mRNA (**d**) and protein (**e**) levels in vector and HA–*Arid3b*–overexpressing OT-I; Cas9 CD8⁺ T cells following 4-h OVA stimulation (*n* = 3 biologically independent samples). **f** GSEA showing enrichment of the *Runx3*-upregulated gene signature (from GSE50121) in sg-*Arid3b*-1 versus sg-Int OT-I; Cas9 CD8⁺ T cells based on RNA-seq data. **g** ChIP-qPCR analysis of ARID3B binding at the *Runx3* promoter in vector or HA–*Arid3b*–overexpressing OT-I; Cas9 CD8⁺ T cells (*n* = 3 biologically independent samples). **h** Schematic diagram of the dual-luciferase reporter assay. Created by Figdraw (ID: PWOPRc13aa). **i** Relative luciferase activity of the *Runx3* promoter in 293 T cells transfected with vector or HA-*Arid3b* (*n* = 3 biologically independent samples). **j** Schematic representation of wild-type and truncated ARID3B protein constructs. Created by Figdraw (ID: ITITUaa474). **k** Relative luciferase activity of the *Runx3* promoter in 293T cells transfected with vector, wild-type ARID3B, or truncated ARID3B constructs (*n* = 3 biologically independent samples). **l** Nucleotide sequences of the wild-type and mutant *Runx3* promoter regions used in reporter constructs. **m** Luciferase activity of wild-type or mutant *Runx3* promoter in 293T cells transfected with vector or HA-*Arid3b* (*n* = 3 biologically independent samples). **n** ChIP-qPCR analysis of ARID3B enrichment at the *Runx3* promoter in OT-I; Cas9 CD8⁺ T cells. Cells were transfected with virus expressing either control sgRNAs (sg-Int) or sgRNAs flanking the TTTTATT motif (sg-Motif) (*n* = 3 biologically independent samples). Data are shown as means ± SEM. *P* value was determined by one-way ANOVA with Dunnett’s multiple comparisons (**b**), one-way ANOVA with Tukey’s multiple comparisons (**k**), two-way ANOVA with Sidak’s multiple comparisons (**g**, **m**), or unpaired two-tailed Student *t* test (**d**, **i**, **n**). Source data are provided in Source Data file.

To validate the functional consequence of this interaction, we examined *Runx3* expression following *Arid3b* perturbation. Under antigen-stimulated conditions, knockout of *Arid3b* using two independent sgRNAs significantly increased both mRNA and protein levels of *Runx3*, while overexpression of *Arid3b* suppressed its expression at both levels (Fig. 4b–e).

To assess the downstream functional relevance of *Runx3* upregulation following *Arid3b* knockout, we leveraged the GSE50121 dataset, which profiles transcriptomic changes in CD8⁺ T cells from wild-type and *Runx3*-deficient mice after IL-2 stimulation. From this dataset, we defined a *Runx3*-upregulated gene signature consisting of 170 genes downregulated upon *Runx3* deletion. Gene set enrichment analysis (GSEA) of our RNA-seq data revealed that this signature was significantly enriched in *Arid3b*-deficient CD8⁺ T cells, regardless of co-culture with tumor cells (Fig. 4f). These results support a model in which *Arid3b* represses *Runx3* expression and its associated transcriptional program.

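*Runx3* encodes a runt domain transcription factor that sets the CD8 lineage and the residency of T cells, and it binds DNA together with the product of *Cbfb*. Among the genes it is known to activate, *Itgae* encodes the αE integrin, *Prf1* perforin, *Cd8a* a chain of the CD8 co-receptor, *Tbx21* and *Eomes* T-box transcription factors of effector cells, and *Ccl5* a chemokine. Among those it represses, *Cd4* encodes the co-receptor of helper cells, *Bcl6* and *Tcf7* transcription factors of memory and follicular cells, *Ccr7* a lymph node homing receptor, and *Klf2* the factor that induces *S1pr1*, which encodes the receptor for exit from tissue. *Runx3* lies on chromosome 4 from 135120652 to 135177990, and its own mRNA did not differ between the genotypes in cells alone (134 ± 2.52 against 131 ± 2.36 mean CPM, SD, n = 3 each), with a log2 fold change of 0.03 (standard error 0.04, adjusted p = 0.708). After co-culture it was 132 ± 6.26 in sg-*Arid3b* against 102 ± 2.40 in sg-Int cells, a log2 fold change of 0.38 (standard error 0.04, adjusted p = 9.1e-10). It fell with co-culture in sg-Int cells (-0.36, adjusted p = 2.8e-10) and was not called in sg-*Arid3b* cells (-0.02, adjusted p = 0.705). Its result in sg-*Arid3b* cells depended on the setting. Upper-quartile factors called it lower there, and DESeq2 and RLE factors turned the sign of the small change. The interaction was called, at 0.34 (adjusted p = 1.2e-05). The gene set of Fig. 4f is not at hand, and 2 short lists of genes known to be activated or repressed by RUNX3 were tested in its place. Of 12 activated genes, 5 were higher and 3 lower (5 and 3 adjusted over the list alone) in sg-*Arid3b* cells alone (adjusted p = 0.166 from camera). Of these, *Tbx21* (0.55), *Cd8a* (0.30), *Cd8b1* (0.21), *Cxcr6* (0.24) and *Itgae* were higher and *Prf1* (-0.56), *Eomes* (-0.13) and *Il2rb* (-0.10) lower. After co-culture 10 were higher and 0 lower (10 and 1 adjusted over the list alone) of the same genes (adjusted p = 2.1e-07), including *Eomes* (0.48) and *Ccl5* (0.47) (adjusted p from 3.4e-15 to 0.00188) besides *Itgae* and *Tbx21*. For the 0 by edgeR, other counts were 0 lower by DESeq2 and by limma-voom, and 1 by edgeR at an unadjusted p under 0.05. The interaction was called positive for *Eomes* (0.61), *Il2rb* (0.45), *Nkg7* (0.39), *Prf1* (0.47) and *Tbx21* (0.63) and negative for none by edgeR (0 negative by DESeq2 and by limma-voom, and 1 by edgeR at an unadjusted p under 0.05), with 6 and 0 adjusted over the list alone, and the list test gave adjusted p = 8.0e-05, and adjusted p = 0.0823 with an estimated correlation. Of 8 repressed genes, 4 were higher and 0 lower (5 and 0 adjusted over the list alone) in sg-*Arid3b* cells alone (adjusted p = 7.6e-05), namely *Klf2* (0.91), *S1pr1* (0.47), *Ccr7* (0.18) and *Tcf7*, and other counts than this 0 from edgeR were 0 lower by DESeq2 and by limma-voom, and 0 by edgeR at an unadjusted p under 0.05. After co-culture, *Bcl6*, *Cd4* (0.92), *Ccr7* (0.22), *Klf2* and *Tcf7* were higher and 2 lower, among them *Zbtb7b* (-0.55) (the same counts adjusted over the list alone, adjusted p = 0.0426, and adjusted p = 0.108 with an estimated correlation). This call also ended with fgsea (0.153), without sg-Int co-cultured replicate 2 (0.0536) and over genes with at least 10 counts in every library (0.375), each an adjusted p. On a list of the ARID3 and RUNX families and their partners, 4 of 7 genes were higher after co-culture, *Runx3* and *Runx1* (0.48), *Cbfb* (0.30) and *Runx2* (0.22) (adjusted p from 1.3e-08 to 3.6e-04; the same count adjusted over the list alone, adjusted p = 0.0709). *Eomes* missed the threshold in cells alone without sg-Int untreated replicate 2 (adjusted p = 0.0531). *Il2rb* lost its call in cells alone with upper-quartile factors (adjusted p = 0.0550) and without sg-Int untreated replicates 1 (0.196) and 2 (0.158) and sg-*Arid3b* untreated replicates 1 (0.128) and 2 (0.151). *Klf2* was no longer called in cells alone without sg-Int untreated replicates 2 (adjusted p = 0.143) and 3 (0.0695) and sg-*Arid3b* untreated replicate 2 (0.0902). *S1pr1* did not keep its call in cells alone without sg-Int untreated replicates 1 (adjusted p = 0.0922) and 3 (0.170) and sg-*Arid3b* untreated replicates 2 (0.226) and 3 (0.0623). *Ccr7* missed the threshold in cells alone with limma-voom (adjusted p = 0.0655) and without sg-Int untreated replicates 1 (0.0800) and 3 (0.0646) and sg-*Arid3b* untreated replicate 1 (0.0578). *Cd4* lost its call after co-culture without sg-Int co-cultured replicates 2 (adjusted p = 0.0578) and 3 (0.0580) and sg-*Arid3b* co-cultured replicate 1 (0.0809).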

ChIP-qPCR further confirmed that HA-tagged ARID3B was strongly enriched at the *Runx3* promoter under both basal and OVA-stimulated conditions, with over 50-fold enrichment relative to IgG controls (Fig. 4g). To directly assess the transcriptional effect of ARID3B on the *Runx3* promoter, we constructed a luciferase reporter plasmid (pGL4.10-mRunx3-luc2) containing the murine *Runx3* promoter. Co-transfection of this reporter with an *Arid3b* overexpression construct in 293T cells significantly reduced luciferase activity compared to vector control, indicating that ARID3B represses *Runx3* promoter activity (Fig. 4h, i). To dissect the functional domain responsible for this repression, we generated truncated mutants of ARID3B lacking either the ARID (amino acids 202–327) or the REKLES (amino acids 427–518) domain (Fig. 4j). Dual-luciferase assays revealed that the ARID3B wild-type and ∆REKLES constructs both significantly suppressed *Runx3* promoter activity. In contrast, the ∆ARID mutant failed to exert any repressive effect, and luciferase activity was significantly higher than that of wild-type ARID3B (Fig. 4k). These results indicate that the ARID domain is essential for promoter binding and transcriptional repression of *Runx3*.

Using the JASPAR database^28^, we identified a putative ARID3B-binding motif (TTTTATT) located 314–308 bp upstream of the *Runx3* transcription start site. To validate its functional relevance, we generated a mutant *Runx3* promoter construct in which the TTTTATT motif was replaced with GGGGGGG (Fig. 4l). Dual-luciferase reporter assays showed that ARID3B overexpression significantly suppressed luciferase activity driven by the wild-type promoter but not the mutant construct, confirming that the TTTTATT motif is required for ARID3B-mediated repression of *Runx3* transcription (Fig. 4m). To validate the functional relevance of the TTTTATT motif in a physiological context, we performed CRISPR/Cas9-mediated deletion of this specific element within the endogenous Runx3 promoter in primary CD8⁺ T cells. A plasmid expressing two sgRNAs that flank the TTTTATT motif in the endogenous Runx3 promoter was designed to generate a precise excision. ChIP-qPCR analysis using an anti-HA antibody revealed a significant reduction in ARID3B enrichment at the Runx3 promoter in cells harboring the deleted motif (sg-Motif) compared to control cells (sg-Int) (Fig. 4n). This result demonstrates that the TTTTATT motif located at 314–308 bp upstream of the Runx3 transcriptional start site is essential for ARID3B binding to the endogenous Runx3 promoter in primary CD8⁺ T cells, confirming its role as the functional ARID3B-binding element in a native chromatin and cellular environment.

### Arid3b regulates CD8⁺ T cell tissue residency and antitumor immunity via Runx3

RUNX3 is a well-established transcription factor that promotes cytotoxicity, tissue-residency, and tumor infiltration in CD8⁺ T cells^29–31^. To gain initial insight into the function of *Runx3* in CD8⁺ T cells, we knocked out *Runx3* using two sgRNAs, with knockout efficiency confirmed by western blot analysis (Supplementary Fig. 5a). Following *Runx3* deletion, expression of the activation marker CD69 was reduced (Supplementary Fig. 5b). Upon antigen stimulation, the production of GZMB and IFN-γ was also diminished (Supplementary Fig. 5c, d). Furthermore, *Runx3*-deficient CD8⁺ T cells exhibited impaired cytotoxic activity against CMT93-OVA and MC38-OVA tumor cell lines (Supplementary Fig. 5e, f). Migration assays revealed a significant decrease in the migratory capacity of *Runx3*-knockout CD8⁺ T cells (Supplementary Fig. 5g). To assess whether the observed effects were confounded by alterations in cell viability, we performed Annexin-V and DAPI staining. The results indicated that *Runx3* knockout did not affect the survival of CD8⁺ T cells (Supplementary Fig. 5h). Collectively, these findings demonstrate that *Runx3* plays a critical role in regulating CD8⁺ T cell activation, effector function, cytotoxicity, and migration, independent of effects on cell viability.

To investigate whether *Arid3b* regulates these key functional features through *Runx3*, we first assessed transcriptional signatures associated with CD8⁺ T cell residency and circulation. Using gene sets defined by Milner et al. (121 genes for tissue-residency; 93 for circulating T cells)^31^, we performed GSEA on RNA-seq data. 

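*Klf2* encodes a transcription factor that keeps T cells in circulation by inducing S1PR1, *Klf3* a related repressor, *Ifngr2* a chain of the interferon-γ receptor and *Il6st* the shared chain of interleukin-6 family receptors. *Eomes* encodes a transcription factor of central memory cells, *Itgb1* the β1 integrin chain and *Sidt1* a membrane protein of lymphocytes. In cells kept without tumor cells, *Klf2* was at a mean CPM of 2.82 ± 0.295 in sg-*Arid3b* and 1.49 ± 0.425 in sg-Int (SD, n = 3 each), a log2 fold change of 0.91 (standard error 0.26, adjusted p = 0.0205). *Tcf7* stood at 16.7 ± 1.55 against 8.97 ± 0.425, and *Ifngr2* had a log2 fold change of 0.61 (standard error 0.15, adjusted p = 0.00565). Of 38 genes of circulating T cells on a list written before the data were examined, 12 were higher and 4 lower (17 and 4 adjusted over the list alone) in sg-*Arid3b* cells alone (adjusted p = 1.1e-05 from camera, which also passed with an estimated correlation, adjusted p = 0.00562). The lower ones were *Eomes* (-0.13), *Itgb1* (-0.13), *Sidt1* (-0.21) and *Klrg1*. Of 28 genes of naive and memory cells, 8 were higher and 1 lower (11 and 2 adjusted over the list alone, adjusted p = 1.1e-05). *Klf3* was at 0.54 (adjusted p = 0.0188) and *Il6st* at 0.49 (adjusted p = 1.1e-04), and *Eomes* was the only one lower. *Klf2* was no longer called without sg-Int untreated replicates 2 (adjusted p = 0.143) and 3 (0.0695) and sg-*Arid3b* untreated replicate 2 (0.0902). *Ifngr2* did not keep its call without sg-Int untreated replicate 1 (adjusted p = 0.0691) and sg-*Arid3b* untreated replicate 2 (0.0650). *Itgb1* missed the threshold without sg-*Arid3b* untreated replicate 2 (adjusted p = 0.0624). *Sidt1* lost its call without sg-Int untreated replicate 2 (adjusted p = 0.0808) and sg-*Arid3b* untreated replicate 1 (0.105). *Klf3* was no longer called without sg-Int untreated replicates 1 (adjusted p = 0.0660) and 2 (0.143) and sg-*Arid3b* untreated replicate 1 (0.0849). The list of circulating cells is not the paper's signature, so its test cannot be set beside the paper's enrichment score.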

Under unstimulated conditions, the core circulating signature was modestly enriched in *Arid3b*-deficient CD8⁺ T cells (NES = 1.39, FDR *q* = 0.045). However, following tumor antigen stimulation, the core tissue-resident signature was strongly enriched in sg-*Arid3b* cells (NES = 1.74, FDR *q* = 0), suggesting that *Arid3b* deletion promotes a tissue-resident memory (T_RM)-like phenotype upon antigen engagement (Fig. 5a). 

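After co-culture, most genes of resident T cells were higher in sg-*Arid3b* than in sg-Int cells, while genes of circulating T cells went both ways. *P2rx7* encodes a receptor for extracellular ATP that shapes resident populations, *Hic1* a repressor needed by resident cells of the gut, and *Ctla4* an inhibitory receptor that many resident cells carry. *Inpp4b* and *Cd244a* encode a lipid phosphatase and a receptor of the SLAM family, and *S1pr3* and *Kcnj8* a sphingosine phosphate receptor and a potassium channel found in circulating cells. After co-culture, 42 of 51 residency genes were higher in sg-*Arid3b* than in sg-Int cells and 2, *Cd244a* and *Inpp4b* (-0.48), were lower (43 and 2 adjusted over the list alone, adjusted p = 4.7e-29 from camera). *P2rx7* was 38.8-fold higher (95% counting interval 6.55 to 1575, 37 against 1 count) over the 3 libraries (adjusted p = 1.7e-06), and *Itgae*, *Fosb* and *Nfkbid* had the next largest changes. In cells alone, 12 were higher and 8 lower (14 and 12 adjusted over the list alone) of the same genes (adjusted p = 0.379), as for *P2rx7* (1.71), *Hic1* (0.86) and *Ctla4* (0.68) (adjusted p from 9.9e-07 to 0.0256). The interaction was called positive for 27 and negative for 1, *Inpp4b* (-0.44), of these genes (30 and 2 adjusted over the list alone, adjusted p = 3.2e-16, and adjusted p = 2.5e-04 with an estimated correlation). Genes of circulating cells were tested too, and after co-culture 13 were higher and 7 lower (15 and 8 adjusted over the list alone) of 38 in sg-*Arid3b* cells (adjusted p = 0.0778, and adjusted p = 2.2e-05 from fry, which asks whether the genes move 1 way). *Klf2* led the higher ones and *Klrg1* the lower ones, with *S1pr3* at 1.00 (adjusted p = 1.6e-04) and *Kcnj8* at -1.30 (adjusted p = 0.00990). For the interaction, 6 were positive and 6 negative, with the same counts adjusted over the list alone (adjusted p = 0.803), so that no change of this list with co-culture was shown to differ between the genotypes. *Ctla4* did not keep its call in cells alone without sg-Int untreated replicates 1 (adjusted p = 0.0712), 2 (0.0728) and 3 (0.0879) and sg-*Arid3b* untreated replicates 1 (0.0781), 2 (0.0759) and 3 (0.0675). *Kcnj8* missed the threshold after co-culture without sg-Int co-cultured replicate 3 (adjusted p = 0.0654) and sg-*Arid3b* co-cultured replicates 2 (0.0609) and 3 (0.0760). DESeq2 gave no adjusted p for *P2rx7* in cells alone. The residency list is not the signature of Fig. 5a, and *Itgae* and *Cd69*, which the study names, are members of it.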

Flow cytometric analysis confirmed that *Arid3b*-knockout CD8⁺ T cells exhibited a significantly increased proportion of CD69⁺CD103⁺ T_RM-like cells compared to controls (Fig. 5b).

**Fig. 5:**
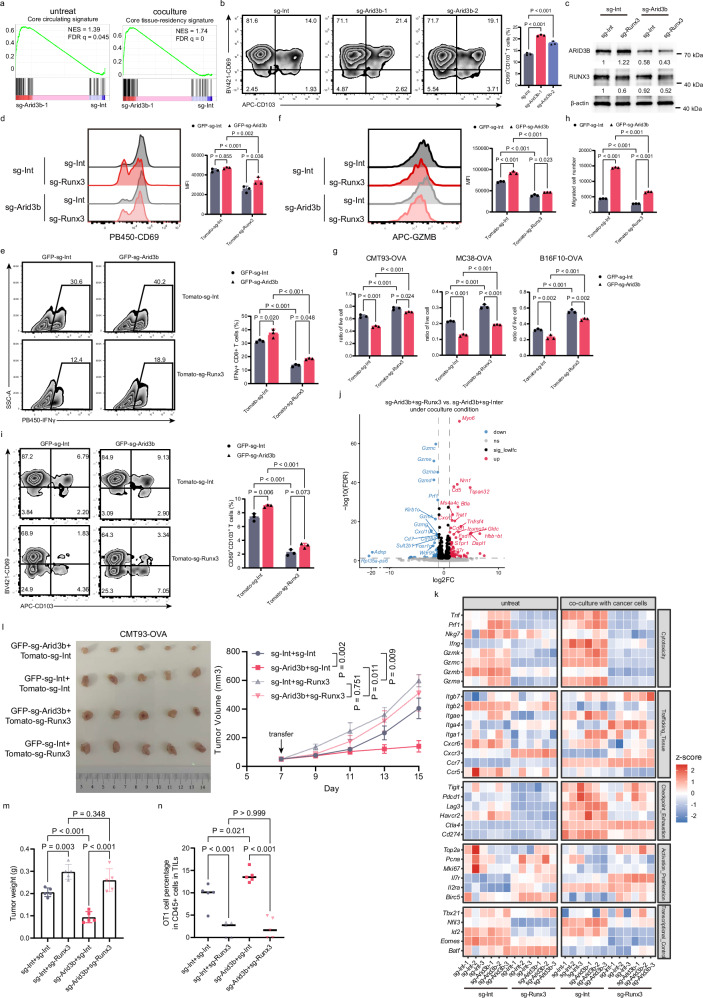
ARID3B regulates CD8⁺ T cell tissue residency and antitumor activity via RUNX3. **a** GSEA of circulating and tissue-resident CD8⁺ T cell gene signatures in sg-*Arid3b*-1 compared to sg-Int CD8⁺ T cells, based on RNA-seq data. **b** Flow cytometric analysis of CD69⁺CD103⁺ CD8⁺ T cells in sg-Int or sg-*Arid3b* group. **c** Western blot analysis of ARID3B and RUNX3 protein levels. **d**, **f** Expression of CD69(d) or GZMB(f) in *Arid3b/Runx3* double‑knockout (DKO), *Arid3b*‑KO, *Runx3*‑KO, and control CD8⁺ T cells. **e** Frequency of IFN-γ⁺ cells among CD8⁺ T cells with *Arid3b* and *Runx3* double knockout. **g** T cell-mediated cytotoxicity assay evaluating the killing capacity of DKO, *Arid3b*‑KO, *Runx3*‑KO, and control OT-I; Cas9 CD8⁺ T cells. E:T = 1:1. **h** Quantification of migrated DKO, *Arid3b*‑KO, *Runx3*‑KO, and control CD8⁺ T cells. **i** Flow cytometric analysis of CD69⁺CD103⁺ populations in DKO, *Arid3b*‑KO, *Runx3*‑KO, and control CD8⁺ T cells. **j** Volcano plot depicting DEGs between DKO and *Arid3b*‑KO CD8⁺ T cells after 4-h co-culture with CMT93-OVA cells. **k** Heatmap of expression levels of genes associated with specified functional programs in DKO, *Arid3b*‑KO, *Runx3*‑KO, and control CD8⁺ T cells. **l**, **m** Representative tumor images and quantification of tumor volume (**l**) and tumor weight (**m**) in *Rag1−/−* mice bearing CMT93-OVA tumors following adoptive transfer of OT-I; Cas9 CD8⁺ T cells with *Arid3b* and *Runx3* double knockout (*n* = 5 mice). **n** Quantification of transferred OT-I; Cas9 CD8⁺ T cells with *Arid3b* and *Runx3* double knockout among tumor-infiltrating lymphocytes (CD45⁺) in CMT93–OVA–bearing mice (*n* = 5 mice). For (**b**, **d**, e–**i**, **k**), *n* = 3 biologically independent samples. Data are shown as means ± SEM. *P* value was determined by one-way ANOVA with Dunnett’s multiple comparisons (**b**), one-way ANOVA with Tukey’s multiple comparisons (**m**, **n**), two-way ANOVA with Tukey’s multiple comparisons (**d**–**i**) or one-tailed two-way ANOVA with correction using Geisser–Greenhouse method (**l**). Source data are provided in Source Data file.

To determine whether these phenotypic effects were mediated through *Runx3*, we generated CD8⁺ T cells with a double knockout of *Arid3b* and *Runx3*. Western blot analysis confirmed the efficient knockout of both target genes in the respective single- and double-knockout cells (Fig. 5c). Notably, while *Arid3b*-knockout did not significantly elevate CD69 expression compared to control cells, CD69 levels in the double-knockout cells were significantly higher than those in *Runx3*-knockout cells, suggesting that ARID3B can modulate CD69 expression in the absence of RUNX3 (Fig. 5d). Moreover, the elevated IFN-γ production conferred by *Arid3b* deletion was similarly reversed by concurrent *Runx3* knockout (Fig. 5e). This reversal pattern was consistent for GZMB expression (Fig. 5f). Furthermore, the enhanced cytotoxic activity against CMT93-OVA, MC38-OVA, and B16F10-OVA tumor cells, as well as the increased migratory capacity observed in Arid3b-deficient CD8⁺ T cells, were both abrogated upon additional *Runx3* knockout (Fig. 5g, h). Flow cytometry revealed that *Runx3* deletion abolished the increase in CD69⁺CD103⁺ cells observed in the *Arid3b*-knockout setting (Fig. 5i).

To dissect the specific contribution of *Runx3* to the transcriptional program driven by *Arid3b* deficiency, we performed RNA-seq on CD8⁺ T cells under untreated conditions or after 4‑h co‑culture with CMT93‑OVA tumor cells. The experimental groups included *Arid3b/Runx3* double‑knockout, *Arid3b*/*Int*‑knockout (*Arid3b*‑KO), *Runx3*/*Int*‑knockout (*Runx3*‑KO), and *Int*/*Int*‑knockout (control) cells. A volcano plot of DEGs between the *Arid3b*‑KO and double‑knockout groups revealed a broad transcriptional reversal upon additional *Runx3* deletion (Fig. 5j). Strikingly, pathway‑focused analysis demonstrated that the DEGs associated with cytotoxicity, trafficking tissue, checkpoint exhaustion, and activation proliferation, observed in *Arid3b*‑KO cells, were consistently abolished in the double‑knockout group, irrespective of whether cells were co‑cultured with tumor cells or remained untreated (Fig. 5k). These findings indicate that *Runx3* is essential for sustaining the transcriptional rewiring induced by *Arid3b* knockout.

Finally, we evaluated the functional consequence of this axis in vivo. Female *Rag1−/−* mice bearing CMT93-OVA tumors were adoptively transferred with CD8⁺ T cells of indicated genotypes. Compared to controls, *Runx3* deletion significantly impaired tumor control, with increased tumor volume and weight observed in both the sg-Int and sg-*Arid3b* backgrounds (Fig. 5l, m). Flow cytometric analysis of tumor-infiltrating lymphocytes revealed that the frequency of adoptively transferred CD8⁺ T cells was significantly reduced following *Runx3* deletion, even in the context of *Arid3b* deficiency (Fig. 5n).

### ARID3B interacts with RUNX3 to regulate its transcription via domain-specific binding

To further explore the mechanism by which ARID3B regulates *Runx3*, we sought to identify ARID3B-interacting proteins in CD8⁺ T cells. Immunoprecipitation followed by mass spectrometry (IP/MS) revealed *Runx3* as one of the top interactors, ranking second among enriched proteins (Fig. 6a, b). Given our earlier finding that *Arid3b* directly represses *Runx3* transcription, this result raised the possibility of a direct protein–protein interaction between ARID3B and RUNX3.

**Fig. 6:**
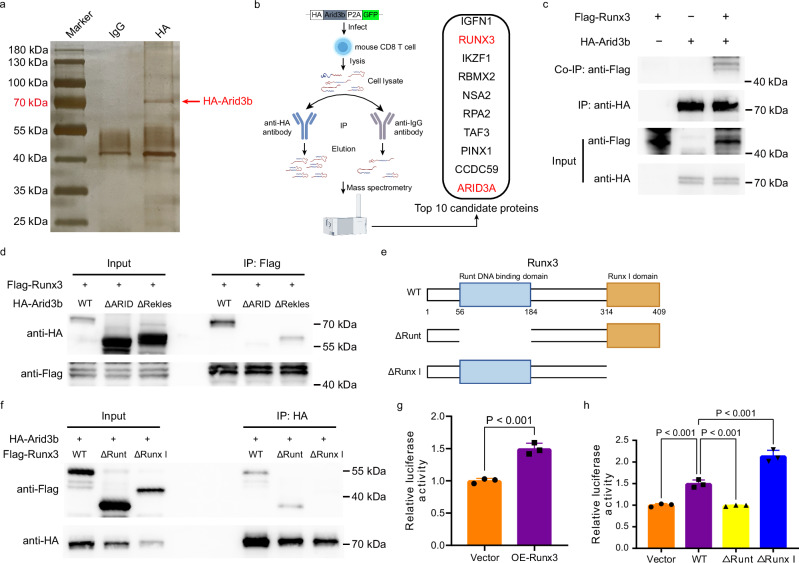
ARID3B interacts with RUNX3 through domain-specific binding. **a** Silver staining of SDS-PAGE–separated proteins immunoprecipitated from CD8⁺ T cells using anti-HA or control IgG antibody. Experiments were repeated three times independently with similar results. **b** Schematic workflow of immunoprecipitation-mass spectrometry (IP/MS) to identify HA-tagged ARID3B-interacting proteins. Top 10 enriched candidate proteins are listed. Created by Figdraw (ID: UPU265d8). **c** Co-immunoprecipitation (Co-IP) demonstrating the physical interaction between HA-tagged ARID3B and Flag-tagged RUNX3 in CD8⁺ T cells. HA antibody is used for the detection of HA-tagged ARID3B. Flag antibody is used for the detection of Flag-tagged RUNX3. Blot was repeated three times with similar results. **d** Co-IP assay showing the interaction between HA-tagged truncated ARID3B constructs and Flag-tagged full-length RUNX3 in CD8⁺ T cells, indicating domain-specific association. HA antibody is used for the detection of HA-tagged full-length and truncated ARID3B. Flag antibody is used for the detection of Flag-tagged RUNX3. Blot was repeated three times with similar results. **e** Schematic representation of full-length and truncated RUNX3 constructs used in Co-IP assays. Created by Figdraw (ID: IWOATf488c). **f** Co-IP demonstrating the interaction between HA-tagged full-length ARID3B and Flag-tagged truncated RUNX3 in CD8⁺ T cells. HA antibody is used for the detection of HA-tagged ARID3B. Flag antibody is used for the detection of Flag-tagged full-length and truncated RUNX3. Blot was repeated three times with similar results. **g** Luciferase reporter assay measuring *Runx3* promoter activity in 293T cells transfected with vector control or *Runx3* overexpression plasmid (*n* = 3 biologically independent samples). **h** Relative luciferase activity of the *Runx3* promoter in 293T cells transfected with vector, wild-type RUNX3, or truncated RUNX3 constructs (*n* = 3 biologically independent samples). Data are shown as means ± SEM. *P* value was determined by one-way ANOVA with Tukey’s multiple comparisons (**g**) or unpaired two-tailed Student *t* test (**h**). Source data are provided in Source Data file.

To validate this interaction, we co-transfected CD8⁺ T cells with HA-tagged *Arid3b* and Flag-tagged *Runx3* expression plasmids. Co-immunoprecipitation (Co-IP) using anti-HA antibodies confirmed the interaction: Flag-RUNX3 co-precipitated with HA-ARID3B, indicating a specific physical association between the two proteins (Fig. 6c).

To identify the domain of ARID3B responsible for this interaction, we generated truncation mutants lacking either the ARID domain or the REKLES domain (Fig. 4j). Co-IP experiments showed that the ARID3B wild-type and ∆REKLES proteins retained the ability to bind RUNX3, whereas deletion of the ARID domain abolished this interaction (Fig. 6d). These findings identify the ARID domain as essential for mediating ARID3B–RUNX3 binding.

We next mapped the corresponding interaction domain within the RUNX3 protein. RUNX3 contains two key functional domains: the N-terminal RUNT domain (amino acids 56–184), which is required for DNA binding, and the C-terminal Runx I domain (amino acids 314–409), which mediates interactions with transcriptional co-regulators. Co-IP experiments using Flag-tagged *Runx3* truncation constructs and HA-ARID3B showed that deletion of the RUNT domain did not affect binding to ARID3B, whereas deletion of the Runx I domain abolished the interaction (Fig. 6e, f). These results indicate that ARID3B binds specifically to the Runx I domain of RUNX3.

Given that ARID3B both represses *Runx3* transcription and physically interacts with the RUNX3 protein, we hypothesized a feedback regulatory mechanism involving RUNX3 autoregulation. Dual-luciferase reporter assays demonstrated that RUNX3 overexpression significantly increased activity of the *Runx3* promoter, suggesting that RUNX3 positively regulates its own transcription (Fig. 6g).

To delineate the contribution of each RUNX3 domain to this autoregulation, we performed luciferase reporter assays using RUNX3 truncation mutants. Deletion of the RUNT domain (*Runx3* ΔRUNT) abolished the enhancement of promoter activity, indicating that DNA binding via the RUNT domain is essential for autoregulation. Interestingly, deletion of the Runx I domain (*Runx3* ΔRunx I) led to a marked increase in promoter activity relative to both wild-type RUNX3 and control, suggesting that the Runx I domain normally serves a repressive role in this feedback loop (Fig. 6h). Taken together, these findings reveal a dual regulatory mechanism in which ARID3B not only represses *Runx3* transcription through promoter binding but also physically interacts with RUNX3 via the ARID–Runx I domain interface.

### Characterization of ARID3B in Human T Cells

To investigate the role of *ARID3B* in human CD8⁺ T cells, we first validated efficient *ARID3B* knockout by western blot and observed a concomitant increase in RUNX3 protein expression (Fig. 7a). While *ARID3B* deletion did not affect CD69 expression (Fig. 7b), it elevated the production of both GZMB and IFN-γ (Fig. 7c, d). In co-culture assays using 1G4-overexpressing CD8⁺ T cells and NY-ESO-1–expressing Caco‑2 or SW480 target cells, *ARID3B* knockout significantly enhanced tumor cell killing (Fig. 7e, f). This was further supported by transwell migration assays, which showed that *ARID3B* deficiency promoted CD8⁺ T cell migration in vitro (Fig. 7g).

**Fig. 7:**
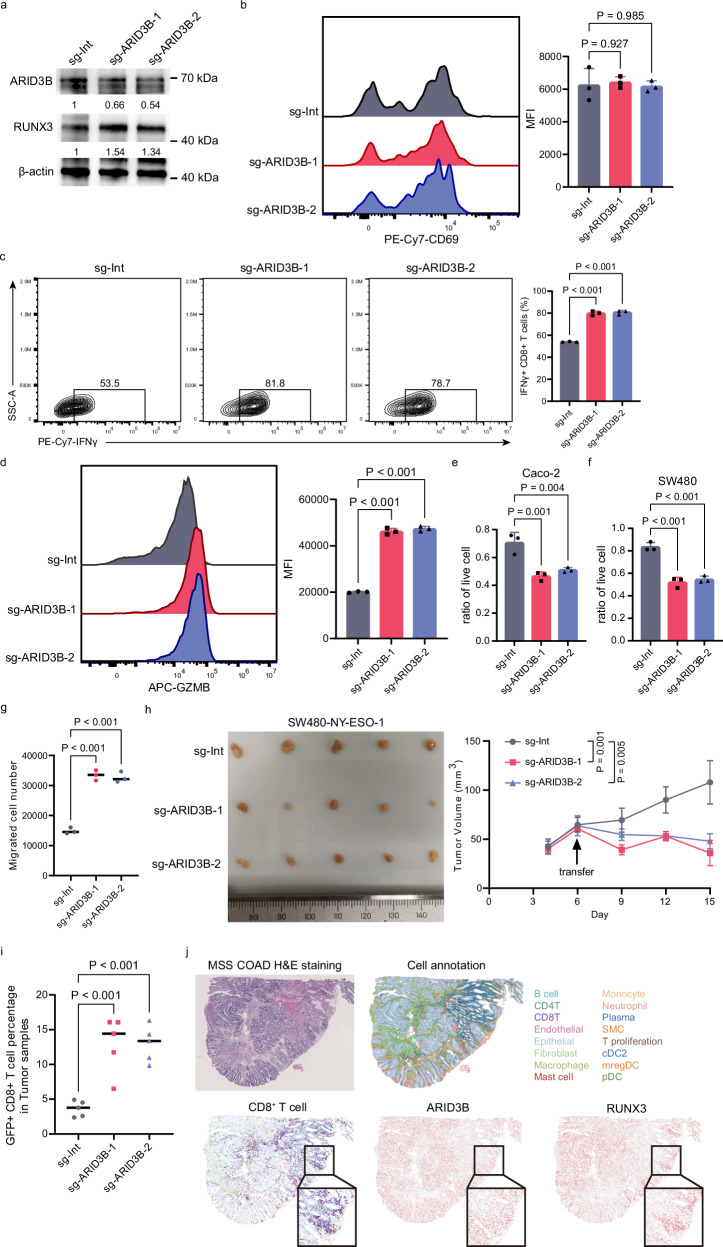
Characterization of *ARID3B* in human CD8^+^ T Cells. **a** Western blot analysis of ARID3B protein levels in human CD8⁺ T cells transduced with control sgRNA (sg-Int) or *ARID3B*-targeting sgRNAs (sg-*ARID3B*-1 or sg-*ARID3B*-2). Blot was repeated three times with similar results. **b** Expression of CD69 in human CD8⁺ T cells transduced with sg-Int or sg-*ARID3B*-1/2, assessed by flow cytometry (*n* = 3 biologically independent samples). **c** Frequency of IFN-γ⁺ cells in human CD8⁺ T cells transduced with sg-Int or sg-*ARID3B*-1/2, assessed by intracellular cytokine staining (n = 3 biologically independent samples). **d** Expression of GZMB in human CD8⁺ T cells transduced with sg-Int or sg-*ARID3B*-1/2, assessed by flow cytometry (*n* = 3 biologically independent samples). **e**, **f** T cell-mediated cytotoxicity assay evaluating the killing capacity of human CD8⁺ T cells transduced with sg-Int or sg-*ARID3B*-1/2 against Caco-2-NY-ESO-1 (**e**), and SW480-NY-ESO-1 (**f**) target cells (*n* = 3 biologically independent samples). E: T = 1:1. **g** Quantification of migrated human CD8⁺ T cells transduced with sg-Int or sg-*ARID3B*-1/2, determined by flow cytometry (*n* = 3 biologically independent samples). **h** Representative tumor image and growth curve of SW480-NY-ESO-1 tumors in NOG mice following adoptive transfer of sg-Int or sg-*ARID3B* human CD8⁺ T cells (*n* = 5 mice). **i** Frequency of adoptively transferred human CD8⁺ T cells in tumor tissues from SW480-NY-ESO-1–bearing mice (*n* = 5 mice). **j** Spatial transcriptomic analysis of ARID3B and RUNX3 expression in CD8⁺ T cells from MSS COAD. Data are shown as means ± SEM. P value was determined by one-way ANOVA with Dunnett’s multiple comparisons (**b**–**g**, **i**) or one-tailed two-way ANOVA with correction using Geisser–Greenhouse method (**h**). Source data are provided in Source Data file.

We next evaluated the in vivo antitumor function of *ARID3B*. Female NOG mice bearing subcutaneous SW480 tumors expressing NY-ESO-1 received adoptive transfer of human PBMCs together with either *ARID3B*-knockout or control CD8⁺ T cells; both CD8⁺ T cell populations were isolated from the same donor PBMCs. As a result, *ARID3B* deletion led to a significant reduction in tumor volume (Fig. 7h) and increased infiltration of CD8⁺ T cells into tumors (Fig. 7i), confirming the role of ARID3B as a key suppressor of CD8⁺ T cell-mediated antitumor immunity in vivo.

Finally, we analyzed publicly available single-cell RNA sequencing data to examine the expression of ARID3B and RUNX3 in human tumor-infiltrating lymphocytes. The results revealed a negative correlation between ARID3B and RUNX3 expression in CD8⁺ T cells (Supplementary Fig. 6a–j). Further subset analysis of CRC TILs from the pan-cancer study showed that ARID3B expression was heterogeneous among human CD8⁺ T cells: it was relatively low in naïve and effector T cells but upregulated in certain functionally specialized T-cell subsets. Notably, Trm exhibited relatively high levels of ARID3B expression^32^ (Supplementary Fig. 6k). In addition, spatial transcriptomic analysis of MSS colorectal cancer samples indicated that, within these CD8⁺ T cells, ARID3B and RUNX3 expression also exhibited a negative correlation (Fig. 7j and Supplementary Fig. 6l).

## Discussion

Microsatellite-stable/proficient mismatch repair (MSS/pMMR) colorectal cancer (CRC) remains a major clinical challenge due to its resistance to immune checkpoint inhibitors (ICIs), a feature tightly linked to the paucity of tumor-infiltrating CD8⁺ T cells within the TME^2–4^. This study addresses a critical gap in our understanding of the molecular mechanisms that limit CD8⁺ T cell infiltration in MSS CRC. Using an in vivo CRISPR/Cas9 screen in a CMT93-based murine model, we identified *Arid3b* as a key T cell-intrinsic suppressor of infiltration and antitumor activity. Genetic ablation of *Arid3b* in CD8⁺ T cells markedly enhanced tumor infiltration and cytotoxic function. Mechanistically, *Arid3b* repressed the transcription of *Runx3* by directly binding a conserved TTTTATT motif in the *Runx3* promoter via its ARID domain. *Runx3* upregulation promoted a tissue-resident memory (T_RM)-like phenotype and effector gene expression, both of which were reversed upon *Runx3* deletion. In addition, we uncovered a protein–protein interaction between ARID3B and RUNX3, suggesting a dual regulatory mechanism involving transcriptional repression and post-translational modulation.

While CRISPR-based functional genomics has previously uncovered regulators of CD8⁺ T cell function—such as *Fli1* and *Regnase-1*—these studies have primarily employed highly immunogenic models like MC38 or B16 melanoma^33,34^. Such models poorly represent the immune-cold TME of MSS CRC. Here, we leveraged a syngeneic model based on the MSS CMT93 line to perform an in vivo CRISPR screen targeting CD8⁺ T cells in an immune-excluded CRC context. The identification of *Arid3b* as a central negative regulator in this setting highlights the necessity of tumor subtype-specific immunogenomic strategies.

*Arid3b* encodes a member of the AT-rich interaction domain (ARID) family of DNA-binding transcription factors, known for roles in chromatin remodeling and transcriptional regulation during development and cancer progression^22,35–37^. This study expands its functional repertoire to include immune regulation, demonstrating that *Arid3b* acts as a transcriptional brake on CD8⁺ T cell activation, infiltration, and tissue residency. Targeting *Arid3b* in CD8⁺ T cells may offer a strategy to overcome the immunotherapy resistance characteristic of MSS CRC.

*Runx3* is a well-established transcription factor critical for CD8⁺ T cell development, cytotoxic function, and tissue-resident memory differentiation^29–31^. RUNX3 directly activates genes encoding IFN-γ, granzymes, and perforin, thereby orchestrating effector responses. Importantly, epigenetic repression of *Runx3* through promoter methylation limits its expression in exhausted or dysfunctional T cells, a barrier partially reversible by DNA hypomethylating agents like decitabine^38^. However, systemic demethylation therapies like decitabine carry risks of off-target toxicity due to genome-wide effects. Our finding that ARID3B directly represses *Runx3* transcription provides a more precise alternative to such epigenetic reprogramming. Targeting the ARID3B-RUNX3 axis allows for transcriptional reactivation of *Runx3* without causing global chromatin remodeling, thereby offering the potential for a superior safety profile.

Notably, prior studies have shown that ARID3B can form complexes with ARID3A and the histone demethylase KDM4C to modulate chromatin states via H3K9me3 demethylation^15^. In our IP-MS analysis, we confirmed interaction between ARID3B and ARID3A, but did not detect KDM4C, suggesting context-specific differences in complex formation. More strikingly, we identified a interaction between ARID3B and RUNX3, which occurs via the ARID domain of ARID3B and the Runx I domain of RUNX3. These results suggest that ARID3B may exert transcriptional repression not only through DNA binding but also by physically interacting with RUNX3 to limit its transactivation potential, possibly by recruiting corepressors or obstructing coactivator access.

Our mechanistic delineation of the ARID3B-Runx3 axis nominates ARID3B as a compelling therapeutic target with two primary translational paths. First, in the realm of cell therapy, our findings provide a strong rationale for engineering *ARID3B*-deficient CAR-T cells. Using CRISPR-Cas9 gene editing to disrupt *ARID3B* during the ex vivo manufacturing process represents a straightforward strategy to intrinsically program therapeutic T cells for enhanced Runx3-driven tissue residency, persistence, and effector function against solid tumors. Second, from a drug discovery perspective, the defined DNA-binding activity of ARID3B suggests its potential as a druggable target. Future efforts could focus on high-throughput screening to identify small-molecule inhibitors that disrupt its interaction with cognate promoters, offering a scalable pharmacological intervention. We envision that both strategies, cellular engineering and pharmacological inhibition, could be powerfully combined with immune checkpoint blockers to simultaneously potentiate T-cell intrinsic function and overcome extrinsic immunosuppression in the tumor microenvironment.

Beyond *Arid3b*, our in vivo CRISPR screen identified other top hits, including *Znf131* and *Grk2*, which may regulate CD8⁺ T cell function through distinct mechanisms. Our functional validation shows that the ablation of *Znf131*, a BTB/POZ-zinc finger transcription factor, enhances the secretion of IFNγ and GZMB and cytotoxic activity in CD8⁺ T cells. GRK2 (G protein-coupled receptor kinase 2) is a key kinase that desensitizes G protein-coupled receptors (GPCRs), including chemokine receptors critical for immune cell trafficking^39^. In T cells, GRK2-mediated phosphorylation of receptors like CXCR4 can terminate migratory signals. Notably, high GRK2 expression correlates with poorer prognosis in colon adenocarcinoma. Within the TME, elevated GRK2 activity could therefore dampen chemokine-driven recruitment of CD8⁺ T cells, contributing to the “cold” phenotype observed in MSS CRC. Future work is needed to investigate the precise mechanisms by which these genes function.

Despite these insights, we acknowledge several limitations in our study. First, we relied on subcutaneous tumor models rather than orthotopic models, which better mimic the native tumor microenvironment of colorectal cancer. Second, our study utilized OVA-specific T cells rather than polyclonal T cells, which more accurately reflect physiological anti-tumor T-cell responses. Third, while we focused on the ARID3B-RUNX3 regulatory axis, ARID3B is likely to regulate additional targets in CD8⁺ T cells that have not yet been elucidated. Fourth, we did not explore combination therapies, such as ARID3B knockdown together with anti-PD-1 treatment, which would help evaluate its potential to sensitize tumors to immune checkpoint inhibition. Finally, although the adoptive transfer model of *Arid3b*-KO CD8⁺ T cells provided functional evidence, our study lacks validation using a CD8⁺ T cell–specific conditional knockout mouse model (e.g., CD8(E8I)-Cre; Arid3b^flox/flox^). Such a model would allow for precise, cell-intrinsic assessment of Arid3b function in CD8⁺ T cells across physiological and tumor-bearing contexts within an intact immune system.

In summary, our study identifies *Arid3b* as a pivotal transcriptional repressor that limits CD8⁺ T cell infiltration and function in immune-cold CRC. Mechanistically, ARID3 B binds the *Runx3* promoter and physically interacts with the RUNX3 protein, constituting a dual-layered regulatory axis. By releasing this molecular brake, *Arid3b* deletion reprograms CD8⁺ T cells toward a highly functional, tumor-infiltrating, and tissue-resident phenotype. These findings not only deepen our understanding of immunosuppressive barriers in MSS CRC but also nominate *Arid3b* as a promising target for precision immunotherapy. Future studies should investigate the translational potential of ARID3B modulation and its integration into combination treatment regimens to enhance ICI responsiveness in resistant tumor subtypes.

## Methods

### Cell lines and mice

The CMT93, MC38, B16F10, and 293T cell lines, were gifts from Pan lab (Deng Pan, Tsinghua University), which were cultured in DMEM supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin. Caco-2 and SW480 cells, maintained in our laboratory, were cultured in DMEM supplemented with 10% or 20% FBS, respectively. All the cell lines were incubated at 37 °C with 5% CO₂.

Mice, both sexes, between the ages of 6–8 weeks of age were used for the study. OT-I; Cas9 and Rag1^−/−^ mice were gifted from Pan lab^40,41^. WT female C57BL/6 mice (NO. N000013) were purchased from the GemPharmatech, Nanjing, China. Female NOG mice (NO. 408) were purchased from the Charles River, Beijing, China. Animals of the same sex were randomly assigned to experimental groups. All mice were kept in a specific-pathogen-free facility in the Animal Resource Center at Peking University. Mice were euthanized using cervical dislocation. All animal work was approved by the Institutional Animal Care and Use Committee (IACUC) of Peking University and performed with approved protocols (AAIS-Zengzx-01).

### Isolation, transduction, and culture of mouse CD8^+^ T cell

Primary OT-1; Cas9 CD8^+^ T cells were isolated from spleens and peripheral lymph nodes of OT-1; Cas9 mice using the MojoSort™ Mouse CD8^+^ T Cell Isolation Kit according to the manufacturer’s protocol. Isolated cells were cultured in complete RPMI-1640 medium (containing 10% fetal bovine serum, 1% penicillin/streptomycin, 1% non-essential amino acids, 20 mM HEPES, 1 mM sodium pyruvate, and 0.05 mM 2-mercaptoethanol) supplemented with 1 μg/mL anti-mouse CD28 and 5 μg/mL anti-mouse CD3 antibodies for 24 h. T cells were then infected with concentrated retrovirus in complete RPMI-1640 medium supplemented with 20 ng/mL of recombinant mouse IL-2. Two days post-transduction, T cells were sorted by flow cytometry. Subsequently, T cells were cultured in complete RPMI-1640 medium supplemented with 20 ng/mL IL-2.

### Isolation, transduction, and culture of human CD8^+^ T cell

Human CD8^+^ T cells were isolated from commercial peripheral blood mononuclear cells (PBMCs) purchased from Biosource. On Day 1, frozen PBMCs were thawed and resuscitated in complete RPMI-1640 medium, supplemented with 10% fetal bovine serum, 1% penicillin/streptomycin, 1% non-essential amino acids, 1% GlutaMAX, 1 mM sodium pyruvate, and 10 ng/mL recombinant human IL-2. After 24 h of culture, PBMCs were collected, and human CD8^+^ T cells were isolated using the EasySep^TM^ Human CD8^+^ T Cell Isolation Kit according to the manufacturer’s instructions. The isolated CD8^+^ T cells were activated for 24 h in complete RPMI-1640 medium containing 5 µg/mL anti-human CD3, 1 µg/mL anti-human CD28, and 5 µg/mL Fibronectin. Following activation, the T cells were infected with concentrated lentiviral vectors in fresh complete medium. Two days post-infection, successfully infected T cells were sorted by flow cytometry. Subsequently, the sorted CD8^+^ T cells were maintained in complete RPMI-1640 medium at a concentration of 1 × 10^6^ cells/ml. The culture was sustained by performing a half-medium replenishment daily and passaging the cells every two days to maintain optimal cell density and viability.

### Library design and CRISPR screen target selection

Candidate genes for the CRISPR screen were selected through an integrated, multi-step strategy. First, genes with robust expression in CD8⁺ T cells were defined using single‑cell RNA‑seq data from The Human Protein Atlas portal (www.proteinatlas.org)^42,43^. Genes expressed in >90% of CD8⁺ T cells and ranking within the top 1500 by transcript abundance were retained. To ensure coverage of key regulators, all transcription factors annotated in the UniProt database were included regardless of expression level, given their central role in gene regulatory networks even at low abundance^44^. Further, membrane‑protein genes, immune‑related functional genes (annotated via the ImmPort Shared Data^45^), and genes differentially expressed upon CD8⁺ T‑cell activation (based on GEO datasets) were incorporated. In order to mitigate potential survival bias, essential genes and housekeeping genes annotated in the DepMap database were systematically excluded^46^. All selected human genes were mapped to their mouse orthologs. For each target gene, four high‑efficiency sgRNAs were designed using the CRISPick algorithm^47,48^. Additionally, 500 non‑targeting control sgRNAs (sg‑Intergenic#1–500) targeting intergenic regions were included. All sgRNA sequences were subjected to BLAT alignment to confirm the absence of off‑target homology. The final library consisted of 2236 genes and 9444 sgRNAs. The sequences of non‑targeting control sgRNAs were listed in Supplementary Data 1.

### In vivo CRISPR/Cas9 screening

Retrovirus was generated by co-transfecting 293 T cells with PMYs retroviral library plasmids and packaging plasmids^49^. In brief, PMYs library plasmid and packaging plasmids were co-transfected at a 1:1 ratio into low-passage 293T cells at 80% confluency in 15-cm tissue culture dishes. Viral supernatant was collected at 48 h and 72 h post-transfection, filtered using a 0.45-μm polyethersulfone syringe filter, and concentrated using PEG8000. The concentrated supernatant was aliquoted and stored at −80 °C until use. At 48 h after transfection, viral supernatants were harvested, concentrated, and frozen at −80 °C. The MSS murine colorectal cancer cell line CMT93-OVA was subcutaneously implanted into Rag1^−/−^ mice to establish xenograft tumors. On the same day, OT1; Cas9 CD8^+^ T cells were isolated from the spleens and peripheral lymph nodes of OT1; Cas9 mice. Twenty-four hours post-isolation, OT1; Cas9 CD8^+^ T cells were transduced with retrovirus at a multiplicity of infection of 0.3. After 48 h of culture, T cells expressing GFP were sorted by flow cytometry and expanded in vitro. On day 7 post-tumor implantation, 1 × 10^6^ transduced OT1; Cas9 CD8^+^ T cells were saved as input. In total, 5 × 10^6^ transduced OT1; Cas9 CD8^+^ T cells per mouse were adoptively transferred via tail vein into CMT93-OVA tumor-bearing Rag1^−/−^ mice. Seven days post-transfer, subcutaneous tumors were excised, dissociated into single-cell suspensions, and flow cytometry was performed to isolate GFP^+^ CD8^+^ T cells, representing adoptively transferred OT1; Cas9 CD8^+^ T cells. Genomic DNA from sorted GFP^+^ cells and input reference cells was subjected to sequencing. Sequencing data were analyzed using the MAGeCK algorithm to identify differentially enriched sgRNAs.

### Tumor studies

Tumor sizes were measured every 2–3 days with a vernier caliper. Tumor volumes were calculated as (length × width × width)/2. Ethical endpoints were set at tumor length reaching 20 mm. The maximal tumor size was not exceeded.

### Gene knockout and overexpression

Two sgRNAs with the highest enrichment fold of *Arid3b* and *Znf131* in the CRISPR library were selected to knock out the expression of *Arid3b* in mouse CD8^+^ T cells. Additionally, two sgRNAs each for knocking out *Runx3* in mouse CD8^+^ T cells and *ARID3B* in human CD8^+^ T cells were designed using CRISPOR^50^. For overexpression, plasmids carrying the *Arid3b* gene were constructed and transfected into mouse CD8^+^ T cells. The protein levels of ARID3B, ZNF131 and RUNX3 were assessed by western blot to confirm the knockout efficiency and overexpression levels.

The sgRNA number and sequence were as follows.

sg-Int: AGAGATGAGACAAACTACCC

sg-Arid3b-1: TGATGGGAATCCGGTTGATT

sg-Arid3b-2: TCCATCAGCATCGTCACTCC

sg-Znf131-1: AGAACCTGTGGAAATTGAGG

sg-Znf131-2: AGCAAAACTAATGATACAAG

sg-Runx3-1: GGCAAGATGGGCGAGAACAG

sg-Runx3-2: TCCATCCGGCACATCCCCCA

sg-ARID3B-1: AGTGTTTGAACGGGGCAACA

sg-ARID3B-2: AATTGATGGCAACCGCAGGG.

### Western blot

Whole cell protein extracts were prepared by lysing T cells treated with or without OVA peptide for 4 h using RIPA lysis buffer. Cell lysates were denatured by boiling at 100 °C for 5 min and loaded onto 7.5–12.5% SDS-PAGE gels before transferring to polyvinylidene difluoride (PVDF) membranes. Membranes were blocked with 5% non-fat powdered milk in Tris-buffered saline containing 0.1% Tween-20 (TBST) for 1 h at room temperature, followed by overnight incubation with primary antibodies at 4 °C under gentle agitation. After washing with TBST, membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies for 1 h at room temperature. Protein bands were visualized using a ChemiDoc™ Imaging System (Bio-Rad Laboratories) with enhanced chemiluminescence substrates. The following antibodies were used: ARID3B (Bethyl Laboratory#A302-564A, 1:2000 dilution), β-actin (Proteintech#20536-1-AP, 1:5000 dilution), RUNX3 (Abmart#T55395, 1:2000 dilution), H3 (CST#4499, 1:5000 dilution), Flag (Proteintech#66008-4-Ig, 1:5000 dilution), HA (CST#3724, 1:5000 dilution), and ZNF131 (ABclonal#A15331, 1:2000 dilution).

### T-cell-mediated killing assay

Cancer cells were seeded into 12-well plates at a density of 2 × 10^5^ cells per well and allowed to adhere overnight. CD8^+^ T cells were then added to the tumor cells at effector to target (E: T) ratios ranging from 1:1 to 1:9. Following 24–48 h of co-culture, cancer cells were harvested and analyzed by flow cytometry. Dead cells were stained with DAPI.

### Flow cytometry analysis

Flow cytometry was used extensively to analyze the proportion of adoptively transferred CD8^+^ T cells in tumor-infiltrating lymphocytes, the proportion of CD69^+^CD103^+^ cells, IFN-γ^+^ T cells, and the expression levels of various markers such as CD69, GZMB, TIM3, and TIGIT in different experimental groups. The used antibodies are as follows: APC-anti-mouse-CD3 (BioLegend#100235), PE/Cyanine7-anti-mouse-CD8a (BioLegend#100721), Brilliant Violet 421-anti-mouse-CD45 (BioLegend#103133), PE-anti-mouse-Granzyme B (BioLegend#372214), Brilliant Violet 421-anti-mouse-CD69 (BioLegend#104527), Brilliant Violet 421-anti-mouse-IFN-γ (BioLegend#505829), APC-anti-mouse-CD103 (BioLegend#110905), PE-anti-mouse-TIGIT (Vstm3) (BioLegend#156103), Brilliant Violet 421-anti-mouse-CD366 (TIM-3) (BioLegend#134019), PE/Cyanine7-anti-human-CD69 (BioLegend#310911), PE/Cyanine7-anti-human-IFN-γ (BioLegend#506517), APC-anti-human/mouse-Granzyme B (BioLegend#372203), APC-Annexin-V (BioLegend#640919). All antibodies were used at 1:200 dilution. Gating strategies for all flow experiments are shown in Supplementary Fig. S7.

### T cell migration assay

For the migration assay, the supernatant of CMT93-OVA cells was placed in the lower chamber of a 5-μm transwell, and Arid3b-knockout or control OT1; Cas9 CD8^+^ T cells were added to the upper chamber. After 24 h, the number of CD8^+^ T cells in the lower chamber was counted. In the competitive migration assay, sg-Int CD8^+^ T cells carrying tdTomato (sg-Int-Tomato) were used as the control, mixed in equal proportions with either sg-Int CD8^+^ T cells carrying GFP-labeled control (sg-Int-GFP) or Arid3b-knockout cells (sg-Arid3b-1-GFP) for the transwell experiment. The ratio of tdTomato to GFP in the lower chamber was counted to evaluate the migration ability. For in vivo validation, mixed populations of sg-Int-GFP/sg-Int-Tomato or sg-Arid3b-1-GFP/sg-Int-Tomato CD8^+^ T cells were adoptively transferred into CMT93-OVA tumor-bearing mice, and tumor-infiltrating lymphocytes were analyzed by flow cytometry.

### RNA-seq

To investigate transcriptional alterations in CD8^+^ T cells under antigen-stimulated and basal conditions, RNA-seq profiling was performed on sg-Int and sg-Arid3b CD8^+^ T cells co-cultured with or without CMT93-OVA tumor cells at a ratio of 1:1, with 3 samples in each group. After 4 h of co-culture, CD8^+^ T cells were isolated via flow cytometric sorting. A minimum of 1 × 10^6^ cells per sample were collected across all groups. Total RNA was extracted from purified CD8^+^ T cells using standard protocols and subjected to quality control. High-quality RNA samples were subsequently delivered to Annoroad Gene Technology for library preparation and paired-end sequencing on an Illumina platform.

### RT-qPCR

Total RNA was extracted from T cells using TRIzol reagent (Invitrogen) following the manufacturer’s protocol. The concentration and purity of RNA were assessed by NanoDrop 2000. First-strand cDNA was synthesized from 1 μg RNA using the Evo M-MLV RT Kit (Accurate Biology) with random hexamer primers according to the manufacturer’s guidelines. qPCR amplification was performed in triplicate using SYBR Green Supermix (Bio-Rad). Relative gene expression was calculated via the ΔΔCt method, normalized to Actb (β-actin) as an endogenous control. Primer sequences used in qPCR are detailed in Supplementary Table 1.

### ATAC-seq

ATAC‑seq libraries were constructed from CD8⁺ T cells (either *Arid3b*‑knockout or control, with or without OVA antigen stimulation) using the TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme, TD501) according to the manufacturer’s instructions. In brief, 50,000 viable cells per condition were washed once with cold PBS and lysed in cold ATAC‑seq lysis buffer (10 mM Tris‑HCl pH 7.4, 10 mM NaCl, 3 mM MgCl₂, 0.1% IGEPAL CA‑630) for 10 min to isolate nuclei. Nuclei were pelleted by centrifugation at 500×*g* for 5 min at 4 °C. The pelleted nuclei were resuspended in 50 μL of tagmentation mix and incubated at 37 °C for 30 min. Tagmented DNA was purified using VAHTS DNA Clean Beads (Vazyme, N411). Library amplification was performed with the TruePrep Index Kit V4 for Illumina (Vazyme, TD204) under the following thermal cycling conditions: 72 °C for 3 min; 98 °C for 30 s; followed by 12–15 cycles of 98 °C for 15 s, 60 °C for 30 s, and 72 °C for 30 s. Amplified libraries were purified again with VAHTS DNA Clean Beads and subjected to quality control by Annoroad Gene Technology before paired‑end sequencing on an Illumina platform. ATAC-seq reads were processed with the ENCODE ATAC-seq pipeline (v2.2.2). After QC and adapter trimming, reads were aligned to the GRCm38 genome to generate BAM files, and peaks were identified with Genrich in ATAC-seq mode.

### Chromatin immunoprecipitation assay

ChIP-seq was performed using HA or the corresponding IgG antibody on HA-tagged Arid3b-overexpressing CD8^+^ T cells under untreated or treated with OVA antigen peptide for 4 h conditions. Differential binding peaks were visualized by heatmap, and genomic annotation of peaks was carried out. The intersection of differential binding sites in the two conditions was analyzed, followed by motif analysis and KEGG enrichment analysis. ChIP-qPCR analysis was conducted using ChIP DNA to detect whether Arid3b protein binds to the promoter of the *Runx3* gene or the *Gapdh* gene.

The primer sequence used in ChIP-qPCR were as follows.

Runx3-F: TTCTAAGGGGCCGTGACATC

Runx3-R: AGGATGCAAGAAGCCAGCTC

Gapdh-F: GGAGGTGAAGCAGGCTCAAT

Gapdh-R: TCCTGTCCCATTGTCAAGCC.

### Dual-luciferase reporter assay

The pGL4.10-mRunx3-luc2 plasmid, in which the transcription of firefly luciferase was driven by the promoter of the mouse *Runx3* gene, was constructed. This plasmid was co-transfected into 293T cells with the pGL4.74-TK-hRluc plasmid and either the Arid3b-overexpression plasmid or the control plasmid for the dual-luciferase reporter assay. Protein truncated plasmids of HA-tagged ARID3B and Flag-tagged RUNX3, or the Runx3 promoter mutant plasmids, were also constructed and used in the dual-luciferase reporter assay to analyze the relative luciferase activity and determine the functional domains and binding elements. The HA or Flag tag is expressed at the N‑terminus of ARID3B or RUNX3, while the EGFP or tdTomato fluorescent protein is connected to the C‑terminus via a P2A linker.

### Immunoprecipitation-mass spectrometry (IP-MS)

Immunoprecipitation was performed using Dynabeads^TM^ Protein A Immunoprecipitation kit (ThermoFisher, CAT#10006D). Protein A magnetic beads (40 µL per sample) were incubated with 1 µg of anti-HA or control IgG antibody in binding buffer for 2 h at 4 °C with rotation to allow antibody conjugation. Cell pellets (>1 × 10^7^ cells) were lysed on ice for 30 min in lysis buffer supplemented with 1× protease/phosphatase inhibitor cocktail. Lysates were clarified by centrifugation at 15,000×* g* for 10 min at 4 °C, and 10% of the supernatant was retained as the input control. The remaining lysate was equally divided and incubated with HA- or IgG-conjugated beads for 3 h at 4 °C with rotation. Beads were washed three times with wash buffer, and bound proteins were eluted in 2× loading buffer followed by boiling at 95 °C for 5 min. 5 µL eluted proteins were loaded on SDS-PAGE gel and visualized via silver staining to confirm enrichment of HA-Arid3b prior to mass spectrometry analysis.

### Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis

KEGG pathway enrichment analysis was conducted on differentially upregulated genes identified between sg-Int and sg-Arid3b groups under tumor co-culture conditions, using the “enrichKEGG” function of the “clusterProfiler” R package^51^. Differentially upregulated genes were identified by the criteria of *P* < 0.05 and log2Fold Change ≥0.4.

### Gene set enrichment analysis (GSEA)

GSEA was performed to evaluate whether predefined gene sets exhibited statistically significant differences between sg-Arid3b and sg-Int groups using GSEA 4.3.3 software^52^. In this study, we employed the RUNX3-upregulated gene signature derived from GSE50121, along with core circulating and tissue-residency signatures defined by Milner et al.^31,53^.

### Statistical analyses

Two-way Analysis of variance (ANOVA) was used to analyze the tumor growth data. For comparisons between two groups, unpaired two-tailed Student *t* test was used. Alternatively, for comparisons involving multiple groups, one-way or two-way ANOVA was conducted, followed by Dunnett’s, Sidak’s, or Tukey’s multiple comparisons. Statistical analyses were conducted on data presented as mean ± SEM. R 4.4.1 and GraphPad Prism 10 were utilized for all graphical representations and statistical calculations. Statistical significance was determined at a *P* value less than 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The genomic and proteomic data generated in this study are publicly available as follows: The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (https://proteomecentral.proteomexchange.org) via the iProX partner repository^54,55^ with the dataset identifier PXD077233. The RNA-seq and ChIP-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession numbers GSE304035, GSE304750, and GSE328207. Source data are provided with this paper.

# Supplementary material for: Arid3b suppresses CD8 + T cell infiltration and function in microsatellite-stable colorectal cancer via Runx3
**Source:** Nat Commun. 2026 May 15;17:6448. doi: 10.1038/s41467-026-73241-7
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Arid3b suppresses CD8<sup>+</sup> T cell infiltration and function in Microsatellite-stable colorectal cancer via Runx3**

Shuo Wang<sup>1,2,†</sup>, Sen Hou<sup>1,2,†</sup>, Ce Luo<sup>3,†</sup>, Haorui Zhang<sup>4</sup>, Yiteng Jin<sup>3</sup>, Rui Zhang<sup>4</sup>, Yanping Zhao<sup>5</sup>, Xiaoyu Xiong<sup>4</sup>, Rui Guo<sup>3</sup>, Chao Wang<sup>1,2</sup>, Yudi Bao<sup>1,2</sup>, Liang Wen<sup>6</sup>, Deng Pan<sup>7</sup>, Yingjiang Ye<sup>1,2,\*</sup>, Zexian Zeng<sup>3,4,8,\*</sup>, Zhidong Gao<sup>1,2,\*</sup>

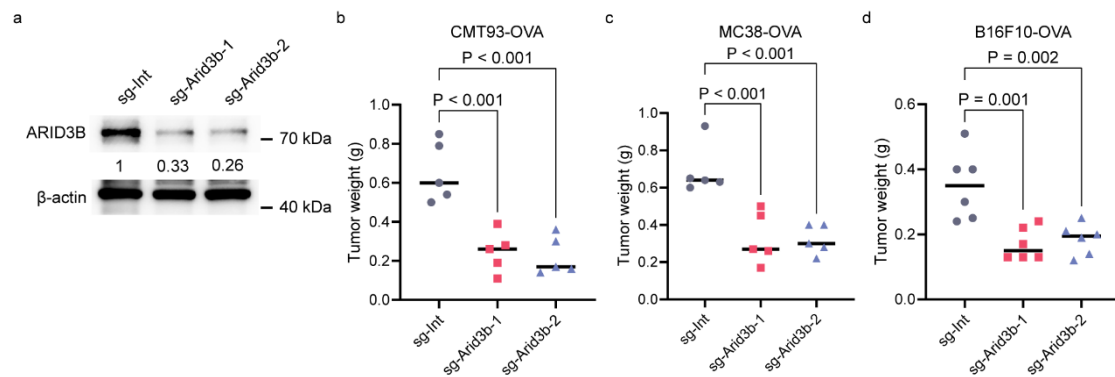

**Supplementary Figure 1. Loss of *Arid3b* enhances CD8<sup>+</sup> T cell-mediated antitumor immunity.** (Related to Figure 1)

(a) Western blot analysis of ARID3B protein levels in OT-I; Cas9 CD8<sup>+</sup> T cells transduced with control sgRNA (sg-Int) or *Arid3b*-targeting sgRNAs (sg-*Arid3b*-1 or sg-*Arid3b*-2). Blot was repeated three times with similar results.

(b, c) Tumor weights of CMT93-OVA (b) and MC38-OVA (c) tumors in *Rag1*<sup>-/-</sup> mice following adoptive transfer of sg-Int or sg-*Arid3b* OT-I; Cas9 CD8<sup>+</sup> T cells (n = 5 mice).

(d) Tumor weight of B16F10-OVA tumors in wild-type C57BL/6 mice following adoptive transfer of sg-Int or sg-*Arid3b* OT-I; Cas9 CD8<sup>+</sup> T cells (n = 6 mice).

Data are presented as means ± SEM. P value was determined by one-way ANOVA with Dunnett's multiple comparisons (b, c, d). Source data are provided in Source Data file.

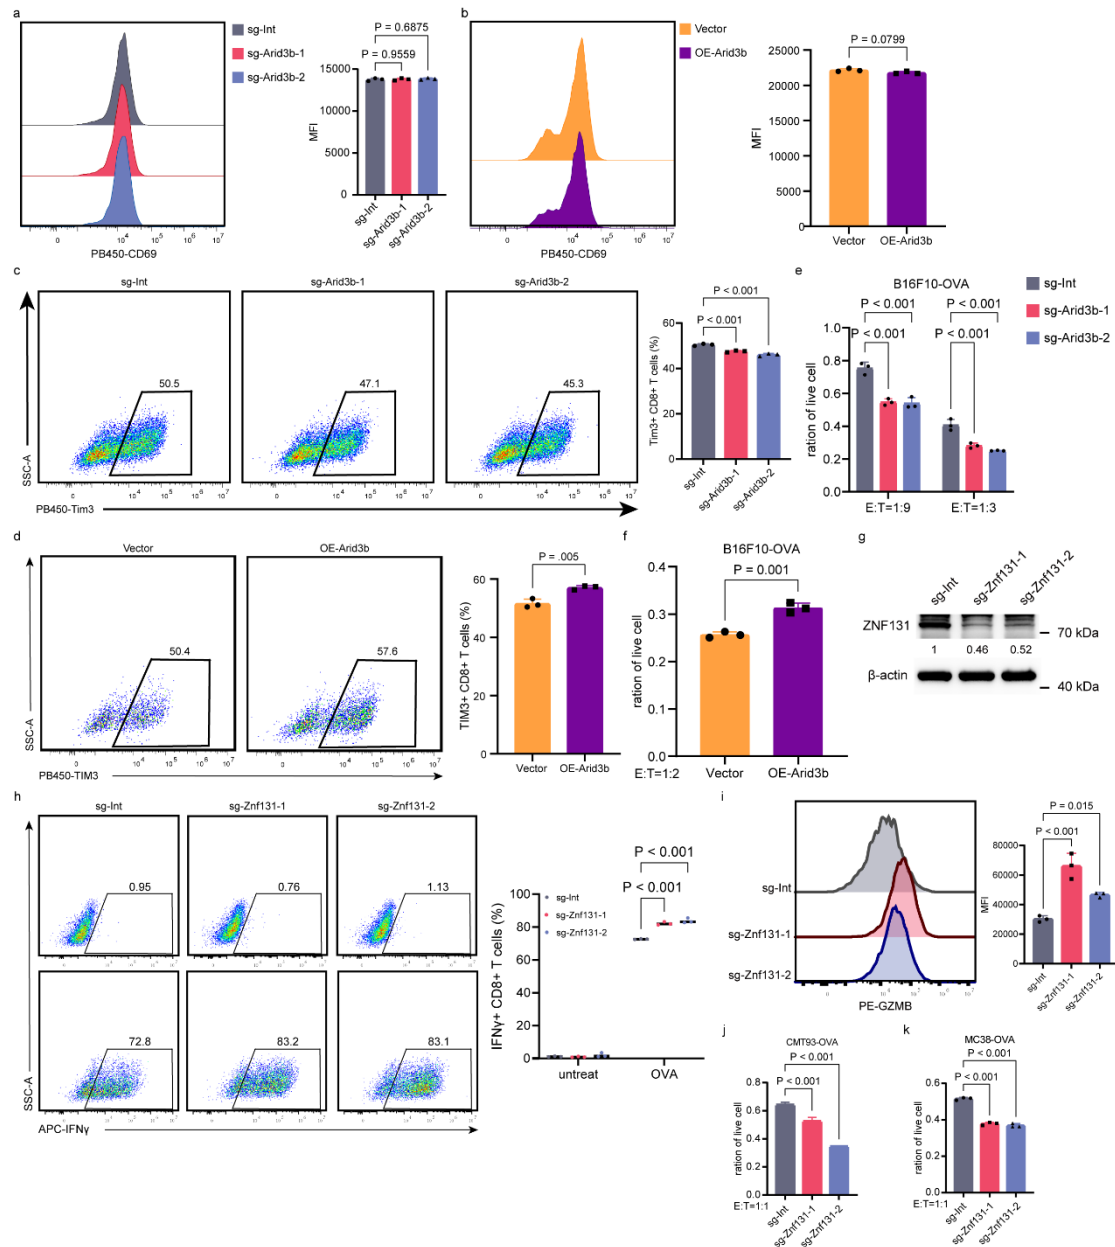

## Supplementary Figure 2. Immunological characterization of *Arid3b* and *Znf131* in mouse CD8<sup>+</sup> T cells (Related to Fig. 2)

(a, b) Expression of CD69 in CD8<sup>+</sup> T cells following *Arid3b* knockout (a) or overexpression (b), assessed by flow cytometry. (n = 3 biologically independent samples).

(c, d) Frequency of TIM3<sup>+</sup> cells in CD8<sup>+</sup> T cells following *Arid3b* knockout (c) or overexpression (d), assessed by flow cytometry. (n = 3 biologically independent samples).

(e, f) T cell-mediated cytotoxicity assay evaluating the killing capacity of CD8<sup>+</sup> T cells against B16F10-OVA target cells following *Arid3b* knockout (e) or overexpression (f) (n = 3 biologically independent samples). E : T denotes the effector-to-target cell ratio.

(g) Western blot analysis of ZNF131 protein levels in OT-I; Cas9 CD8<sup>+</sup> T cells transduced with control sgRNA (sg-Int) or *Znf131*-targeting sgRNAs (sg-Znf131-1 or sg-Znf131-2).

(h) Flow cytometric analysis of IFN- $\gamma$  production in OT-I; Cas9 CD8<sup>+</sup> T cells transduced with control sg-Int or sg-*Znf131-1/2*, with or without OVA peptide stimulation (n = 3 biologically independent samples).

(i) Expression of GZMB in OT-I; Cas9 CD8<sup>+</sup> T cells transduced with control sg-Int or sg-*Znf131-1/2*, assessed by flow cytometry (n = 3 biologically independent samples).

(j, k) T cell-mediated cytotoxicity assay evaluating the killing capacity of OT-I; Cas9 CD8<sup>+</sup> T cells against MC38-OVA (j) and CMT93-OVA (k) target cells following *Znf131* knockout (n = 3 biologically independent samples). E : T denotes the effector-to-target cell ratio.

Data are shown as means  $\pm$  SEM. P value was determined by one-way ANOVA with Dunnett's multiple comparisons (a, c, e, i, j, k), unpaired two-tailed Student t-test (b, d, f) or two-way ANOVA with Sidak's multiple comparisons (h). Source data are provided in Source Data file.

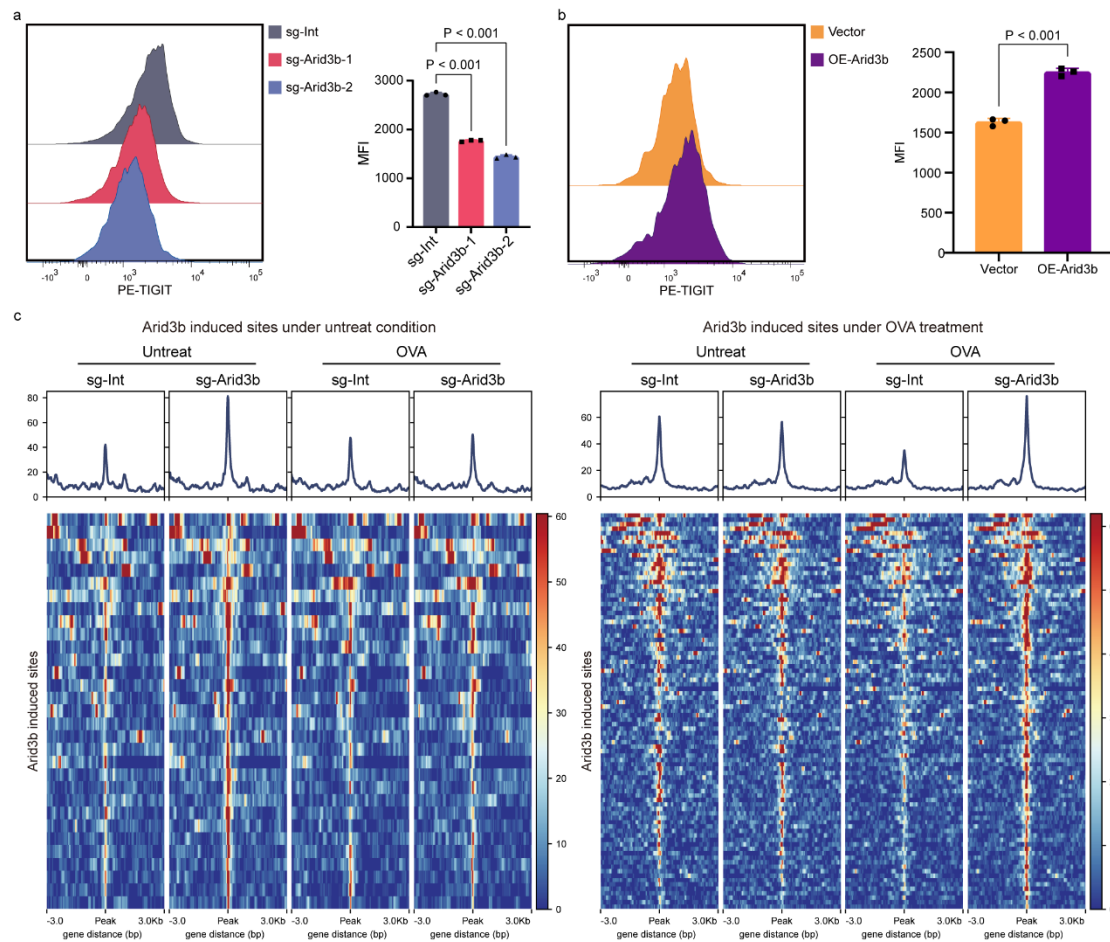

### Supplementary Figure 3. Additional analysis of Aird3b (Related to Fig. 3)

(a, b) Expression of TIGIT in CD8<sup>+</sup> T cells following *Arid3b* knockout (a) or overexpression (b), assessed by flow cytometry (n = 3 biologically independent samples).

(c) Heatmap of ATAC-seq showing chromatin accessibility of Aird3b induced sites, defined under either untreated or OVA treatment conditions, across all experimental groups.

Data are shown as means  $\pm$  SEM. P value was determined by one-way ANOVA with Dunnett's multiple comparisons (a) or unpaired two-tailed Student t-test (b). Source data are provided in Source Data file.

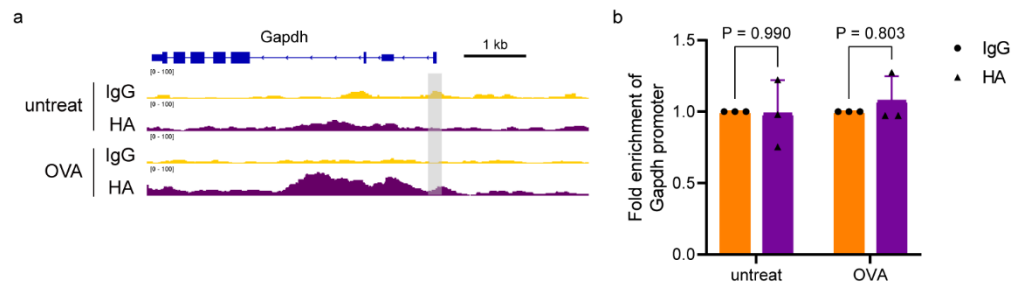

**Supplementary Figure 4. Additional analysis of ChIP-seq data** (Related to Fig. 4)

(a) ChIP-seq tracks showing ARID3B can not bind at the *Gapdh* locus in OT-I; Cas9 CD8<sup>+</sup> T cells treated with control IgG or anti-HA antibody, with or without OVA peptide stimulation.

(b) ChIP-qPCR analysis of ARID3B binding at the *Gapdh* promoter in vector or HA-*Arid3b*-overexpressing OT-I; Cas9 CD8<sup>+</sup> T cells, with or without OVA treatment (n = 3 biologically independent samples).

Data are shown as means ± SEM. P value was determined by two-way ANOVA with Sidak's multiple comparisons (b). Source data are provided in Source Data file.

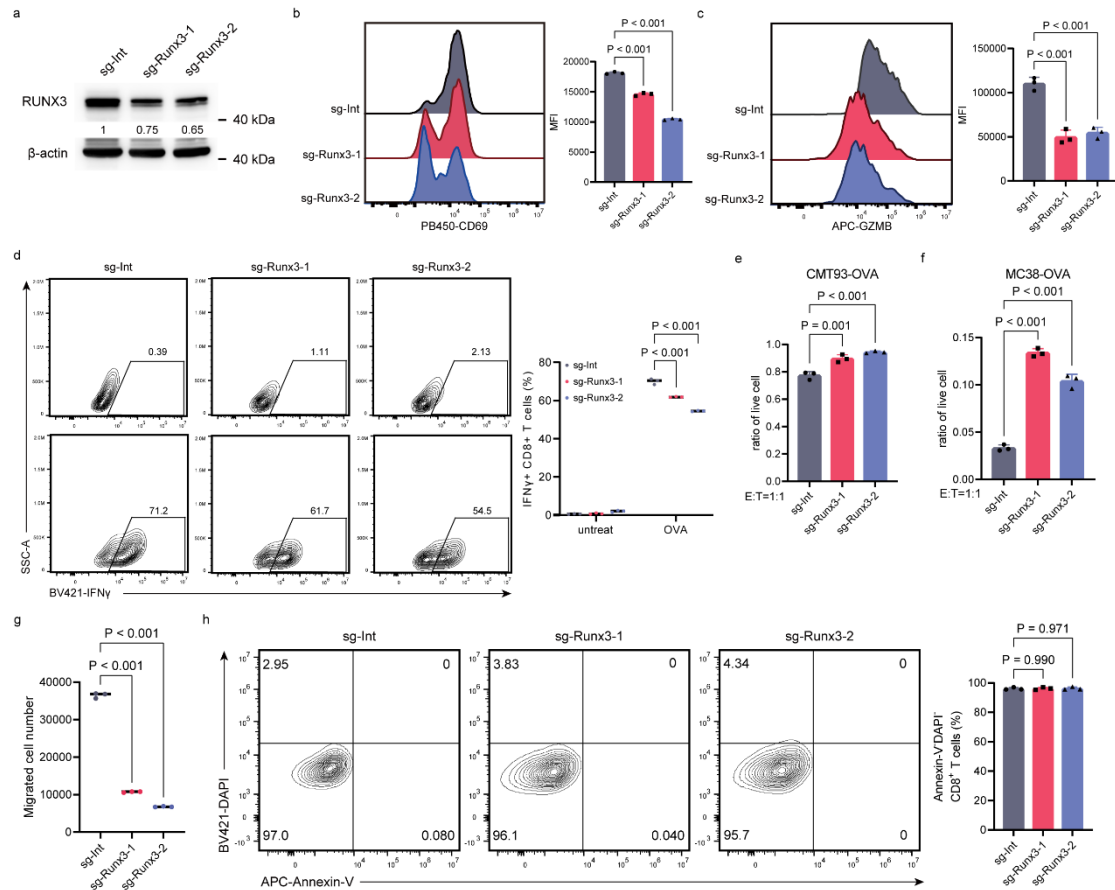

### Supplementary Figure 5. The knockout of *Runx3* suppresses mouse CD8<sup>+</sup> T cell effector function and migration.

(a) Western blot analysis of RUNX3 protein levels in OT-I; Cas9 CD8<sup>+</sup> T cells transduced with control sgRNA (sg-Int) or *Runx3*-targeting sgRNAs (sg-*Runx3*-1 or sg-*Runx3*-2).

(b) Expression of CD69 in OT-I; Cas9 CD8<sup>+</sup> T cells transduced with sg-Int or sg-*Runx3*-1/2, assessed by flow cytometry (n = 3 biologically independent samples).

(c) Expression of GZMB in OT-I; Cas9 CD8<sup>+</sup> T cells transduced with sg-Int or sg-*Runx3*-1/2, assessed by flow cytometry (n = 3 biologically independent samples).

(d) Frequency of IFN- $\gamma$ <sup>+</sup> cells in OT-I; Cas9 CD8<sup>+</sup> T cells transduced with sg-Int or sg-*Runx3*-1/2, assessed by intracellular cytokine staining (n = 3 biologically independent samples).

(e, f) T cell-mediated cytotoxicity assay evaluating the killing capacity of OT-I; Cas9 CD8<sup>+</sup> T cells transduced with sg-Int or sg-*Runx3*-1/2 against CMT93-OVA (e), and MC38-OVA (f) target cells (n = 3 biologically independent samples). E : T = 1:1.

(g) Quantification of migrated OT-I; Cas9 CD8<sup>+</sup> T cells transduced with sg-Int or sg-*Runx3*-1/2, determined by flow cytometry (n = 3 biologically independent samples).

(h) Frequency of Annexin-V<sup>+</sup> DAPI<sup>+</sup> cells in OT-I; Cas9 CD8<sup>+</sup> T cells transduced with sg-Int or sg-*Runx3*-1/2, assessed by flow cytometry (n = 3 biologically independent samples).

Data are shown as means  $\pm$  SEM. P value was determined by one-way ANOVA with Dunnett's multiple comparisons (b, c, e, f, g, h) or two-way ANOVA with Sidak's multiple

comparisons (d). Source data are provided in Source Data file.

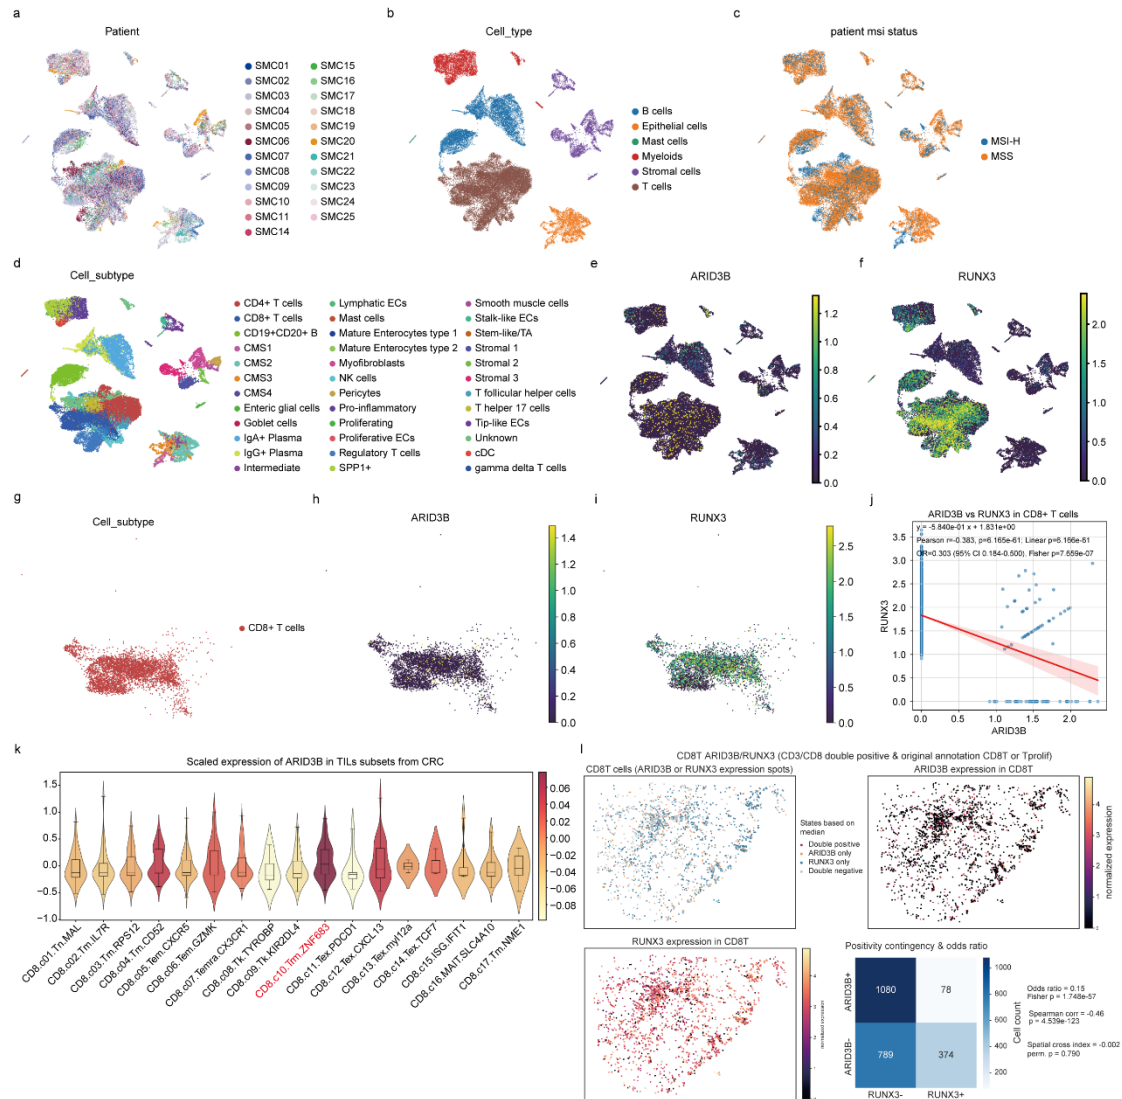

## Supplementary Figure 6. Additional analysis of human ARID3B and RUNX3 (Related to Fig. 7)

(a-d) Uniform Manifold Approximation and Projection (UMAP) plot of patient (a), cell type (b), MSI status (c), and cell subtype (d).

(e, f) The expression of ARID3B (e) and RUNX3 (f) in all cell subtypes.

(g) UMAP plot of CD8<sup>+</sup> T cells.

(h, i) The expression of ARID3B (h) and RUNX3 (i) in CD8<sup>+</sup> T cells.

(j) Correlation analysis of ARID3B and RUNX3 expression in CD8<sup>+</sup> T cells with nonzero expression of ARID3B or RUNX3.

(k) Scaled expression of ARID3B in tumor-infiltrating CD8<sup>+</sup> T cell subsets from CRC.

(l) Spatial analysis in MSS CRC revealed a negative association between ARID3B and RUNX3 in CD8<sup>+</sup> T cells. CD8<sup>+</sup> T cells were identified from the original CD8T or Tprolif annotations. Using the median expression of ARID3B and RUNX3 within CD8<sup>+</sup> T cells as thresholds, spots were classified as double-positive, ARID3B-only, RUNX3-only, or double-negative. ARID3B and RUNX3 expression in CD8<sup>+</sup> T cells were visualized, and odds ratios, Spearman correlations, and a spatial cross-correlation index were computed with corresponding P values.

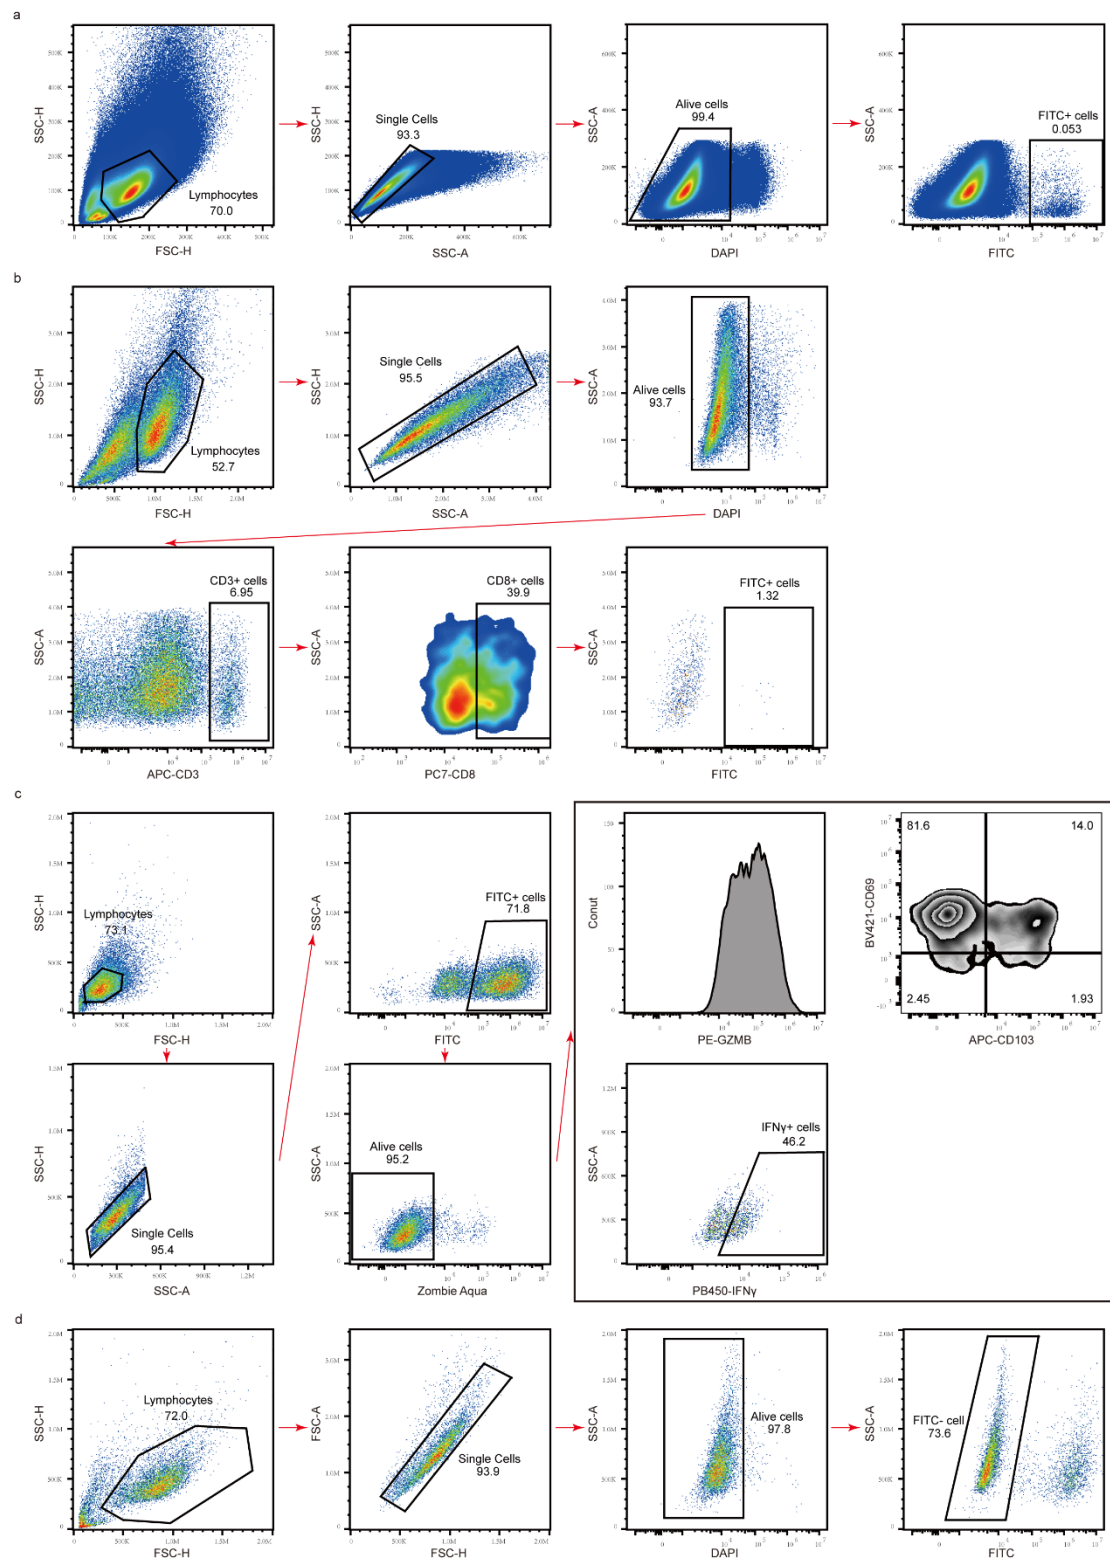

### Supplementary Figure 7. The gating strategy in this study.

(A) The gating strategy for in vivo CRISPR screening.

(B) The gating strategy for detecting the proportion of adoptively transferred CD8<sup>+</sup> T cells in tumor samples or among tumor-infiltrating lymphocytes *in vivo*. For B16F10-OVA tumor-bearing mice, the frequency of adoptively transferred GFP<sup>+</sup> CD8<sup>+</sup> T cells within the tumor-infiltrating CD8<sup>+</sup> cells (CD3<sup>+</sup>CD8<sup>+</sup>) is measured. For CMT93-OVA or

MC38-OVA tumor-bearing mice, the proportion of adoptively transferred GFP<sup>+</sup> CD8<sup>+</sup> T cells among tumor-infiltrating lymphocytes (CD45<sup>+</sup>) is determined. For NOG mice, the percentage of adoptively transferred GFP<sup>+</sup> CD8<sup>+</sup> T cells within the tumor sample is assessed.

(C) The gating strategy for *in vitro* assays to detect surface markers or cytokine secretion in CD8<sup>+</sup> T cells.

(D) The gating strategy for T-cell-mediated killing assay.

Supplementary Table 1 The primer sequence used in qPCR

| Primer name | Primer sequence                  |
|-------------|----------------------------------|
| Actb-F      | 5'-CGTTGACATCCGTAAAGACC-3'       |
| Actb-R      | 5'-AACAGTCCGCCTAGAAGCAC-3'       |
| Cd69-F      | 5'-CTGGTGAACCTGGAACATTGGATTGG-3' |
| Cd69-R      | 5'-CCTCACAGTCCACAGCGGTAAC-3'     |
| Cd103-F     | 5'-ATGTGGACTCTGGTGACTACTGTAG-3'  |
| Cd103-R     | 5'-TGCCATCTTCCTCCTCGTCTTC-3'     |
| Il2-F       | 5'-AGCAGGATGGAGAATTACAGGAACC-3'  |
| Il2-R       | 5'-AATCCAGAACATGCCGCAGAGG-3'     |
| Il10-F      | 5'-TGGACAACATACTGCTAACCGACTC-3'  |
| Il10-R      | 5'-GCCGCATCCTGAGGGTCTTC-3'       |
| Jak2-F      | 5'-GCTTGTGGTATTACGCCTGTGTATC-3'  |
| Jak2-R      | 5'-TGCCTGGTTGACTCGTCTATGTG-3'    |
| Runx3-F     | 5'-CGCAACGCTTCCGCTGTC-3'         |
| Runx3-R     | 5'-AAACTCTTCCCTCGCCCACTG-3'      |
| Stat3-F     | 5'-AATCTCAACTTCAGACCCGCCAAC-3'   |
| Stat3-R     | 5'-GCTCCACGATCCTCTCCTCCAG-3'     |
| Stat5a-F    | 5'-AGTCGGTGACGGAGGAGAAGTTC-3'    |
| Stat5a-R    | 5'-CGGTGGCAGTAGCATTGTGGTC-3'     |

# Supplementary material for: Arid3b suppresses CD8 + T cell infiltration and function in microsatellite-stable colorectal cancer via Runx3
**Source:** Nat Commun. 2026 May 15;17:6448. doi: 10.1038/s41467-026-73241-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** The sequences of non-targeting control sgRNAs used in CRISPR/Cas9 library screen.

# Supplementary material for: Arid3b suppresses CD8 + T cell infiltration and function in microsatellite-stable colorectal cancer via Runx3
**Source:** Nat Commun. 2026 May 15;17:6448. doi: 10.1038/s41467-026-73241-7
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection GSEA 4.3.3, R 4.4.1 and GraphPad Prism 10 were utilized for data analysis.

Data analysis Code for CRISPR screen, RNA-seq, and ChIP-seq analysis is available at [https://github.com/Steve-Luo55/MSS\\_crispr\\_screen\\_paper](https://github.com/Steve-Luo55/MSS_crispr_screen_paper)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The genomic and proteomic data generated in this study are publicly available as follows: The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (<https://proteomecentral.proteomexchange.org>) via the iProX partner repository with the dataset identifier PXD077233 [<https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX077233>]. The RNA-seq and ChIP-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession numbers GSE304035 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE304035>], GSE304750 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE304750>].

[www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE304750](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE304750)], and GSE328207 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE328207>]. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

For the subcutaneous tumor formation assay in mice, 5 or 6 mice were used per group. For other types of experiments, n = 3 was chosen.

### Data exclusions

Data were not excluded from analysis.

### Replication

All replication attempts were successful.

### Randomization

Age matched mice were allocated randomly to treatment or control group.

### Blinding

Investigators were not blinded for RNA-seq, ATAC-seq, and ChIP-seq, but the analysis pipelines were applied identically to all datasets. Tumor volume and tumor weight was measured by an operator blinded to the treatment or control group.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Anti-ARID3B (Bethyl Laboratories, A302-564A), used at 1:2000  
 Anti-RUNX3 (Abmart, T55395), used at 1:2000  
 Anti- $\beta$ -actin (Proteintech, 20536-1-AP), used at 1:5000  
 Anti-H3 (Proteintech, 4499), used at 1:5000  
 Anti-Flag (Cell Signaling Technology, 66008-4-Ig), used at 1:5000  
 Anti-HA (Cell Signaling Technology, 3724), used at 1:5000  
 Anti-Znf131 (ABclonal, A15331), used at 1:2000  
 APC-anti-mouse-CD3 (BioLegend, 100235), used at 1:200  
 PE/Cyanine7-anti-mouse-CD8a (BioLegend, 100721), used at 1:200  
 Brilliant Violet 421-anti-mouse-CD45 (BioLegend, 103133), used at 1:200  
 PE-anti-mouse-Granzyme B (BioLegend, 372214), used at 1:200  
 Brilliant Violet 421-anti-mouse-CD69 (BioLegend, 104527), used at 1:200  
 Brilliant Violet 421-anti-mouse-IFN- $\gamma$  (BioLegend, 505829), used at 1:200  
 APC-anti-mouse-CD103 (BioLegend, 110905), used at 1:200  
 PE-anti-mouse-TIGIT (Vstm3) (BioLegend, 156103), used at 1:200  
 Brilliant Violet 421-anti-mouse-CD366 (TIM-3) (BioLegend, 134019), used at 1:200  
 PE/Cyanine7-anti-human-CD69 (BioLegend#310911), used at 1:200  
 PE/Cyanine7-anti-human-IFN- $\gamma$  (BioLegend#506517), used at 1:200  
 APC-anti-human/mouse-Granzyme B (BioLegend#372203), used at 1:200

## Validation

All antibodies were validated by the manufacturers.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

CMT93 cells (mouse, gifts from Pan lab (Deng Pan, Tsinghua University))  
 MC38 cells (mouse, gifts from Pan lab (Deng Pan, Tsinghua University))  
 B16F10 cells (mouse, gifts from Pan lab (Deng Pan, Tsinghua University))  
 293T cells (human, gifts from Pan lab (Deng Pan, Tsinghua University))  
 SW480 cells (human, maintained in our laboratory)  
 Caco-2 cells (human, maintained in our laboratory)

## Authentication

Cell lines were provided by trusted researchers.

## Mycoplasma contamination

Cell lines were not tested for mycoplasma contamination but no indication of contamination was observed.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

OT-I;Cas9, Rag1<sup>-/-</sup>, wild-type C57BL/6J, and NOG mice, both sexes, between the ages of 6-8 weeks were used for the study.

## Wild animals

No wild animals were used in this study.

## Reporting on sex

Both sexes were used in this study.

## Field-collected samples

No field-collected samples were used in this study.

## Ethics oversight

The mouse work was performed under the study protocol AAIS-Zengzx-01, as approved by the Institutional Animal Care and Use Committee (IACUC) of Peking University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                             |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | ChIP-seq data is deposited at GEO (GSE304035)<br>Token code: wbyjoeuxfyhtcr                                                                                                                                 |
| Files in database submission                                       | Provide a list of all files available in the database submission.                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents. |

### Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Each experimental condition consisted of three independent replicates, with a high degree of reproducibility observed among three replicates.                                                                                                                                                                                                                                  |
| Sequencing depth        | Raw double-end 50-bp sequences were filtered by quality (Q >30) and length (length > 20 bp) with Trim Galore. Total filtered sequences, which ranged between 32 and 55 million per sample, were aligned against the reference genome (mm10 release) with Bowtie2.                                                                                                              |
| Antibodies              | Anti-HA (Cell Signaling Technology, 3724)<br>Anti-IgG (Cell Signaling Technology, 2729)                                                                                                                                                                                                                                                                                        |
| Peak calling parameters | MACS2 was used for peak calling on uniquely aligned reads for each replicate with a p-value threshold of 0.05 (-p 0.05), genome size set to 2.65e9 (-g 2652783500), and duplicates handled automatically (--keep-dup auto). Pileup signal tracks were generated using the -B option. Peak annotation was performed with ChIPseeker, GenomicFeatures and org.Mm.eg.db packages. |
| Data quality            | MACS2 was used for peak calling on uniquely aligned reads for each replicate with a p-value threshold of 0.05.                                                                                                                                                                                                                                                                 |
| Software                | Peak annotation was performed with ChIPseeker, GenomicFeatures and org.Mm.eg.db packages. Peaks heatmaps and differential peak analysis were performed with the DiffBind package. bigWig files from biological replicates were merged using bigWigMerge and bedGraphToBigWig.                                                                                                  |

## Flow Cytometry

### Plots

- Confirm that:
- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                           |
|--------------------|-----------------------------------------------------------------------------------------------------------|
| Sample preparation | 1.Primary OT-1;Cas9 CD8+ T cells were isolated from spleens and peripheral lymph nodes of OT-1;Cas9 mice. |
|--------------------|-----------------------------------------------------------------------------------------------------------|

|                           |                                                                                                                                                                                                                                                                                                                                            |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | 2.Subcutaneous tumor tissues were obtained after euthanasia of mice and dissociated into single-cell suspensions.                                                                                                                                                                                                                          |
| Instrument                | BECKMAN COULTER CytoFLEX flow cytometry                                                                                                                                                                                                                                                                                                    |
| Software                  | CytExpert software. Analysis of all flow cytometry data was done using FlowJo v10.8.1                                                                                                                                                                                                                                                      |
| Cell population abundance | not relevant                                                                                                                                                                                                                                                                                                                               |
| Gating strategy           | In general, cells were first gated on FSC/SSC. Single cells were gated using FSC-H/FSC-A or SSC-H/SSC-A. Then, use DAPI or Zombie-NIR to distinguish live and dead cells. When detecting intracellular proteins, use Zombie-NIR. When detecting membrane proteins, use either DAPI or Zombie-NIR depending on the antibody staining panel. |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

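RNA was sequenced from sorted OT-I CD8⁺ T cells that carried sg-Int or sg-*Arid3b* and had been kept alone or with CMT93-OVA cells for 4 h, with 3 libraries in each of the 4 groups. The paper describes the libraries as biologically independent samples. Whether they came from separate animals or separate transductions is not given in the sources used here. The p-values thus measure the spread between libraries, which may be that within 1 culture per genotype. Groups were taken from the sample labels, all 12 columns of the count table were used, and the investigators were not blinded. The authors aligned the reads and estimated the expression of each gene, and deposited expected counts per gene from Salmon (67.1% of the nonzero values are whole within 0.0005). The submitters' processing notes name STAR 2.6.1d, Salmon 0.13.1, DESeq2 1.34.0 and the build GRCm38 (mm10), and neither the annotation release nor the strand setting of the counting is given in the sources used here.

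The expected counts were rounded to whole numbers and fitted in R 4.3.3 with edgeR 4.0.16, with TMM factors (0.924 to 1.05), edgeR's own filter on low counts over the 4 groups, and a robust quasi-likelihood model with 1 coefficient per group on 8 residual degrees of freedom. The filter kept 13709 of 55291 genes, and the biological coefficient of variation common to them was 0.0466. Totals were 15506758 to 16496832 counts in sg-Int cells alone, 15147589 to 16503932 in sg-Int cells after co-culture, 16419530 to 16814017 in sg-*Arid3b* cells alone and 16007704 to 16413245 in sg-*Arid3b* cells after co-culture. These contrasts were tested: co-culture against cells alone in each genotype, sg-*Arid3b* against sg-Int in each condition, and the interaction of genotype and co-culture. P-values were adjusted over all tested genes by the Benjamini-Hochberg method, with calls at an adjusted p under 0.05. Counts set beside the paper's also ask for an absolute log2 fold change above 1 for co-culture and above 0.4 between genotypes. The same test was run on simulated counts with the real totals and an assumed spread near the measured one. Their means were the same in both genotypes outside the changed genes. The test recovered 65 of 67 genes changed by 1.5-fold (97.0%), 67 of 67 at 2-fold and 66 of 66 at 4-fold. It made 9 false calls among 13709 genes, and 0 calls with edgeR on simulated counts without changes. Recovery was not split by expression level, so it is not known for genes at low counts.

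A set of 35 gene lists was written from general knowledge or, for 3 of them, from the genes the study labels or names, before the data were examined, as were the design of each test, the alternatives and the rule for naming genes. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and adjusted over the lists of a comparison, and again with an estimated correlation, with fry and with fgsea 1.28.0. Of the 35 lists, camera called 17 in sg-Int co-culture and 12 with an estimated correlation, and it called 22 and 10 in sg-*Arid3b* co-culture, 16 and 10 between genotypes in cells alone, 23 and 16 between genotypes after co-culture, and 22 and 8 for the interaction. All 35 are reported for the genotypes after co-culture, and those reported for the other comparisons were chosen after the list results were seen. Some genes stand in several lists.

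The rule names *Arid3b*, *Runx3*, the genes the study names in its text, labels in Fig. 3a or 3b or measures by RT-qPCR, and *Il10*, *Ifng*, *Gzmb*, *Havcr2* and *Gapdh*. It adds for each comparison of 2 groups the 8 largest rises and 8 largest falls among called genes with a mean of at least 5 CPM in the libraries compared whose 3 libraries of 1 group all lie above the other 3. For the interaction it adds the 5 largest each way among called genes with a mean of at least 5 CPM over all libraries, leaving out genes without a name of their own. For each list reported it takes up to 4 called members with the largest changes, and *Epcam*, *Krt8* and *Krt18*. Some genes that the rule or a test covers are not reported here. Values in the study's figures had been seen when the rule was written. Where 5 or fewer members of a list changed on 1 side they are named as well, and these, and the genes with opposite changes in the 2 genotypes, were chosen after their values were seen. *Gapdh* did not differ between the genotypes after co-culture (-0.03, adjusted p = 0.500).

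A fold change against a group with 0 counts is given as a lower bound against a floor of 3 counts over the group, and one against 1 to 3 counts as a ratio with a 95% exact counting interval, both of which cover counting error only. Coordinates come from GENCODE M21 on GRCm38, in which 53292 of the 55291 symbols (96.4%) were found. Reads are shared between near-identical genes such as *Gzmc*, *Gzmd*, *Gzme*, *Gzmf* and *Gzmg*, or *Hspa1a* and *Hspa1b*, and between genes with overlapping exons, such as *Tm7sf2*, *Fdft1*, *Mest*, *Esrp2*, *Baiap3*, *Ccne2*, *Pcca*, *Col4a1* and *Col4a2*, so the counts of these depend on how the authors' tools divided the reads. Replicate numbers were not seen to pair the libraries. Of 18 pairs with the same number in different groups, 1 had a correlation above 0.1 after group means were removed (-0.19 to 0.17, median -0.064). No library was most similar to the ones with its own number. A replicate block was therefore fitted only as an alternative. Of 36 pairs with different numbers, 8 were above 0.1 (-0.17 to 0.33, median -0.0023). Shared structure that does not follow the numbers was thus not excluded. The alternatives were DESeq2 1.42.0, limma-voom, RLE and upper-quartile factors, library totals alone, other filters on low counts, thinning of every library to the smallest total, only the 2 groups compared, a replicate block, unadjusted p, other fold change limits, a removal of GC and length trends, only genes expressed in all cells alone, and each library left out in turn. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The gene signatures of Figs. 4f and 5a and the KEGG sets of Fig. 3c were not at hand and the paper's enrichment scores were not recomputed.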

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

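The share of epithelial and matrix genes that rose with co-culture, the level of B cell genes, and the tests with GC and length trends removed or over genes at 1 CPM or more in cells alone were chosen only after the data were seen, and the other tests before their results were.

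Far more genes differed between sg-*Arid3b* and sg-Int cells after co-culture than in cells alone, and co-culture itself acted differently in the 2 genotypes for 3744 genes by the interaction test. The tables argue against library size, since with every library thinned to the smallest total the number called after co-culture was still 4.37 times that in cells alone. They also argue against GC content or gene length, with a ratio of 4.20 once the GC and length trend of each library was removed. Over genes at 1 CPM or more in every library of cells alone the ratio was 4.10, so genes under that level did not account for the pattern. Tumor RNA of genes that T cells express too stays open, as does a response to the tumor cells that depends on *Arid3b*, which the design names. A different number of tumor cells met or bound per T cell in the 2 genotypes was not tested.

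Epithelial and matrix genes, which the paper does not discuss, appeared in the sorted co-cultured libraries: 18 of them were under 1 CPM in every library of cells alone and higher with co-culture in both genotypes. That all of them rose (100%) decides nothing about RNA or cells of the co-cultured carcinoma line, since 0 of the 18 would pass edgeR's filter on low counts in the cells alone, and 22 more list members under that level did not pass it with all libraries. Over the 6 co-cultured libraries, within groups, these members had a median pairwise correlation of 0.599, against -0.10 to 0.17 for the middle 95% of random sets of genes at like levels, consistent with 1 source that varies between libraries. *Krt8* stood at 30.0 ± 2.91 CPM in sg-Int and 36.2 ± 7.87 in sg-*Arid3b* cells after co-culture, and *Sparc* at 29.2 ± 1.21 and 36.5 ± 5.34 (SD, n = 3 each). Material of that line, which the sort by flow cytometry would remove, and an induction in T cells both stay open. *Epcam*, *Cdh1*, *Jup*, *Lgals4* and *Tjp1*, which T cells kept alone also expressed, fell with co-culture in sg-Int cells. In sg-*Arid3b* cells, 15 of the 19 epithelial genes measured rose and 3 fell, so not all of these falls were called there.

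Interferon-stimulated genes were higher in sg-*Arid3b* cells alone, 28 of the list's 34 measured members, and the paper does not report them. B cells in the sort are not borne out by *Cd79a*, *Cd79b* or *Ms4a1*, whose highest level in an sg-*Arid3b* library of cells alone was 0.863 CPM. However, 3 of 4 measured genes of MHC class II and B cells were higher there than in sg-Int cells alone, and 0 were lower. These, as called by edgeR, were *Cd74*, *H2-Ab1* and *Ighm*. DESeq2 and limma-voom each called 2 higher and 0 lower, without *Cd74*, which also lost its call with most single libraries left out. A source in B cells or other antigen-presenting cells thus stays open. A single library did not carry the interferon result. With any 1 of the 6 libraries left out, the highest adjusted p of the interferon list from camera was 2.25e-36. GC content or gene length did not carry it either, since 27 members of that list were still called higher with those trends removed. An interferon made in the sg-*Arid3b* cultures, an effect of Cas9 cutting at *Arid3b*, which the intergenic guide does not share, or a difference between cultures handled apart may each be behind it, and none was tested. As the 3 libraries of each genotype come from cultures whose handling is not given in the sources used here, a difference between cultures and an effect of the guide stay open.

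The interaction was also called for genes named in the text or on its lists, given here as log2 terms, positive where co-culture acted more in the upward direction in sg-*Arid3b* cells. Positive terms were *Il4i1* (3.69), *Klf2* (2.59), *Esrp2* (2.49), *Mest* (2.40), *Ccl1* (2.22), *Jup* (2.22), *Il10* (2.09), *Pld4* (2.08), *Adgre5* (1.93), *Odaph* (1.66), *Ly6g* (1.65), *Baiap3* (1.62), *Nfkbid* (1.46), *Ccl4* (1.43), *Dusp1* (1.339), *Il24* (1.33), *Sgk1* (1.27), *Csf2* (1.27), *Avil* (1.25), *Nr4a1* (1.22), *Epcam* (1.20), *Ccr4* (1.18), *Il1rl1* (1.11), *Tnf* (1.11), *Man1c1* (1.09), *Nr4a2* (1.01), *Tm7sf2* (1.01), *Pdgfb* (0.99), *Itgb7* (0.97), *Kit* (0.96), *Jak2* (0.93), *Crtam* (0.93) and *Cdh1* (0.92). Next came *Cxcr3* (0.87), *Rel* (0.87), *Cd160* (0.84), *Bcl6* (0.84), *Eya2* (0.76), *Gzmg* (0.76), *Stat5a* (0.76), *Sesn2* (0.74), *Hk2* (0.72), *Nfkb1* (0.72), *Gzmc* (0.71), *Slc16a1* (0.69), *Ltb* (0.69), *Id2* (0.69), *Fcer1g* (0.67), *Igfbp4* (0.67), *Cd68* (0.66), *Cd5* (0.66), *Traf4* (0.65), *Rgs2* (0.64), *Tbx21* (0.63), *Runx1* (0.62), *Gzmf* (0.61), *Eomes* (0.61), *Csf1* (0.61), *Plk2* (0.61), *Tnfaip3* (0.59), *Mx1* (0.59), *Chac1* (0.58), *Smad7* (0.54), *Tnfsf14* (0.52), *Cish* (0.51) and *Atf5* (0.51). The smaller positive terms were *Ctsw* (0.49), *Vsir* (0.48), *Pfkfb3* (0.48), *Ier5* (0.47), *Prf1* (0.47), *Il2rb* (0.45), *Havcr2* (0.42), *Fdps* (0.42), *Slc3a2* (0.41), *Notch1* (0.40), *Cd69* (0.40), *Insig1* (0.39), *Nkg7* (0.39), *Cdkn1a* (0.38), *Birc3* (0.37), *Runx3* (0.34), *Stat3* (0.34), *Gzme* (0.31), *Ifih1* (0.30), *Gzmd* (0.29), *Idi1* (0.27), *Sidt1* (0.27), *Klrd1* (0.26), *Cd6* (0.24), *Cbfb* (0.24), *Trdc* (0.23), *Jun* (0.23), *Lta* (0.22), *Hsp90aa1* (0.20), *Trac* (0.17), *Runx2* (0.17), *Slc2a3* (0.14) and *Hspa5* (0.13). Negative terms were *Gipr* (-3.58), *Itga7* (-3.53), *Gm45745* (-2.82), *Fscn1* (-1.62), *Abhd18* (-1.48), *Tmem241* (-1.37), *Cep97* (-1.29), *Pafah2* (-1.29), *Kcnj8* (-1.26), *Cd74* (-1.24), *Ifi44* (-1.17), *Pcca* (-1.15), *Dna2* (-1.13), *Bcl7a* (-1.06), *Cxcl10* (-1.001), *Ifit3* (-0.997), *Cdk2* (-0.91), *Podnl1* (-0.85), *Fdft1* (-0.79), *Zbtb7b* (-0.71), *Cdc6* (-0.69), *Ccne2* (-0.69), *Tigit* (-0.68), *Lss* (-0.68), *Isg15* (-0.65), *Slc16a3* (-0.63), *Ccr2* (-0.60), *Tpi1* (-0.57), *P4ha2* (-0.56), *Mcm3* (-0.53), *Lair1* (-0.51), *Bcl2* (-0.48), *Inpp4b* (-0.44), *Ddit3* (-0.44), *Ddit4* (-0.44), *Chordc1* (-0.43), *Nfil3* (-0.41), *Casp8* (-0.38), *Fasl* (-0.31), *Top2a* (-0.29), *Entpd1* (-0.28), *Kif11* (-0.25), *Mki67* (-0.25), *Hspe1* (-0.24), *Mapk14* (-0.23), *Cd28* (-0.18), *Unc13d* (-0.17), *Tjp1* (-0.17) and *Ccng1* (-0.16). Terms of genes with at most 3 counts in a group depend on the prior count and are no bounds: *Dlc1* (3.79), *Rbpms2* (3.51), *P2rx7* (3.13), *Insm1* (2.27) and *Nos2* (-4.77).

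Other divisions of the 6 libraries of a comparison into 3 and 3 number 10 with the real one, too few for a share under 0.05, and in each case below 1 of the 10, the real one, gave as large a result unless stated. Co-culture called 10356 genes in sg-Int cells (highest other 0), 3928 with the fold change limit (highest other 0), and 10852 (1) and 4646 (1) in sg-*Arid3b* cells. Between genotypes the real division called 1183 genes in cells alone (1) and 274 with the limit (1), and after co-culture 4948 (0) and 1817 (0). For lists, the camera p-values of the real division and the smallest of the others, from permutation of the libraries, were 1.6e-06 and 3.5e-04 for circulating genes and 3.0e-42 and 2.6e-08 for interferon genes in cells alone. For genes activated by RUNX3 in cells alone they were 0.104 and 0.0692, with 2 of 10 divisions giving as small a p. After co-culture they were 1.2e-14 and 6.2e-05 for cytokines and receptors, 4.8e-14 and 2.9e-05 for JAK-STAT, 1.4e-09 and 1.5e-04 for interleukin-17, 4.3e-10 and 0.00353 for PI3K-AKT, 1.9e-08 and 0.00104 for T cell receptor signals, 5.3e-30 and 7.9e-07 for residency and 7.8e-08 and 8.9e-06 for genes activated by RUNX3. For the interaction, 100 of 200 regroupings of the genotype within each condition were drawn, where an exchange of the 2 genotype names in both conditions makes no new one, and 1, the real one, called as many as 3744 genes, with 2600 in the highest other drawn, so chance in the grouping can be excluded for that count. The regrouping with the genotypes exchanged in cells alone only, which keeps each real group together, was not among those drawn and called 3554.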

How the results depend on the processing

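The alternatives with only genes at 1 CPM or more in every library of cells alone, with GC and length trends removed and with library totals alone were chosen after the data were seen, and the rest before. Over the planned and added alternatives other than leaving out a library, 105 counts and correlations moved little and 13 moved, 301 list tests kept direction and call while 13 gained a call, 14 lost it and 6 reversed, and 1964 values of named genes kept both while 3 gained a call, 47 lost it and 8 reversed. With 1 library left out, 72 counts and correlations moved little and 9 moved, 348 list tests kept both while 4 gained a call, 4 lost it and 4 reversed, and 2045 gene values kept both while 4 gained a call, 149 lost it and 10 reversed. With at least 10 counts in every library, which drops genes absent from cells alone, genes past the limits were 2310 in sg-Int and 2942 in sg-*Arid3b* co-culture, 1994 were shared, the Spearman correlation between the genotype effect after co-culture and the co-culture effect was 0.197, and the epithelial list in sg-Int co-culture (adjusted p = 0.781) and the interferon list after co-culture (0.375) reversed. Over genes at 1 CPM or more in cells alone, 2555 passed in sg-Int co-culture. Other limits changed counts by construction: above 0.4, 7865 passed in sg-Int and 8662 in sg-*Arid3b* co-culture; above 1, 58 passed between genotypes in cells alone and 287 after co-culture; with an unadjusted p, 581 passed in cells alone (494 with DESeq2), and above 1, 147 in cells alone and 356 after co-culture. The interferon list after co-culture, not called, reversed with fry (adjusted p = 0.671) and with the replicate block (0.999), and leaving out a library gave 0.333 to 0.980. For the interaction, the circulating list reversed with fry (0.951) and fgsea (0.661), at 0.658 to 0.993 with a library left out, and the cytotoxic list after co-culture ranged from 0.0685 to 0.959. Genes called between genotypes in cells alone numbered 698 to 1154 with a library left out, and the Spearman correlation was 0.118 to 0.181. *Arid3b* in cells alone, at 0.27, was called with only the 2 groups compared (adjusted p = 0.0300), and after co-culture its log2 fold change was -0.036 with upper-quartile factors, -0.016 with the 2 groups compared and -0.0913 to 0.1297 with a library left out. In sg-Int co-culture *Arid3b* was at 0.195 to 0.415 with a library left out, the lowest without sg-Int co-cultured replicate 3 (adjusted p = 0.0771), and *Cd69* at -0.0288 with upper-quartile factors. *Runx3* in sg-*Arid3b* co-culture, not called, was at 0.00926 with DESeq2, 0.00922 with RLE factors and -0.0518 to 0.00756 with a library left out, and was called lower with upper-quartile factors (adjusted p = 0.00435). Between genotypes in cells alone, *Stat3* was at 3.77e-04 with upper-quartile factors and -0.0230 to 0.00877 with a library left out, and *Bcl6* at -0.0713 to 0.308. *Havcr2* after co-culture was at 0.0029 with DESeq2, 0.0030 with RLE factors and -0.0307 to 0.0282 with a library left out. *Gzmb* after co-culture was called with DESeq2 (adjusted p = 0.0293) and without sg-Int co-cultured replicate 2 (0.0486) or sg-*Arid3b* co-cultured replicate 3 (0.0130), and *Krt8* and *Krt18* without sg-*Arid3b* co-cultured replicate 1 (2.8e-04 and 0.0241). With the replicate block, 253 genes passed the limits between genotypes in cells alone and 3918 in sg-Int co-culture, and the calls of *Col4a2* (adjusted p = 0.0604) and *Itgb1* (0.0596) after co-culture, of *Il2rb* (0.0519) in cells alone and of *Gm45745* (0.0530) in sg-Int co-culture ended. In sg-*Arid3b* co-culture the median log2 fold change of all genes was 0.004 with TMM factors, -0.11 with upper-quartile factors and -0.15 with library totals alone. For the interaction it was 0.008 with TMM factors and -0.11 with library totals alone, so directions are relative to TMM factors. The interaction called 1645 positive and 2092 negative terms with upper-quartile factors, and 1147 and 3052 with library totals alone. Between genotypes, library totals alone gave 678 genes higher and 428 lower in cells alone, and 1659 higher and 3862 lower after co-culture. The causes of these changes were not tested beyond what the settings themselves fix. Whether depth limits the comparison for genes with fewer than 10 counts in a library was not tested.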

Differences from the paper's values

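None of the paper's counts differed by more than 1.5 times from those of edgeR with an adjusted p at the thresholds used here. For co-culture in sg-Int cells the paper's count is 3954 (1940 higher and 2014 lower) and the value here 3928 (1806 and 2122), and in sg-*Arid3b* cells the paper's is 4729 (2348 and 2381) and the value here 4646 (2163 and 2483). The paper's shared set is 3291 genes, 83.2% and 69.6% of the 2 sets, and the one here 3470, 88.3% and 74.7%. Between genotypes, the paper's counts are 381 in cells alone and 1691 after co-culture, and it does not state the thresholds behind these counts. Those here were 274 and 1817 at an adjusted p under 0.05 and an absolute log2 fold change above 0.4. The paper's 381 lies between the 274 here and the 581 found with an unadjusted p in place of an adjusted one. None of the alternatives set before the data were examined reached it exactly (236 with DESeq2, 494 with an unadjusted p from DESeq2). More than 1.5 times away from it were 581, 236, 244 with at least 10 counts in every library and 253 with the replicate block. So were 58 with an absolute log2 fold change above 1, and 147 with that limit and an unadjusted p. With 1 library left out the count was 205 to 279. It was more than 1.5 times away in every such case except without sg-*Arid3b* untreated replicate 3 (279). Every gene the paper's text names from RNA-seq as higher or lower in sg-*Arid3b* cells after co-culture had that direction and was called. By flow cytometry the paper also reports more GZMB and a modestly lower share of TIM-3-positive cells with *Arid3b* knockout. The mRNAs of *Gzmb* and *Havcr2* were not called by edgeR after co-culture. Protein was not measured here, so these results cannot be set beside each other. For genes activated by RUNX3, the paper states an enrichment with and without co-culture, for a larger signature that is not at hand. The list of 12 such genes used here was called after co-culture and not in cells alone, where camera gave adjusted p = 0.166.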

Other observations

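The lists reported here for cells alone and for the interaction were chosen after the list results were seen, while the lists themselves and the correlation at the end were set before. In cells alone, genes of the interferon response were higher in sg-*Arid3b* than in sg-Int cells: 28 were higher and 0 lower (29 and 0 adjusted over the list alone) of 34 measured (camera, adjusted p = 1.1e-40, and adjusted p = 0.00462 with an estimated correlation). Beside the 0 from edgeR, other counts were 0 lower by DESeq2 and by limma-voom, and 0 by edgeR at an unadjusted p under 0.05. They included *Isg15*, which encodes a ubiquitin-like protein (0.83), *Oas2*, a sensor of double-stranded RNA (0.77), *Cxcl10*, a chemokine (0.69), and *Ifit3*, a protein that binds viral RNA (0.68), with adjusted p from 2.2e-09 to 0.0282. After co-culture the same list was split, 14 were higher and 8 lower (14 and 8 adjusted over the list alone), with a median of 0.11, a mean of -0.01 and a test in the downward direction (adjusted p = 0.892), and *Batf2* (-1.66), *Cxcl9* (-1.45) and *Ifi44* (-0.77) lower and *Mx1* (1.02) higher. The interaction was negative for 15 and positive for *Ifih1* (0.30) and *Mx1* (0.59) (17 and 2 adjusted over the list alone, adjusted p = 3.2e-06, and adjusted p = 0.0880 with an estimated correlation). Genes of MHC class II and B cells moved with them in cells alone, 3 of 4 higher (the same count adjusted over the list alone, adjusted p = 8.1e-08): *Cd74* (1.32) and *H2-Ab1* of antigen presentation, and *Ighm* (0.69), an immunoglobulin chain, at 45.8 against 28.3 CPM. After co-culture *H2-Ab1* (0.61) and *Ighm* (0.35) were higher, with none lower by edgeR (0 lower by DESeq2 and by limma-voom, and 0 by edgeR at an unadjusted p under 0.05; the same counts adjusted over the list alone, adjusted p = 0.509, but adjusted p = 0.00669 with fry).

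Of 26 genes of cytotoxic effector molecules in sg-*Arid3b* cells alone, 1 was higher and 11 lower (4 and 12 adjusted over the list alone, adjusted p = 7.1e-21, and adjusted p = 0.0221 with an estimated correlation), with *Gzmg* (-0.77), *Gzmd* (-0.76) and *Gzmc* (-0.76), which share reads with each other and with *Gzmf*, and *Klrd1* (0.36), which encodes the receptor CD94, as the higher one. After co-culture, 10 were higher and 5 lower (11 and 6 adjusted over the list alone, adjusted p = 0.252, but adjusted p = 0.0475 with fry), with *Klrd1* (0.61) and *Ctsw* (0.47) higher and *Gzmd* (-0.47), *Gzme* (-0.41), *Gzmf* (-0.25), *Unc13d* (-0.26) and *Fasl* lower. *Gzmb*, which encodes a granzyme of effector cells, was not called (0.11, adjusted p = 0.145). Cell cycle and replication genes were lower in sg-*Arid3b* cells after co-culture, 17 of 36 (20 adjusted over the list alone, adjusted p = 1.5e-09, and adjusted p = 0.1204 with an estimated correlation), as for *Cdk2* (-0.74), *Cdc6* (-0.70), *Ccne2* (-0.61) and *Mcm3* (-0.58), and *Cenpf* (0.27) was the only one higher. Cholesterol genes were lower in 14 of 24 cases (16 adjusted over the list alone, adjusted p = 4.3e-05, and adjusted p = 0.0318 with an estimated correlation), as for *Fdft1* (-0.83) and *Lss* (-0.71), and higher in 5, among them *Fdps* (0.39), *Idi1* (0.29), *Insig1* (0.28) and *Tm7sf2* (0.77). *Cxcl10* lost its call in cells alone with limma-voom (adjusted p = 0.218) and without sg-Int untreated replicates 2 (0.0698) and 3 (0.133) and sg-*Arid3b* untreated replicates 1 (0.134) and 3 (0.105). *Cd74* was no longer called in cells alone with DESeq2 (adjusted p = 0.0541), with limma-voom (0.156) and without sg-Int untreated replicates 1 (0.116), 2 (0.107) and 3 (0.0915) and sg-*Arid3b* untreated replicates 1 (0.0511) and 3 (0.267). *Ighm* did not keep its call after co-culture with DESeq2 (adjusted p = 0.0626), with limma-voom (0.0940), with upper-quartile factors (0.0660), with only the 2 groups compared (0.155) and without sg-Int co-cultured replicates 1 (0.0629) and 3 (0.146) and sg-*Arid3b* co-cultured replicates 1 (0.0691) and 3 (0.148). *Cenpf* missed the threshold after co-culture with only the 2 groups compared (adjusted p = 0.0597) and without sg-Int co-cultured replicate 1 (0.0632) and sg-*Arid3b* co-cultured replicate 3 (0.116). *Tm7sf2* lost its call after co-culture without sg-Int co-cultured replicate 3 (adjusted p = 0.0560) and sg-*Arid3b* co-cultured replicate 3 (0.126). *Ifih1* was no longer called for the interaction without sg-Int untreated replicate 2 (adjusted p = 0.0711), sg-Int co-cultured replicate 1 (0.0504), sg-*Arid3b* untreated replicate 3 (0.0649) and sg-*Arid3b* co-cultured replicate 1 (0.0798). *Mx1* did not keep its call for the interaction without sg-Int untreated replicates 1 (adjusted p = 0.0626), 2 (0.0544) and 3 (0.0626), sg-Int co-cultured replicates 1 (0.0754) and 3 (0.0769) and sg-*Arid3b* untreated replicates 1 (0.0564) and 3 (0.0541).

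The remaining lists between genotypes after co-culture follow. Glycolysis genes were 9 lower, as for *Tpi1* (-0.54) and *Slc16a3* (-0.50), and 4 higher, *Slc16a1* (0.59), *Pfkfb3* (0.56), *Hk2* (0.35) and *Slc2a3* (0.41), of 19 (the same counts adjusted over the list alone, adjusted p = 0.184, but adjusted p = 0.00259 with fry). Among 20 genes of the integrated stress response, 7 were higher and 5 lower (7 and 5 adjusted over the list alone, adjusted p = 0.0664), with *Atf5* (0.64), *Sesn2* (0.52), *Chac1* (0.43) and *Slc3a2* (0.39) higher and *Ddit3* (-0.29), *Ddit4* (-0.31), *Pck2* (-0.17), *Phgdh* (-0.09) and *Psat1* (-0.14) lower, and the list passed with fry (4.4e-04), fgsea (0.0218) and without sg-Int co-cultured replicate 1 (0.0219) or sg-*Arid3b* co-cultured replicate 3 (0.0457), each an adjusted p. Heat shock genes were higher for *Hsp90aa1* (0.16) and *Hspa5* (0.09) and lower for *Chordc1* (-0.33), *Hspe1* (-0.24) and *Hsph1* (-0.16) of 14 (the same counts adjusted over the list alone, adjusted p = 0.362). Of 20 p53 targets, 6 were higher and 2 lower (6 and 3 adjusted over the list alone), with a median of -0.02, a mean of 0.09 and a test upward (adjusted p = 0.0752), where *Plk2* (0.77), *Trp53inp1* (0.43) and *Cdkn1a* (0.42) were higher and *Ccng1* (-0.11) and *Polk* (-0.21) lower, and it passed with fry (4.3e-05), fgsea (0.0135) and without sg-*Arid3b* co-cultured replicate 1 (0.0470).

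Epithelial markers were higher in 8 of 19 cases and lower in none by edgeR after co-culture (0 lower by DESeq2 and by limma-voom, and 1 by edgeR at an unadjusted p under 0.05; the same counts adjusted over the list alone, adjusted p = 0.0147, and adjusted p = 0.117 with an estimated correlation, and adjusted p = 0.0517 over genes with at least 10 counts in every library), as for *Esrp2* (1.49), *Jup* (0.92), *Epcam* (0.86) and *Cd24a* (0.86), while *Krt8* (0.27, adjusted p = 0.320) and *Krt18* (0.25, adjusted p = 0.228) were not called. Matrix genes higher were *Ccn1* (0.88), *Thbs1* (0.75), *Col4a2* (0.34), *Col3a1* (0.33) and *Sparc* (0.32) of 14 (the same count adjusted over the list alone, adjusted p = 0.117, but adjusted p = 0.00500 with fry and 0.0142 without sg-*Arid3b* co-cultured replicate 1). Myeloid markers higher were *Cd68* (0.58) and *Ly6g* (1.75) of 8 (the same count adjusted over the list alone, adjusted p = 0.575, but adjusted p = 0.0281 with fry). Markers of helper and regulatory T cells were higher for *Cd4* and *Cd40lg* (0.43) and lower for *Zbtb7b* of 5, with a median and a mean of 0.13 and a test downward (the same counts adjusted over the list alone, adjusted p = 0.853). NK and γδ T cell markers were higher for *Cd7* (1.93), *Trdc* (0.25) and *Eomes* of 7 (the same count adjusted over the list alone, adjusted p = 0.0415, and adjusted p = 0.193 with an estimated correlation), and that call also ended without sg-Int co-cultured replicate 3 (0.0526) or sg-*Arid3b* co-cultured replicate 1 (0.0795). Genes of CD8⁺ T cell identity were higher in 11 of 15 cases (12 adjusted over the list alone, adjusted p = 5.4e-05, and adjusted p = 0.1299 with an estimated correlation), as for *Cd5* (0.84), *Cd6* (0.45), *Cd2* (0.30) and *Trac* (0.24). Of the 34 genes shown in Fig. 5k for another set of libraries, 19 were higher and 5 lower (19 and 7 adjusted over the list alone, adjusted p = 5.2e-06), the lower ones including *Mki67* (-0.19), *Nfil3* (-0.42), *Top2a* (-0.17) and *Tigit*. *Ddit3* missed the threshold without sg-*Arid3b* co-cultured replicate 2 (adjusted p = 0.0769). *Phgdh* lost its call with RLE factors (adjusted p = 0.0528) and without sg-Int co-cultured replicates 1 (0.121) and 3 (0.0515) and sg-*Arid3b* co-cultured replicates 1 (0.0685) and 3 (0.0876). *Hspa5* was no longer called with upper-quartile factors (adjusted p = 0.127) and with only the 2 groups compared (0.0898). *Ccng1* did not keep its call with DESeq2 (adjusted p = 0.0630), with limma-voom (0.0520) and without sg-Int co-cultured replicates 2 (0.132) and 3 (0.162) and sg-*Arid3b* co-cultured replicates 1 (0.174) and 2 (0.0822). *Col4a2* missed the threshold with DESeq2 (adjusted p = 0.0762), with upper-quartile factors (0.0793) and without sg-Int co-cultured replicates 1 (0.101), 2 (0.0961) and 3 (0.13003) and sg-*Arid3b* co-cultured replicates 2 (0.126) and 3 (0.364). *Col3a1* lost its call with DESeq2 (adjusted p = 0.0511), with upper-quartile factors (0.0517) and without sg-Int co-cultured replicates 2 (0.201) and 3 (0.0715) and sg-*Arid3b* co-cultured replicates 2 (0.159) and 3 (0.110). *Sparc* was no longer called without sg-*Arid3b* co-cultured replicate 2 (adjusted p = 0.0750). *Cd68* did not keep its call without sg-Int co-cultured replicate 1 (adjusted p = 0.0580) and sg-*Arid3b* co-cultured replicate 3 (0.225). *Mki67* missed the threshold without sg-*Arid3b* co-cultured replicate 1 (adjusted p = 0.106).

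Whether the genotype difference after co-culture follows the co-culture response of sg-Int cells was asked across genes, which are not independent replicates. The Pearson correlation was 0.024 and the Spearman correlation 0.162. As both contrasts share the co-cultured sg-Int libraries, noise alone pulls them apart. Counts simulated without a genotype effect gave means of -0.48 and -0.44 over 20 simulations. These correlations and the simulated covariance together leave too little spread between genes for the co-culture effect to have been simulated. The simulated correlations thus cannot be compared with the real ones. The covariance was 0.0205 against -0.0506 in the simulations, a difference of 0.0711. Of the genes called in both contrasts, 1502 were higher in both, 1191 lower in both, 793 higher in sg-*Arid3b* cells but lower with co-culture, and 618 the reverse.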
